# Differential damage and repair of DNA-adducts induced by anti-cancer drug cisplatin across mouse organs

**DOI:** 10.1038/s41467-019-08290-2

**Published:** 2019-01-18

**Authors:** Askar Yimit, Ogun Adebali, Aziz Sancar, Yuchao Jiang

## Abstract

The platinum-based drug cisplatin is a widely used first-line therapy for several cancers. Cisplatin interacts with DNA mainly in the form of Pt-d(GpG) di-adduct, which stalls cell proliferation and activates DNA damage response. Although cisplatin shows a broad spectrum of anticancer activity, its utility is limited due to acquired drug resistance and toxicity to non-targeted tissues. Here, by integrating genome-wide high-throughput Damage-seq, XR-seq, and RNA-seq approaches, along with publicly available epigenomic data, we systematically study the genome-wide profiles of cisplatin damage formation and excision repair in mouse kidney, liver, lung and spleen. We find different DNA damage and repair spectra across mouse organs, which are associated with tissue-specific transcriptomic and epigenomic profiles. The framework and the multi-omics data we present here constitute an unbiased foundation for understanding the mechanisms of cellular response to cisplatin. Our approach should be applicable for studying drug resistance and for tailoring cancer chemotherapy regimens.

## Abstract (web summary)

Cisplatin, a platinum chemotherapeutic agent, is widely used to treat several cancers. Here Yimit et al. revert to genome-wide approaches to map and analyze cisplatin damage formation and excision repair with single nucleotide resolution across different mice organs following platinum treatment.

## Introduction

Cisplatin, a platinum (Pt) coordination complex, is one of the most effective chemotherapeutic drugs used to treat several cancers, including testicular, ovarian, cervical, head, neck, non-small-cell lung cancer, and colorectal cancer^1–4^. Despite the fact that cisplatin can bind a wide range of cellular components, including proteins, RNA, membrane phospholipids, microfilaments, and thiol-containing peptides, DNA is considered a major target for cisplatin^2^. Once inside cells, cisplatin undergoes aquation, and the platinum atom of cisplatin binds covalently to the N^7^ position of purines resulting in about 65% GpG, 25% ApG 1,2-intra-strand crosslinks, and ~5–10% GpNpG 1,3- intra-strand crosslinks, as well as a lower percentage of inter-strand crosslinks^5^. In response to cisplatin, cells activate multiple repair pathways, among which nucleotide excision repair pathway constitutes the main mechanism to detect and repair cisplatin-induced DNA adducts^6–8^. Two major nucleotide excision repair pathways, transcription-coupled repair (TCR) and global repair (GR), are well known to remove cisplatin-induced DNA adducts. TCR acts on the transcribed strands (TS) of active genes, while GR acts on the non-transcribed region of the genome, as well as the non-transcribed strands (NTS) of transcribed genes^9^.

Although cisplatin shows a broad spectrum of anticancer activity, its utility is limited due to acquired drug resistance and serious side effects. Cisplatin resistance, which often results in disease recurrence, originates from multiple cellular self-defence adaptations, including reduced uptake and increased drug efflux, inactivation by proteins (e.g., metallothionein), small molecules (e.g., glutathione), and increased damage repair or tolerance^1,10^. In addition, common side effects associated with cisplatin treatment are ototoxicity, peripheral neuropathy, myelosuppression, and nephrotoxicity^11^. Another limitation in the use of cisplatin is damage to non-targeted tissues, suggesting that long-term off-target effects induced by the chemotherapeutic drugs are one of the major factors causing mortality in cancer survivors in later stage of life^12^.

Since the discovery of cisplatin in the early 1960’s, considerable efforts have been made to increase its anti-cancer drug efficiency and meanwhile to minimize its side effects to normal tissues^13^. A major barrier to a comprehensive understanding of the underlying molecular mechanism that related cisplatin-induced drug resistance and side effects is, however, a lack of approach that allows precise and high-resolution measurements of the genome-wide cisplatin-induced damage and repair in a high-throughput manner. Furthermore, most of the data from existing studies were generated using isolated cell lines, which can be misleading when extending the application to the in vivo experiments and clinical trials^14^.

Here, we adopted high-throughput Damage-seq, eXcision Repair-seq (XR-seq), and RNA-seq to generate an integrated map of DNA damage, repair, and gene expression at single-nucleotide resolution across four mouse organs. Our experimental and analytical framework presented in this study serve as a resource for researchers interested in DNA damage and repair associated with cisplatin treatment in mouse models. Our analysis of the high-throughput data from the in vivo experiments shed lights upon not only the mechanisms of cisplatin-induced DNA-damage and repair, but also the cytotoxicity and drug resistance, both of which are important for chemotherapy regimens. The data we generated provide a platform for further research on optimizing cisplatin treatment efficacy and reducing side effects.

## Results

### Overview

In this work, we present an experimental and analytical framework where we systematically assay and profile DNA damage, excision repair, and gene expression in a genome-wide fashion across four mouse organs. Figure 1a outlines the experimental design. Specifically, cisplatin was administered by an intraperitoneal injection in mice. 

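The design covered 4 organs of the mouse (kidney, liver, lung and spleen) and 3 assays. After a dose of 10 mg per kg of cisplatin, 8 Damage-seq libraries, 8 XR-seq libraries and 8 RNA-seq libraries were made, 2 per organ and assay, and a further 8 RNA-seq libraries came from control animals, again 2 per organ. The paper gives the time after injection as 4 h, whereas the sample labels give 2 h for all libraries. Damage-seq reads mark platinum adducts that were still in the DNA when the organ was taken, XR-seq reads are the short oligomers cut out around adducts, and RNA-seq reads count transcripts. For each library the authors deposited the number of reads counted on every gene, without normalization, and for Damage-seq and XR-seq these counts were kept apart for the transcribed strand (TS) and the non-transcribed strand (NTS). Of the genes listed, 25058 are in the files of all 3 assays, and 25041 of those in the RNA-seq files were found with a position in the mouse annotation (GENCODE M21, assembly GRCm38, which is also called mm10).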

DNA damage, excision repair, and gene expression were measured after 4 h cisplatin treatment by damage sequencing (Damage-seq)^15^, excision repair sequencing (XR-seq)^16^, and RNA sequencing (RNA-seq), respectively. 

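The spread between the 2 replicates of each group was measured before any comparison, as the chi-square of their counts over its degrees of freedom across the genes with at least 20 reads in the pair. This dispersion index is 1 when 2 libraries differ by no more than the sampling of reads from the same pool, or about 2 when each read pair is counted as 2 reads. In RNA-seq it was between 39.3 and 349 for 6 of the 8 pairs. The pair of lung control libraries had an index of 2.75 and the pair of spleen control libraries an index of 2.98. Both lie under the limit of 3 that had been set in advance, so the counts of each of these pairs were summed and treated as 1 sample. No variance can be estimated for the control arm of lung and spleen in this way, and the changes in these organs are reported as fold changes without a test, beside the values obtained when each library was counted as a replicate. In XR-seq the index was between 7.26 (spleen, NTS) and 32.7 (kidney, TS). In Damage-seq it was between 1.43 (spleen, TS) and 3.11 (kidney, NTS). Between libraries of different organs the Damage-seq index was between 2.05 and 11.4 on the TS (median 3.85) and between 1.45 and 10.9 on the NTS (median 2.68), so an index under 3 also occurs here between different organs. For this reason, and because the limit had been set for RNA-seq, Damage-seq replicates were kept as separate samples. This exception was made after their indices had been seen.

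**Figure D1:**
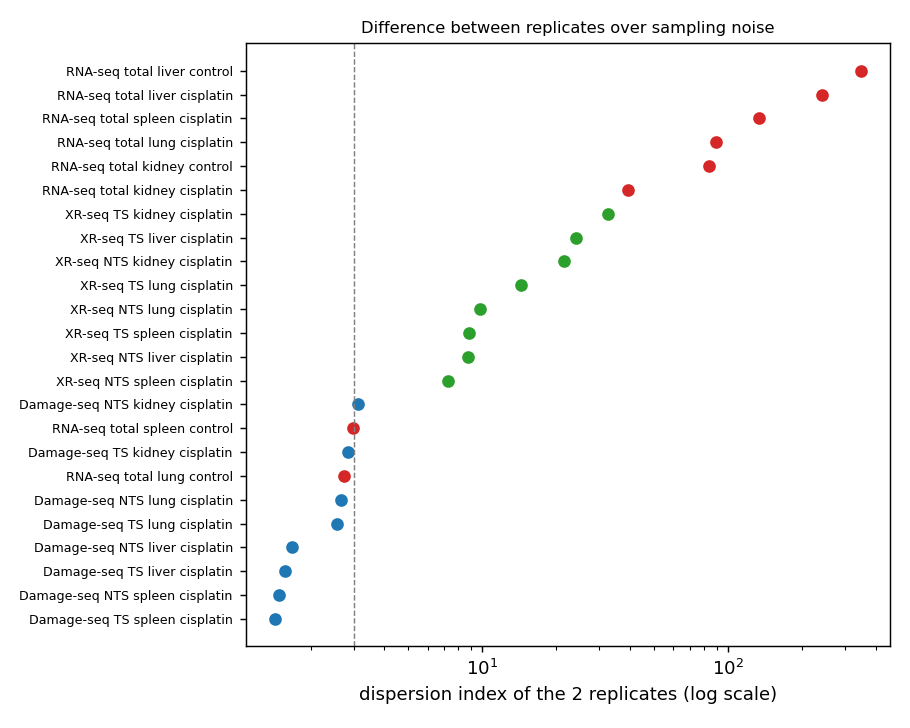
Dispersion index of the 2 replicates of each group (horizontal axis, log scale, no unit), 1 point per assay, strand, organ and treatment, with the limit of 3 as a dashed line. The lung and spleen control pairs of RNA-seq sit at 2.75 and 2.98, and the 6 other RNA-seq pairs between 39.3 and 349.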

All experiments were performed with two biological replicates. 

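Grouping by organ was measured as the mean Euclidean distance between libraries of the same organ over the mean distance between libraries of different organs, on log2 (normalized count + 1) of 16502 genes. For RNA-seq, with 14 samples after the lung and spleen control pairs were summed, this ratio was 0.346, and the nearest neighbour of 14 of the 14 samples came from the same organ (p = 1e-05 from a one-sided test with 100000 permutations of the organ labels, the smallest value that they can give). Over the 8 XR-seq libraries the ratio was 0.594 on the TS, with 6 of 8 nearest neighbours from the same organ, and 0.769 on the NTS, with 5 of 8. The ratio of the 8 Damage-seq libraries was 0.777 on the TS, with 6 of 8, and 0.846 on the NTS, with 3 of 8. Among all ways to pair the 8 libraries of an assay, the pairing by organ gave the smallest within-pair distance for each strand of both assays (exact one-sided permutation test, p = 0.00952, the smallest that these pairings allow). After Benjamini-Hochberg adjustment over these 5 comparisons the p-values were 5e-05 for RNA-seq and 0.00952 for the others. The distance measure moved the ratios most: with 1 minus the Spearman correlation as the distance, the ratio of XR-seq on the TS was 0.132 and 8 of 8 nearest neighbours came from the same organ.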

Genome-wide DNA damage, excision repair, and gene expression data show that samples from the same organs are clustered together by both principal component analysis (PCA) (Fig. 1b) and hierarchical clustering using the pairwise Euclidean distance between samples (Supplementary Figure 1). In addition, we retrieved publicly available epigenomic profiles across the four organs by ChIP-seq (H3K4me1, H3K4me3, H3K27ac, H3K27me3, H3K36me3, and POLR2A) and DNase-seq (DNase I hypersensitivity site) from the ENCODE Project. All of the ENCODE epigenetic data were generated from mice without cisplatin treatment, and represent overall organ-specific chromatin states, transcription factor binding, and histone modifications patterns^17^. Refer to Materials and Methods for details on experimental design and data processing. In the following sections, we describe how Damage-seq and XR-seq data are quantified and normalized, how gene expression is evaluated by RNA-seq, and then compare and contrast relationships between DNA damage, repair, RNA expression, and epigenetic markers.

**Fig. 1:**
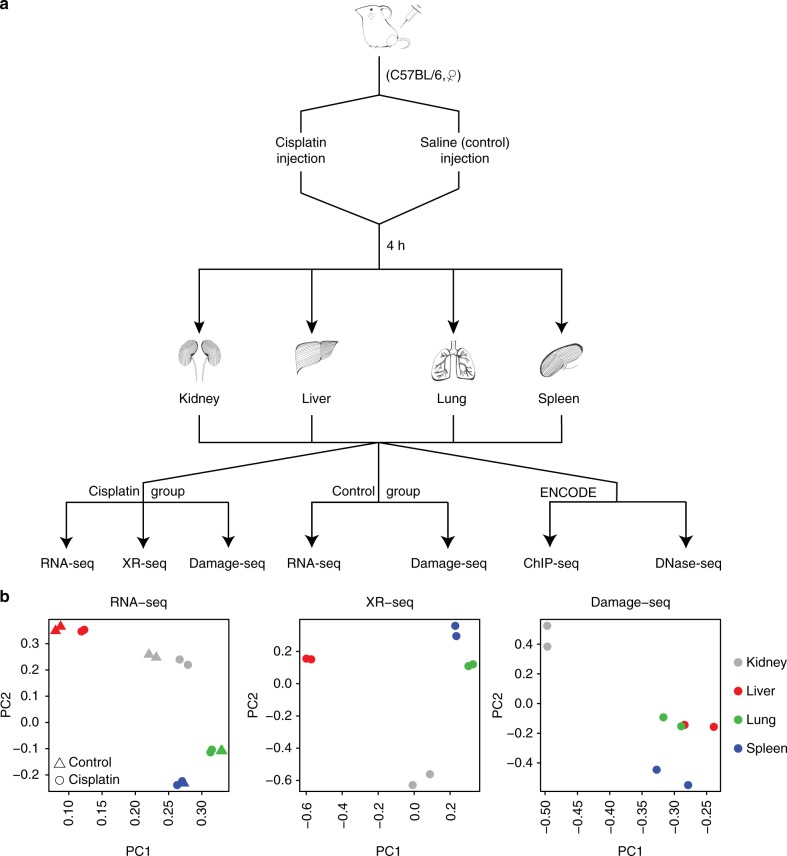
Overview of experimental design. **a** Outline of the experimental design. Cisplatin was administered by intraperitoneal injection in mouse. DNA damage, excision repair, and gene expression were assayed by Damage-seq, XR-seq, and RNA-seq. **b** PCA reveals tissue-specific damage, repair, and transcription across four mouse organs. All experiments were performed with two biological replicates

### Cisplatin-induced DNA damage maps across mouse organs

Here, we adopted a previously developed high-throughput sequencing protocol, Damage-seq^15^, for assaying genome-wide DNA damage with single base pair resolution. Damage-seq has been successfully applied to map DNA damage caused by cisplatin^18^ and ultraviolet radiation^15^ onto the human genome in vitro. 

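Damage-seq of kidney, liver, lung and spleen gave 2 libraries per organ. The authors deposited the reads counted on each gene, separately for the TS and the NTS, without adjustment for library size or for GG content. By the paper's methods, only reads with a GG dinucleotide 1 to 2 bp upstream of their start had been counted. Reads on genes numbered between 1571167 (spleen replicate 1) and 6441367 (kidney replicate 1) per library, with a median of 4683152. According to Supplementary Data 1, the share of all sequenced reads that carried GG was 24.6% and 26.5% in the spleen libraries and between 44.5% (liver replicate 2) and 59.5% (kidney replicate 2) in the others. Genes were kept by the filters that the paper lists: at least 10 GG dinucleotides on either strand, a length under 100000 bp, and at least 20 reads in total in each assay. Of the 25041 genes with a position, 16502 passed. Counts were then scaled to CPM over the library's reads on genes and divided by the number of GG dinucleotides on the strand, in units of 1000, which were counted in the sequence of GRCm38 between the start and end of each gene. Batch correction was not applied here, because the batch of each library is named neither in the paper nor in the labels.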

In this study, we applied Damage-seq to generate genomic profiles of cisplatin-induced DNA damage across four mouse organs (Supplementary Data 1). GG (Guanine-Guanine dinucleotide) is enriched 1–2 bp upstream of the 5′-end of the reads across all samples, indicating adequate data quality (Supplementary Figure 2). Notably, while we do not observe other dinucleotide enrichment, there is a preference for adenine 5′ to the GG dinucleotides of our Damage-seq reads (Supplementary Figure 3). Refer to Materials and Methods for details on library preparation, sequencing, and bioinformatic analysis.

Damage-seq measures the overall damage induced by cisplatin minus the accumulated excision repair from 0 to *T* = 4 h after cisplatin treatment by TCR in the TS and the GR in the TS and NTS:

1 $$\begin{array}{rcl}{\mathrm{Damage}}^{{\mathrm{TS}}}&= \mathop {\sum }\nolimits^ {\mathrm{Damage}} - \mathop {\int }\nolimits_{\!\!\!\! 0}^T {\mathrm{GR}}_t^{{\mathrm{TS}}}{\rm d}t - \mathop {\int }\nolimits_{\!\!\!\! 0}^T {\mathrm{TCR}}_t{\rm d}t,\\ {\mathrm{Damage}}^{{\mathrm{NTS}}} &= \mathop {\sum }\nolimits^ {\mathrm{Damage}} - \mathop {\int }\nolimits_{\!\!\!\! 0}^T {\mathrm{GR}}_t^{{\mathrm{NTS}}}{\rm d}t.\end{array}$$

For data normalization, we first adjusted for the sequencing depth by dividing the total read counts by a sample-specific library size factor. Then, we adjusted for the number of GG dinucleotide sequences in each gene. We found that the number of GG dinucleotide sequences in the TS and NTS are highly correlated across all genes (*r* = 0.99, Supplementary Figure 4) and since cisplatin mainly induces Pt-d(GpG) damage, this achieves better normalization results than adjusting for the gene lengths, as shown in Supplementary Figure 5. 

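GG dinucleotides were counted on the TS and NTS of each gene in GRCm38. Across the 25041 genes with a position, the 2 counts were correlated with a Pearson coefficient of 0.999 and a Spearman coefficient of 0.996. Over the 16502 genes that passed the filters, both coefficients were 0.992. The number of GG dinucleotides on the TS also followed gene length across genes, with a Pearson coefficient of 0.984 over all genes. The Damage-seq reads of a gene, summed over the 8 libraries, followed its GG count more closely than its length, with a Pearson coefficient across genes of 0.908 for GG against 0.845 for length on the NTS and of 0.849 against 0.773 on the TS. The XR-seq reads had a Pearson coefficient of 0.601 with GG against 0.539 with length on the TS, and of 0.238 against 0.183 on the NTS. Genes are not independent replicates, so these coefficients across genes are given without a p-value.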

After data normalization, we found that across all samples and organs, the damage level from the TS was lower than that from the NTS, due to ongoing TCR on the transcribed strand for 4 h until the data were collected (Supplementary Figure 6). 

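In each Damage-seq library, the median over 16502 genes of the log2 ratio of TS to NTS reads per GG was below 0. It ranged from -0.53 in liver replicate 1 to -0.22 in kidney replicate 2, with a mean of -0.36 over the 8 libraries, which corresponds to a TS/NTS ratio of 0.777. The ratio was 0.782 and 0.857 in the kidney replicates, 0.694 and 0.702 in liver, 0.791 and 0.781 in lung, and 0.815 and 0.806 in spleen. An exact sign-flip permutation test over the 8 libraries gave a two-sided p of 0.00781, the smallest that 8 libraries allow, and the same value after Benjamini-Hochberg adjustment over this comparison and the matching one for XR-seq. Fewer reads per GG lay on the TS than on the NTS for between 66.4% (spleen replicate 1) and 74.1% (liver replicate 1) of the genes.

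**Figure D2:**
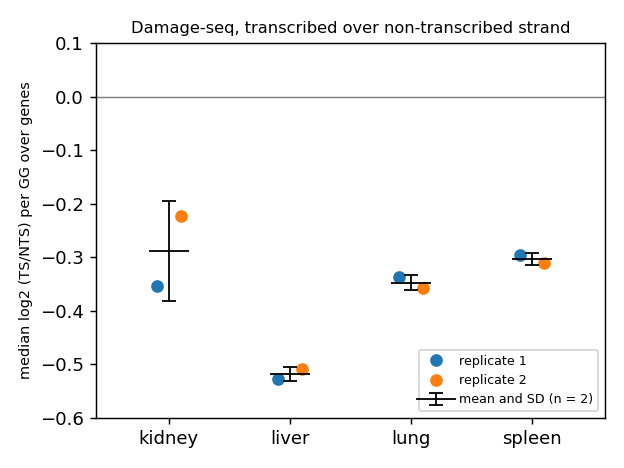
Median over 16502 genes of the log2 ratio of Damage-seq reads per GG on the TS to those on the NTS (vertical axis) in each organ. Points are the 2 replicates, and bars give their mean and SD. All 8 libraries lie below 0, between -0.53 and -0.22.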

We then applied PCA to the normalized read count matrix from the NTS, where a negligible fraction of total DNA damage is repaired by GR only (Refer to Section “Effect of transcription on damage formation and repair” for more details). We found that samples from the same organ are clustered together, indicating organ-specific DNA damage at 4 h (Fig. 1b). This was further confirmed by hierarchical clustering on the pairwise Euclidean distance between the samples (Supplementary Figure 1c) using highly variable genes.

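On the NTS of the 8 Damage-seq libraries, the mean Euclidean distance was 81.5 between the replicates of an organ and 96.4 between libraries of different organs, a ratio of 0.846. The pairing by organ had the smallest mean distance of all possible pairings (exact one-sided permutation test, p = 0.00952), yet only 3 of the 8 libraries had the other replicate of their organ as nearest neighbour. With the 1000 most variable genes the ratio was 0.866, with p = 0.0190 from the same exact test, again with 3 of 8. The ratio was 0.69 with 1 minus the Spearman correlation as the distance, where 4 of 8 libraries had their own replicate nearest. On the TS the ratio was 0.777 and 6 of 8 libraries had their own replicate nearest. The dispersion index on the NTS was between 1.49 and 3.11 for replicates of the same organ and between 1.45 and 10.9 (median 2.68) for libraries of different organs, so the 2 ranges overlap. These distances and indices carry no batch correction, which the paper applied, and the libraries were not thinned to equal depth for them.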

We further investigated the Pt-d(GpG) di-adduct formation efficiency across all organs both in silico and in vivo and found that cisplatin induces DNA damage at different rates, with kidney being the highest and spleen the lowest (Supplementary Figure 7a). For in silico inference, we first compared the NTS reads from Damage-seq for each sample to a pseudo reference constructed across all samples with adjustment of library size factor and then inferred the relative DNA damage. 

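Relative damage was computed as the ratio of each library's NTS reads, divided by all its sequenced reads, to a pseudo-reference, the geometric mean over the 8 libraries, and the median over 20738 genes was taken. It was 1.44 ± 0.115 (SD, n = 2) in kidney, 1.09 ± 0.0684 (SD, n = 2) in liver, 1.17 ± 0.00366 (SD, n = 2) in lung and 0.576 ± 0.0482 (SD, n = 2) in spleen. The geometric mean of the kidney libraries was 1.59 times that of the 6 others (exact permutation test, two-sided p = 0.0714). For the spleen libraries the same ratio to the 6 others was 0.47 (p = 0.0357 in the same exact test, the smallest that 2 libraries against 6 allow). After Benjamini-Hochberg adjustment over these 2 comparisons both p-values were 0.0714. Both kidney libraries lay above and both spleen libraries below all libraries of the other organs. The library size moved these values most. When each library was scaled by its reads with GG instead of all its reads, the organ means were 1.14, 0.973, 0.994 and 0.955 in the same order, kidney stood at 1.17 times the other organs (exact p = 0.0357) and spleen at 0.925 times (exact p = 0.286). Since only reads with GG were counted on genes, their share enters the value scaled by all reads. Scaled by the reads with GG, the value reflects only how these reads are spread over the genome. It thus cannot test the level of damage in kidney or spleen. The spleen libraries, with GG in 24.6% and 26.5% of their reads, lay apart from the 6 others. Over all 8 libraries, relative damage and this share had a Pearson coefficient of 0.965. That value rests in part on the gap between spleen and the 6 others. Across these 6 libraries, relative damage and the share of reads with GG had a Pearson coefficient of 0.799 (exact permutation test, two-sided p = 0.0653) and a Spearman coefficient of 0.6 (exact permutation p = 0.242). Without liver replicate 2 and kidney replicate 2, which were farthest from the median share, the Pearson coefficient was -0.778 over 4 libraries whose shares span only 47.9% to 51.0%, so within these organs the relation rests on the 2 libraries left out.

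**Figure D3:**
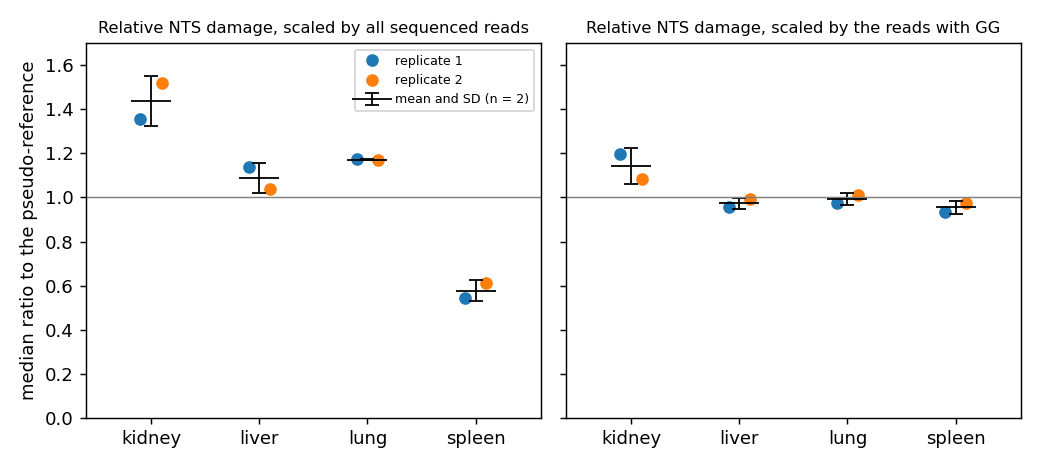
Relative NTS damage (vertical axis, ratio to the pseudo-reference, no unit) by organ, scaled by all sequenced reads (left) and by the reads with GG (right). Points are the 2 replicates, and bars give their mean and SD. Spleen lies at 0.576 on the left and at 0.955 on the right.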

Our in vivo immuno-slot blot analysis, which detects unrepaired damage in the genome, confirmed that kidney is a major site of cisplatin DNA-adduct formation, followed by liver and lung, while spleen is a minor site for cisplatin-induced DNA-adduct formation (Supplementary Figure 7b). These results are consistent with what has been reported in various studies of cisplatin DNA-adduct formation using different approaches in the rodent model system^19–21^. We further investigated the damage in mitochondrial DNA and found that in addition to nuclear DNA, mitochondrial DNA is a major target of cisplatin (Supplementary Figure 8), which is consistent with a previous report^22^ and is possibly due to the lack of DNA excision repair in the mitochondria^23^.

### Cisplatin-induced DNA repair maps across mouse organs

To reconstruct genome-wide DNA repair maps, XR-seq libraries for cisplatin damage were prepared by adapting the XR-seq method previously developed^16^. Specifically, the 21- to 31- nucleotide-long oligomer products generated by nucleotide excision repair were captured by IP and ligated to adaptors on both ends. The ligation products were then purified by IP with the anti-cisplatin antibody, and the Pt adducts were reversed by incubation with NaCN. Finally, the oligomers were amplified to generate a library which was sequenced. XR-seq has been successfully adapted to assay genome-wide excision repair with single-nucleotide resolution in human^16^, mouse^24^, plant^25^, bacteria^26^, and yeast^27^. 

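XR-seq of the 4 organs gave 2 libraries each after cisplatin. The authors deposited the reads counted on each gene and strand, as for Damage-seq, without normalization. Between 10658675 (spleen replicate 1) and 59779770 (lung replicate 1) reads per library lay on genes, with a median of 38370621. Supplementary Data 1 gives the share of reads with GG as between 65.9% (kidney replicate 1) and 76.9% (liver replicate 1). Library size was taken as the reads on genes, and CPM were divided by the number of GG dinucleotides on the strand in units of 1000, for the same 16502 genes as in Damage-seq. The dispersion index of the 2 replicates lay between 7.26 and 32.7, and that of libraries of different organs between 123 and 625 on the TS and between 28.3 and 104 on the NTS.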

In this study, we applied XR-seq to quantify DNA excision repair in four mouse organs after cisplatin treatment (Supplementary Data 1), each with two biological replicates. Lengths of the excised oligomers fall within the range of the 21–31 nucleotide (nt) with a median of 26–27 nt (Supplementary Figure 9). As a target of cisplatin, GG dinucleotides are enriched 5–8 nt upstream of the 3′-end of the reads across all samples (Supplementary Figures 10 and 11), which is consistent with previous high-resolution study that mapped cisplatin damage and repair in cultured mammalian cells^18^.

Unlike Damage-seq, XR-seq offers a snapshot of the ongoing excision repair (XR), which includes both TCR and GR on the transcribed strand and GR on the non-transcribed strand at time *T* = 4h:

2 $$\begin{array}{rcl}{\mathrm{XR}}^{{\mathrm{TS}}} &= {\mathrm{GR}}_T^{{\mathrm{TS}}} + {\mathrm{TCR}}_T^{{\mathrm{TS}}}\\ {\mathrm{XR}}^{{\mathrm{NTS}}} &= {\mathrm{GR}}_T^{{\mathrm{NTS}}}.\end{array}$$

In a similar fashion to Damage-seq, read counts from XR-seq were normalized to adjust for biases introduced by sample-specific sequencing depth and gene-specific number of GG dinucleotides. 

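The median over 16502 genes of the log2 ratio of TS to NTS XR-seq reads per GG was above 0 in each library. It lay between 1.97 (liver replicate 2) and 3.24 (lung replicate 1), with a mean of 2.62 over the 8 libraries, a TS/NTS ratio of 6.16. By replicate the ratio was 5.85 and 5.23 in kidney, 4.51 and 3.93 in liver, 9.43 and 7.51 in lung, and 7.40 and 7.30 in spleen. An exact sign-flip permutation test over the 8 libraries gave a two-sided p of 0.00781, unchanged after adjustment over both assays and the smallest that 8 libraries allow. The TS held more reads per GG than the NTS for between 79.3% and 81.9% of the genes.

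**Figure D4:**
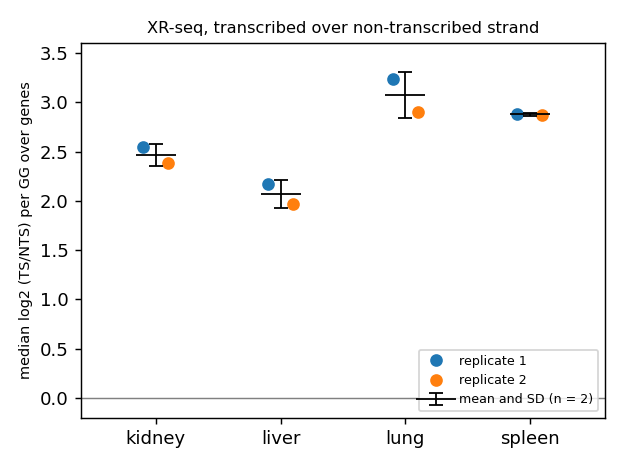
Median over 16502 genes of the log2 ratio of XR-seq reads per GG on the TS to those on the NTS (vertical axis) in each organ. Points are the 2 replicates, and bars give their mean and SD. All 8 libraries lie above 0, between 1.97 and 3.24.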

After data normalization, we found that, across all samples and organs, there is higher excision repair in the TS compared to the NTS, due to TCR specific to the TS (Supplementary Figure 12). 

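In XR-seq the mean Euclidean distance between the replicates of an organ was 149 on the TS and 204 on the NTS, against 251 and 266 between libraries of different organs. The ratios were 0.594 and 0.769. On each strand the pairing by organ had the smallest mean distance of all pairings (exact one-sided permutation test, p = 0.00952). With a pseudocount of 0.1 in place of 1, the ratio on the NTS was 0.873 and the p-value of the same exact permutation test was 0.0762. The ratio on the TS was then 0.739, with p = 0.00952 from the exact test.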

PCA analysis on the normalized read count matrix also shows organ-specific excision repair patterns (Fig. 1b, Supplementary Figure 1b). For the mitochondrial DNA, we found on average 5.4% of the reads contain GG dinucleotide, compared to a proportion of 73.2% for the non-mitochondrial DNA (Supplementary Data 1). The greater amount of background noise in mitochondria implies a lack of excision repair in the mitochondrial DNA^23^.

### Cisplatin-induced gene expression across mouse organs

RNA-seq is fundamental for better understanding of transcriptomic dynamics in cells and tissues under different conditions^28,29^. To investigate the mechanistic link between cisplatin-induced DNA damage, repair, and gene transcription regulation and to idenfity cisplatin-induced gene expression patterns, we adopted RNA-seq to perform transcriptomic profiles of mouse organs with or without cisplatin treatment (Fig. 1a). We used reads per kilo base per million reads (RPKM) for data normalization, COMBAT^30^ for batch correction, and DESeq2^31^ for differential expression analysis.

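RNA-seq compared 2 control and 2 cisplatin-treated libraries in each of the 4 organs. The authors deposited raw counts of reads per gene. Between 19319092 and 84864189 reads per control library were counted on genes, with a median of 44736027, and between 15619474 and 162270280 per cisplatin library, with a median of 44200577. Kidney and liver were tested separately with edgeR: library sizes were normalized by the TMM method, and genes were called changed when the quasi-likelihood test against a log2 fold change of 0.4 gave a Benjamini-Hochberg adjusted p-value under 0.05. The control pairs of lung and spleen, whose dispersion indices of 2.75 and 2.98 lie under 3, were each counted as 1 sample. In these organs genes with a log2 fold change of at least 1 in size were counted without a test. As alternatives, each library was counted as a replicate, DESeq2 with all genes was used in place of edgeR, and the replicate number was added as a block. That replicate 1 of the control and replicate 1 of the treated arm belong together is taken from the labels. The correlation across genes of the difference between replicates 1 and 2 in control with that after cisplatin was 0.476 in kidney, 0.390 in liver, 0.0591 in lung and 0.331 in spleen. The numbers thus share some variation in kidney, liver and spleen. In lung the control libraries differ by little more than the sampling of reads, so the low value there cannot decide whether the numbers belong together. RPKM used the exon length of each gene in GENCODE M21.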

We found 1475, 364, 1122, and 193 significantly up- and downregulated genes in kidney, liver, lung, and spleen, respectively (Supplementary Figure 13, Supplementary Data 2). 

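In kidney, 15471 genes were tested with edgeR and 782 changed past the threshold, 372 up and 410 down. In liver, 0 of 13868 genes passed it, while 1287 had an unadjusted p-value under 0.05. In lung, 2805 of 18210 genes had a log2 fold change of at least 1 in size, 1012 up and 1793 down, and in spleen 1773 of 17686 genes, 1114 up and 659 down. These counts in lung and spleen carry no test. On simulated data in which 200 genes were changed, counting without a test also took in 659 unchanged genes at the spread of kidney and 968 at that of liver, against 3 in each for the edgeR test. The simulated data held 2 control libraries, not 1 summed control sample, so these numbers are not those of lung or spleen. When each library was counted as a replicate, the edgeR test called 1606 genes in lung, 265 up and 1341 down, and 62 in spleen, 38 up and 24 down. In kidney and liver the replicate block moved the counts most: with it, 3182 genes changed in kidney and 1015 in liver. Without the filter on low counts, 6015 genes were counted in lung and 4812 in spleen. With each library counted as a replicate, the block gave 1914 genes in lung and 172 in spleen. The block rests on a pairing of replicate numbers taken from the labels, for which the correlation within numbers was 0.476 in kidney and 0.0591 in lung. DESeq2 without a block called 834 genes in kidney, 188 in liver, and, with each library counted, 1377 in lung and 302 in spleen. With the block, a setting added after seeing the data, DESeq2 called 1475, 364, 1122 and 193 in the same order. These are the paper's counts. Among the genes past the threshold that moved the same way in both pairs of libraries, the largest rises in kidney were those of Vgf (ENSMUSG00000037428, log2 fold change 8.25, standard error 1.18, adjusted p = 0.0281 from edgeR) and Plk3 (ENSMUSG00000028680, 6.72, standard error 0.22, adjusted p = 0.000965 from edgeR), and the largest falls those of Galnt9 (ENSMUSG00000033316, log2 fold change -4.46) and Kcnh1 (ENSMUSG00000058248, -4.22). Vgf was near the limit of detection, with 0 CPM in both control libraries and 1.24 and 0.895 after cisplatin. Galnt9 also had few reads, with 1.36 and 1.25 CPM in control and 0 and 0.0778 after cisplatin. Its log2 fold change was -3.96 without replicate 1 and -7.64 without replicate 2.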

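The largest changes in lung and spleen, reported without a test, lay partly in genes with few reads. In lung they were the rises of Myot (ENSMUSG00000024471, log2 fold change 9.21) and Gm47889 (ENSMUSG00000111368, 7.76), and the falls of Glycam1 (ENSMUSG00000022491, -9.79) and Slc7a9 (ENSMUSG00000030492, -8.95). Myot had 0 CPM in both control libraries and 1.18 and 0.0498 after cisplatin. Glycam1 fell from 116 and 125 CPM to 0.267 and 0.0697. In spleen the largest rises were those of Clps (ENSMUSG00000024225, log2 fold change 16.23) and Try5 (ENSMUSG00000036938, 16.08), with 0 CPM in the control libraries and between 69.3 and 99.8 after cisplatin. The largest falls there were those of C2cd4a (ENSMUSG00000047990, -7.84) and Gm19045 (ENSMUSG00000113878, -6.67). Clps and Try5 encode digestive enzymes or cofactors made by the pancreas, and a list of 24 such genes rose in the cisplatin-treated spleen libraries as a group, with a median log2 fold change of 10.91 over 21 genes.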

Downregulated genes were more prevalent compared to upregulated genes, implying a cisplatin-related global transcription repression. 

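Downregulated genes outnumbered upregulated genes in kidney, with 410 against 372, and in lung, with 1793 against 1012, but not in spleen, where 659 genes fell and 1114 rose. In liver 0 genes passed the test, with 1287 at an unadjusted p-value under 0.05. DESeq2 called 161 down against 27 up in liver and 432 against 402 in kidney. When each library was counted as a replicate, edgeR called 1341 down against 265 up in lung and 24 against 38 in spleen, and DESeq2 called 166 down against 136 up in spleen. With all organs in one fit, 269 fell and 327 rose in kidney. DESeq2 with a block by the replicate numbers of the labels, chosen after seeing the data, called more genes down than up in each organ. It called 772 down against 703 up in kidney and 300 against 64 in liver. With each library counted, it called 949 against 173 in lung and 104 against 89 in spleen. The 1114 rises in spleen carry no test and include genes of the pancreas. The direction of the imbalance in kidney and spleen thus changed with the method. The log2 fold changes were related between organs across genes, with Spearman coefficients between 0.214 (lung and spleen, 16767 genes) and 0.615 (kidney and liver, 13363 genes). Genes are not independent replicates, and no p-value is given for these coefficients. From the greater number of downregulated genes, the paper proposes a global repression of transcription by cisplatin.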

Across all organs, 3 genes are significantly upregulated, while 12 genes are significantly downregulated (refer to Fig. 2 for Venn diagram of genes with significant differential expression across the four organs). 

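With edgeR in kidney and liver, 0 genes passed the threshold in all 4 organs in either direction, because 0 genes passed in liver (1287 at an unadjusted p-value under 0.05). The number depended on the method: with all organs in one fit, 1 gene rose and 31 fell, and with DESeq2, each library counted as a replicate, 2 rose (Cdkn1a and Per1) and 22 fell. When a replicate block was added to DESeq2, an alternative chosen after seeing the data that rests on a pairing by replicate number taken from the labels (correlation within numbers 0.390 in liver and 0.0591 in lung), 3 rose and 12 fell. The 15 genes of Fig. 2 named as changed in all organs moved in the direction the paper gives in each of the 4 organs, 3 up and 12 down. Their log2 fold changes lay between -2.37 and 4.33 in kidney, -3.33 and 3.06 in liver, -2.70 and 1.91 in lung, and -2.57 and 1.5 in spleen. In the main edgeR test, 11 of them passed the threshold in kidney and 0 in liver, where DESeq2 called 15 of 15. With each library counted as a replicate, edgeR called 15 of 15 in lung and 4 of 15 in spleen. In spleen, DESeq2 then called 14 of 15 and edgeR with the replicate block 11 of 15.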

Among the upregulated genes, *Cdkn1a* (P21) is a cyclin-dependent kinase inhibitor and a target gene of P53, which inhibits both cell cycle progression and replication under stress condition^32^; PER1 is a core circadian clock factor that plays essential role in the molecular clock mechanism^33^. 

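Cdkn1a (ENSMUSG00000023067, chromosome 17 of GRCm38 from 29090976 to 29100727) rose in all organs. Its log2 fold change was 4.33 in kidney (standard error 0.39, adjusted p = 0.00718 from edgeR), 3.06 in liver (standard error 0.82, adjusted p = 0.254 from edgeR), 1.91 in lung and 1.5 in spleen. In kidney it went from 14.1 and 30.8 CPM in the control replicates to 417 and 473 after cisplatin, and in liver from 9.48 and 57.7 to 183 and 355. The liver control replicates differed from each other, and the treated replicates differed the same way. DESeq2 gave adjusted p-values in liver of 0.0043 for Cdkn1a and 0.000771 for Per1. With the replicate number as a block, a pairing taken from the labels (correlation of replicate differences 0.390 in liver), edgeR gave 9.96e-10 and 2.27e-06. In CPM it had 112 and 112 in control against 384 and 474 in lung and 9.99 and 10.7 against 31.0 and 27.0 in spleen. Per1 (ENSMUSG00000020893, chromosome 11 from 69095217 to 69109960) had log2 fold changes of 2.35 in kidney (standard error 0.44, adjusted p = 0.0436 from edgeR), 2.49 in liver (standard error 0.41, adjusted p = 0.0968 from edgeR), 1.52 in lung and 1.03 in spleen. The third gene named in Fig. 2 as Ctgf, which the annotation lists as Ccn2 (ENSMUSG00000019997), had log2 fold changes of 1.24, 2.16, 1.44 and 1.33 in the same order. Counting each library as a replicate, edgeR gave adjusted p-values of 0.0022 in lung and 0.0367 in spleen for Cdkn1a. For Per1 they were 0.0036 and 0.0894. From DESeq2 they were 3.88e-30 and 1.6e-09 for Cdkn1a, and 2.14e-14 and 0.0028 for Per1.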

Among the downregulated genes, DOCK1 and DENND1A proteins belong to small GTPase signal transduction regulatory pathway, while the rest play a role in fundamental cellular processes^34,35^.

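Dock1 (ENSMUSG00000058325, chromosome 7 from 134670654 to 135173639, 502986 bp long) had a log2 fold change of -0.97 in kidney (standard error 0.20, adjusted p = 0.0862 from edgeR), -2.19 in liver (standard error 0.34, adjusted p = 0.0912 from edgeR), -1.82 in lung and -1.58 in spleen. Dennd1a (ENSMUSG00000035392, chromosome 2 from 37798991 to 38287390, 488400 bp long) had log2 fold changes of -1.57 in kidney (standard error 0.30, adjusted p = 0.0522 from edgeR), -2.20 in liver (standard error 0.37, adjusted p = 0.101 from edgeR), -1.68 in lung and -1.06 in spleen. When the replicate number was a block, a pairing taken from the labels (correlation of replicate differences 0.476 in kidney and 0.390 in liver), the adjusted p-values from edgeR were 0.000155 in kidney and 2.95e-05 in liver for Dock1, and 3.03e-08 and 1.92e-05 for Dennd1a. Counting each library as a replicate, edgeR gave adjusted p-values of 0.0017 in lung and 0.022 in spleen for Dock1. For Dennd1a they were 0.0046 and 0.0646. From DESeq2 they were 5.32e-33 and 4.45e-10 for Dock1, and 1.94e-12 and 0.000372 for Dennd1a. The 12 genes named as downregulated are long: the shortest, Fndc3b, spans 295146 bp and the longest, Cdkal1, 663929 bp. Across all genes tested, the log2 fold change fell with genomic length, with a Spearman coefficient of -0.444 in kidney, -0.557 in liver, -0.325 in lung and -0.320 in spleen, over genes that are not independent replicates.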

**Fig. 2:**
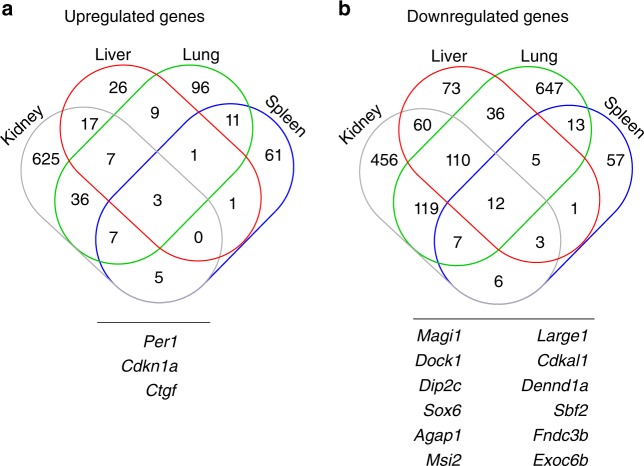
Cisplatin-induced differential gene expression between treated and control groups. Venn diagram shows the numbers of significantly differentially expressed genes across mouse kidney, liver, lung, and spleen four hours after treatment with cisplatin. **a** Three genes are significantly upregulated. **b** Twelve genes are significantly downregulated in all mouse organs

Cisplatin-induced DNA damage causes a variety of cellular responses (e.g., replication arrest, transcription inhibition, cell cycle arrest, DNA repair, and apoptosis) and activates multiple signal transduction pathways^36^. To gain insight into the functions of the differentially expressed genes, we carried out gene ontology (GO) analysis across mouse organs. Results from the GO analysis revealed that a large subset of the differentially expressed genes in kidney, liver, and lung after cisplatin treatment are primarily involved in fundamental cellular processes such as regulation of cell cycle, regulation of localization, metabolic process regulation, cellular response to external and endogenous stimuli, cellular communication and signaling, and subcellular component movement (Supplementary Figure 14). Interestingly, in addition to *Per1* being significantly upregulated across all organs, we found upregulated genes in kidney (*Csnk1e, Atf4, Hnrnpu, Bhlhe40, Ddx5, Nfil3, Id1, Crem, Noct, Impdh2, Mybbp1a, Csnk1d, Sirt1, Bhlhe41*, *Klf10, Cdk5r1, Sik1, Adamts1, Crem, Egr1 and Adrm1*) and lung (*Ddx5, Id1, Fas, Ciart*, *Sirt1, Klf9, Sik1, Adamts1,* and *Fzd4*) were enriched in circadian rhythm and rhythmic process in GO annotation. 

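All 20 genes that the paper names for the circadian rhythm in kidney rose there, with log2 fold changes between 0.80 and 4.13, and 11 of them passed the edgeR threshold. DESeq2 called 12 of 20. With a replicate block, which rests on a pairing by replicate number taken from the labels (correlation within numbers 0.476 in kidney), edgeR called 20 of 20. In lung all 9 named genes rose, with log2 fold changes between 0.78 and 1.53 when the control pair was counted as 1 sample, without a test. With each library counted as a replicate, 7 of 9 passed the edgeR threshold. The enrichment of gene ontology terms was not analysed here.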

We did not find statistically significant enrichment of genes listed under circadian rhythm in GO annotation in liver or spleen. However, in addition to *Per1*, both *Klf10 and Klf9* also demonstrated increased expression in liver, while *Sik1* and *Klf9* exhibited increased expression in spleen. 

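In liver, Klf10 (ENSMUSG00000037465) had a log2 fold change of 1.56 (standard error 0.33, adjusted p = 0.182 from edgeR) and Klf9 (ENSMUSG00000033863) of 1.38 (standard error 0.45, adjusted p = 0.430 from edgeR). Klf10 went from 34.4 and 47.0 CPM to 122 and 110.2 and Klf9 from 91.9 and 166 to 243 and 401, so every treated library lay above every control library for both genes. With the replicate number as a block, a pairing taken from the labels (correlation of replicate differences 0.390 in liver), edgeR gave adjusted p-values of 0.000574 for Klf10 and 0.00401 for Klf9, and DESeq2 without a block gave 0.160 and 0.682. In spleen, Sik1 (ENSMUSG00000024042) had a log2 fold change of 1.09 and Klf9 of 0.98, without a test because the control pair was counted as 1 sample. Counting each library as a replicate gave adjusted p-values from edgeR of 0.0902 for Sik1 and 0.0337 for Klf9. From DESeq2 they were 0.000587 and 2.61e-05. Sik1 rose from 39.3 and 39.8 CPM to 71.1 and 95.7, and Klf9 from 22.4 and 24.3 to 43.8 and 48.2.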

Our results agree with previous findings that cellular DNA damage response is closely linked to circadian clock regulation^21,37^.

To identify biological signaling pathways that are regulated after cisplatin treatment, we further carried out Ingenuity Pathway Analysis (IPA) on significantly up- and downregulated genes (adjusted *t*-test *p*-value less than 0.05 and absolute log fold change >2). 

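The molecules that Supplementary Data 3 lists for the ATM signaling pathway were looked up in the RNA-seq counts. Of the 13 listed for kidney, 9 rose and 4 fell, with a median log2 fold change of 1.45. Of the 5 listed for liver, 3 rose and 2 fell (median 2.18), and of the 5 listed for lung, 2 rose and 3 fell (median -1.47). Those that rose were Cdkn1a in all 3 organs, Gadd45b and Jun in kidney and liver, Gadd45g in kidney and lung, and Atf4, Gadd45a, H2afx, Mdm2 and Nfkbia in kidney. Those that fell in lung, Ccnb1, Ccnb2 and Cdk1, act in the cell cycle. For lung, Supplementary Data 3 gives a z-score of 2.0, so the negative median there does not give the direction of the pathway. The paper's enrichment test gave a negative log10 p of 0.332 in lung, against 2.09 in kidney and 1.44 in liver. The list for spleen holds 1 molecule, Cdkn1a. The enrichment test and its z-score, which rest on a commercial knowledge base, were not analysed here.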

We identified significantly regulated pathways across organs, as reported in Supplementary Data 3, and found that the ATM (ataxia-telangiectasia mutated protein) signaling pathway was among the most significantly upregulated pathways in kidney, liver, and lung. This result is consistent with our finding that p53 signaling-related genes were enriched in kidney, liver, and lung in our GO term analysis (Supplementary Figure 14). In addition, protein kinase A (PKA) signaling, synaptic long-term depression, and cardiac hypertrophy signaling pathways were downregulated across all organs. 

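Of the molecules listed in Supplementary Data 3 for protein kinase A signaling, 32 of 54 fell in kidney (median log2 fold change -1.07), 18 of 20 in liver (-1.88), 32 of 33 in lung (-1.42) and 3 of 4 in spleen (-1.36). For synaptic long-term depression, 19 of 21 fell in kidney (median log2 fold change -1.45), 10 of 10 in liver (-2.02), 17 of 17 in lung (-1.51) and 3 of 4 in spleen (-1.18). For cardiac hypertrophy signaling, 19 of 31 fell in kidney (median log2 fold change -1.10), 7 of 10 in liver (-1.81), 19 of 22 in lung (-1.37) and 3 of 4 in spleen (-1.18). In spleen the paper's enrichment test gave a negative log10 p of 0.551, 1.49 and 1.1 for these pathways in the same order. The same genes recur in these lists: Plcl1 is among those that fell in kidney, lung and spleen in all 3 pathways. The molecules had been listed because they changed, so their direction is described and was not tested.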

The PKA signaling pathway mediates diverse cellular processes, including growth, development, memory, and metabolism. Interestingly, it has been shown that inactivation of PKA signaling results in increased DNA repair and resistance to cisplatin^38^.

### Effect of transcription on damage formation and repair

To study the effect of transcription on cisplatin-induced DNA damage and excision repair, we used our RNA-seq data to segregate genes based on their expression quantiles in the cisplatin-treated group and investigated how DNA damage and excision repair change in the TS and NTS as a function of gene expression (Fig. 3).

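Expression was taken as the mean RPKM of the 2 cisplatin-treated libraries of each organ. The 16502 genes that passed the filters were ranked by it and split into deciles of 1650 genes. Damage-seq and XR-seq reads of each strand were expressed as CPM over the reads on genes, per 1000 GG, averaged between replicates, and the log2 of this value plus 1 was taken. For each organ, assay and strand the Spearman coefficient with expression was then computed across genes. Genes are not independent replicates, so the 16 coefficients are given without p-values, with the values of the single replicates as a measure of their spread. For Damage-seq on the TS the adjustment for GG moved the mean of the coefficient over the 4 organs most, from -0.487 to -0.150 without it, and for XR-seq on the NTS the limit on gene length did, from 0.319 to 0.367 without it.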

**Fig. 3:**
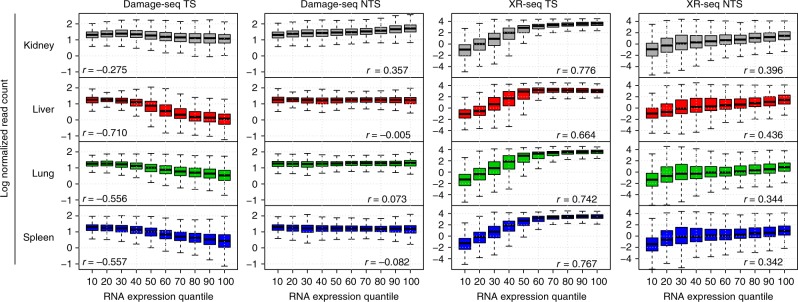
Effect of transcription on cisplatin-induced damage formation and repair. Genes are grouped based on their gene expression quantiles (*x*-axis) in the cisplatin-treated group. Log normalized read counts for DNA damage and repair (*y*-axis) are separated by strands and averaged between replicates. Spearman correlation coefficients are included in each panel. TCR increases with gene expression and removes damage in the TS strand; GR also increases with gene expression, but at a lower rate

Our results show that, on the global scale, the damage level in the NTS was roughly uniform, and is independent of the gene expression level, due to the fact that GR in the NTS only affects a small fraction of the overall accumulated damage. 

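On the NTS of Damage-seq, the Spearman coefficient with expression across 16502 genes was 0.294 in kidney, -0.0125 in liver, 0.0533 in lung and -0.0752 in spleen. The single replicates gave 0.280 and 0.249 in kidney, 0.0199 and -0.0230 in liver, 0.00455 and 0.0982 in lung, and -0.0460 and -0.0665 in spleen. The sign in liver was positive under several alternatives, among them expression as CPM (0.0128), and in spleen without GG adjustment (0.0520). From the lowest to the highest decile of expression, the median log2 value went from 3.26 ± 0.03 (SD, n = 2) to 3.67 ± 0.14 (SD, n = 2) in kidney, from 3.33 ± 0.05 to 3.29 ± 0.03 in liver, from 3.27 ± 0.02 to 3.32 ± 0.07 in lung and from 3.32 ± 0.05 to 3.21 ± 0.05 in spleen. The rise in kidney is larger than the spread between its replicates, and the change in lung is not. In spleen the change from the lowest to the sixth decile, -0.10 ± 0.00226 (SD, n = 2), is also larger than its spread. In kidney the coefficient was 0.193 given the mean expression of each gene in the other 3 organs.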

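On the TS of Damage-seq, the Spearman coefficient with expression across 16502 genes was -0.275 in kidney, -0.670 in liver, -0.504 in lung and -0.499 in spleen. Single replicates gave -0.316 and -0.186 in kidney, -0.642 and -0.595 in liver, -0.457 and -0.436 in lung, and -0.396 and -0.469 in spleen. The median log2 value of the lowest decile of expression was 3.28 ± 0.03 (SD, n = 2) in kidney, 3.33 ± 0.05 in liver, 3.29 ± 0.02 in lung and 3.32 ± 0.04 in spleen. In the highest decile it was 2.96 ± 0.12 (SD, n = 2), 2.01 ± 0.06, 2.45 ± 0.07 and 2.42 ± 0.01 in the same order, a fall larger than the spread between replicates in each organ. The change from the lowest to the sixth decile was -0.15 ± 0.08 in kidney and -0.87 ± 0.01 in liver.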

For the damage level in the TS; however, we found that the remaining damage at 4 h after cisplatin injection decreases as gene expression (or equivalently, transcription-coupled repair) increases and is less than that in the NTS on the global scale (Fig. 3, Supplementary Figure 6). The magnitude of difference between the two depends on the TCR and thus the gene expression. Furthermore, assuming that the proportion of damage repaired by GR is negligible compared to the total induced damage, we have:

3 $$\frac{\mathop {\int }\nolimits{\mathrm{TCR}}_t{{\mathrm d}t}}{\mathop {\sum }\nolimits {\mathrm{Damage}}} \approx 1 - {\mathrm{Damage}}^{{\mathrm{TS}}}/{\mathrm{Damage}}^{{\mathrm{NTS}}}.$$

Our results indicate that liver has the highest repair efficiency by repairing the highest proportion of damage out of the total (Supplementary Figure 15) and that the overall accumulated damage is driven by repair efficiency instead of damage formation.

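Repair efficiency was computed as 1 minus the ratio of TS to NTS Damage-seq reads per GG, as the median over the 1650 genes of the top decile of expression. It was 0.423 ± 0.106 (SD, n = 2) in kidney, 0.650 ± 0.00239 (SD, n = 2) in liver, 0.490 ± 0.00285 (SD, n = 2) in lung and 0.468 ± 0.0192 (SD, n = 2) in spleen. Both liver libraries lay above the 6 others, by 0.190 on average (exact permutation test of 28 splits, two-sided p = 0.0357, the smallest that the design allows). The 2 kidney replicates differed most, with 0.498 and 0.347. In the lowest decile of expression the median lay between -0.0146 and 0.0213 in all 8 libraries. Of the alternatives, the median over all genes moved the difference most, to 0.121 (exact p = 0.0357), with 0.331 in liver against 0.186 in kidney, 0.225 in lung and 0.220 in spleen. When all libraries were thinned to the depth of the smallest, the difference was 0.188. The paper takes 1 minus the TS/NTS ratio of damage as the repaired proportion, under the assumption that GR is negligible, and reads its results as the highest efficiency in liver.

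**Figure D5:**
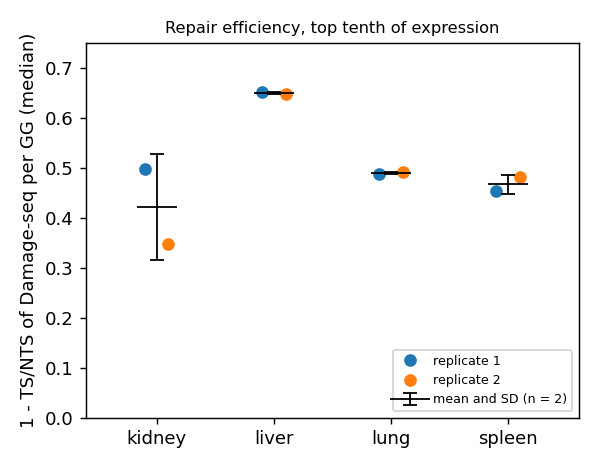
Repair efficiency, 1 minus the TS/NTS ratio of Damage-seq reads per GG (vertical axis, no unit), by organ. Points are the 2 replicates, and bars give their mean and SD. Liver lies at 0.650 and the other organs between 0.423 and 0.490.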

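On the TS of XR-seq, the Spearman coefficient with expression across 16502 genes was 0.737 in kidney, 0.640 in liver, 0.703 in lung and 0.735 in spleen. The median log2 value rose from the lowest to the sixth decile of expression by 4.78 ± 0.43 (SD, n = 2) in kidney, 4.62 ± 0.12 in liver, 4.72 ± 0.02 in lung and 4.79 ± 0.27 in spleen. From the sixth to the highest decile it changed by 0.36 ± 0.15 in kidney, -0.44 ± 0.03 in liver, 0.37 ± 0.01 in lung and 0.22 ± 0.06 in spleen. The first step exceeded the second by 4.6 on average and by between 4.01 and 5.11 in the single libraries (exact sign-flip permutation test, two-sided p = 0.00781, the smallest that 8 libraries allow, and the same after Benjamini-Hochberg adjustment over 3 comparisons). The first step spans more deciles than the second, so a steady rise would also make it larger. The p-value alone thus does not show a plateau. The highest value fell in the ninth decile in kidney (5.51) and lung (5.48), in the eighth in spleen (5.35) and in the sixth in liver (5.13).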

Globally, we find that the excision repair measured by XR-seq in the TS increased with gene expression, but plateaued among highly expressed genes, potentially due to total repair saturation (Fig. 3). 

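On the NTS of XR-seq, the Spearman coefficient across genes was 0.338 in kidney, 0.386 in liver, 0.270 in lung and 0.281 in spleen. The median log2 value rose by 1.46 ± 0.47 (SD, n = 2), 1.17 ± 0.01, 0.81 ± 0.05 and 1.07 ± 0.26 from the lowest to the sixth decile, and by 0.58 ± 0.02, 0.69 ± 0.05, 0.46 ± 0.01 and 0.41 ± 0.04 from the sixth to the highest, in the same order of organs. The first step was larger than the second by 0.59 on average, in all 8 libraries (exact sign-flip permutation test, two-sided p = 0.00781). This excess was 4.01 smaller than on the TS (two-sided p = 0.00781 in the same exact test). Because the first step spans more deciles, a steady rise would also make it the larger one. The test against 0 thus cannot show saturation on the NTS. In the highest decile the NTS value was 2.40 in kidney, 2.42 in liver, 1.67 in lung and 1.75 in spleen, against 5.47, 4.69, 5.46 and 5.26 on the TS. The value rose to the highest decile on the NTS in every organ. The paper explains the rise on the NTS by the open chromatin of active genes.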

For the NTS, we found that there was less repair compared to the TS (Fig. 3, Supplementary Figure 12), and that the repair in the NTS increased at a lower rate by expression without saturation (Fig. 3), which can be explained by the open chromatin nature of the active genes.

### Effect of epigenomic profiles on damage formation and repair

Packaging DNA into nucleosomes or higher order chromatin structure prevents repair machinery from accessing damaged DNA, which can result in differences in DNA-damage repair kinetics^39^. We hypothesize that chromatin structure, in addition to  transcriptional rate, might be the rate-limiting factor for TCR. Recent studies have shown that the efficiency of TCR of UV-induced cyclobutene (CPDs) and (6-4) pyrimidine–pyrimidone photoproducts (repaired by nucleotide excision repair) is closely associated with chromatin states^40^. In order to further investigate the effect of chromatin states, transcription factor binding, and histone modifications on the damage formation and excision repair, we retrieved the publicly available epigenomic profiles for mouse kidney, liver, lung, and spleen from the ENCODE database^17^. Supplementary Table 1 specifies the bed files that we downloaded, which contain genome-wide measurements of average intensities for each chromosomal region for H3K4me1, H3K4me3, H3K27ac, H3K27me3, H3K36me3, and POLR2A markers by ChIP-seq, as well as DNase I hypersensitivity sites by DNase-seq.

As a sanity check, we first investigated the relationship between expression and epigenomic markers in the control samples. We found that H3K27me3 is negatively correlated with the expression, while all other epigenomic profiles are positively correlated, as expected (Supplementary Figure 16). We further inferred the relationship between transcription, DNA damage and repair, and epigenomic profiles by studying the non-induced genes (i.e., genes that do not show differential gene expression after cisplatin treatment) in each organ. Our results show that excision repair in the TS is positively correlated with gene expression, H3K4me3, and DNase I markers across all organs, while the damage in the TS is negatively correlated with the aforementioned epigenetic markers (Supplementary Figure 17). 

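The Spearman coefficients with expression across genes were recomputed over the genes that did not respond to cisplatin. In kidney, over 16036 genes, the coefficient was 0.737 for XR-seq on the TS and -0.274 for Damage-seq on the TS. Over 14605 genes in lung it was 0.665 and -0.496, and over 15247 genes in spleen 0.720 and -0.5. In liver 0 genes passed the edgeR test, with 1287 at an unadjusted p-value under 0.05, so all 16502 genes were kept, with coefficients of 0.640 and -0.670. For Damage-seq on the NTS the coefficients were 0.288 in kidney, -0.0125 in liver, 0.0636 in lung and -0.0704 in spleen. The histone and DNase I profiles were not analysed here.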

We did not observe significant correlations, in the same directions across all organs, between the damage level in the NTS and the epigenetic markers. This further supports the fact that damage is relatively uniformly distributed along the genome (Supplementary Figure 17).

To compare across different organs, we first identified organ-specific gene expression using RNA-seq data for both cisplatin-treated and control samples. For simplicity and without loss of generality, we focus on comparing liver against the other organs from this point on. Specifically, we carry out pairwise differential expression analysis using DESeq2, which compares liver with each of the other organs. 

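Liver was compared with each other organ over control and cisplatin RNA-seq samples together, with the same edgeR test and threshold as for the treatment and with the lung and spleen control pairs counted once. Against kidney, 2537 of 15128 genes were higher and 3435 lower in liver. Against lung, 3605 of 16477 genes were higher and 5462 lower, and against spleen 4322 of 16095 were higher and 5205 lower. Among the genes that passed the filters, 1384 were higher in liver in all 3 comparisons and 1038 lower. The fold-change threshold moved these numbers most: with a log2 fold change of 2 in place of 0.4, 544 genes were higher and 245 lower. DESeq2 gave 1232 and 899.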

The intersection of the significant genes from the pairwise comparisons is shown in Supplementary Figure 18. For the genes that are significantly highly and lowly expressed in liver compared to the other organs, we further investigated their organ-specific DNA damage, excision repair, and epigenomic profiles (Fig. 4).

**Fig. 4:**
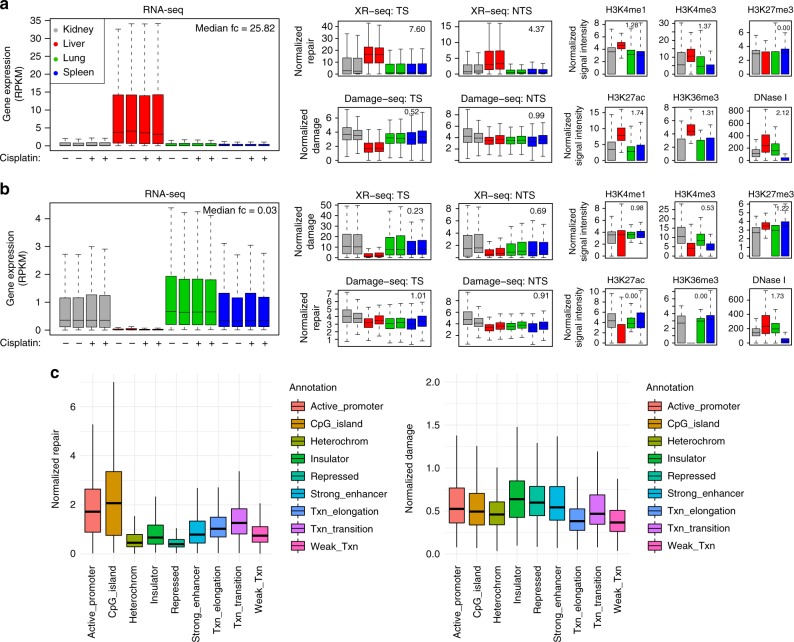
Association of DNA damage and repair with gene expression and chromatin states. **a** A total of 602 genes that are highly expressed in liver show higher transcription-coupled repair (in TS) and global repair (in NTS). Expression levels for these genes are also correlated with ChIP-seq signals for histone modification markers (H3K4me1, H3K4me3, H3K27ac, and H3K36me3). **b** A total of 414 genes that are lowly expressed in liver have lower repair and are characterized by H3K27me3, a marker for gene inactivation. Chromatin accessibility (DNase I hypersensitivity site) is higher for both groups of genes in **a** and **b**, indicating a role of chromatin states in transcriptional regulation. Median fold change (fc) between liver and the other organs across all significant genes is included on the upper right corner within each panel. **c** Whole-genome analysis results of DNA damage and repair in liver, with different genomic annotations. Analysis of repair (left) and damage (right) levels across nine genomic annotations for mouse liver reveals uniform distribution of damage but higher repair in active promotor, CpG island (enriched at transcription start sites), transcription elongation and transition regions in genome

Specifically, for the 602 genes that are highly expressed in liver (Fig. 4a), we found that TCR is higher in liver, reflected by higher excision repair in the TS. 

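The 1384 genes high in liver had a median fold change of 4.08 in RNA-seq between liver and the mean of the other organs. Their XR-seq reads per GG on the TS were 1.59 times those of the other organs (median over genes; exact permutation test of the 2 liver libraries against the 6 others, two-sided p = 0.0357, the smallest that 28 splits allow). The median log2 value was 4.67 ± 0.01 (SD, n = 2) in liver, 4.34 ± 0.05 (SD, n = 2) in kidney, 3.73 ± 0.04 (SD, n = 2) in lung and 3.73 ± 0.02 (SD, n = 2) in spleen. In all, 8 comparisons of this kind were made, for 2 gene sets, 2 assays and 2 strands, and after Benjamini-Hochberg adjustment the p-value was 0.0714. The fold change grew with the threshold that defined the set: it was 2.92 for the 878 genes past a log2 fold change of 1 and 5.32 for the 544 genes past 2.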

GR is also higher in liver compared to other organs, possibly due to a greater number of active genes with open chromatin regions, as indicated by the epigenomic markers (Fig. 4a). 

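On the NTS, the XR-seq reads per GG of the 1384 genes high in liver were 1.74 times those of the other organs (exact permutation test, two-sided p = 0.0357, adjusted p = 0.0714 over 8 comparisons). As median log2 values these were 2.48 ± 0.08 (SD, n = 2) in liver, 1.61 ± 0.07 (SD, n = 2) in kidney, 0.95 ± 0.05 (SD, n = 2) in lung and 1.02 ± 0.00073 (SD, n = 2) in spleen. For the 544 genes past a log2 fold change of 2 it was 2.30 times.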

Notably, TCR removes DNA adducts at a much higher rate than GR, resulting in a lower amount of damage in the TS, while the overall accumulated damage in the NTS doesn’t differ between organs (Fig. 4a). 

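Damage-seq reads per GG of the 1384 genes high in liver were 0.571 times those of the other organs on the TS (exact permutation test, two-sided p = 0.0357, adjusted p = 0.0714 over 8 comparisons). Scaled by all sequenced reads instead of the reads on genes, this was 0.718 times, with an exact p of 0.214. On the NTS they were 0.983 times those of the other organs (exact permutation test, two-sided p = 0.964), and 1.03 times with median-of-ratios size factors. The median log2 value on the TS was 2.24 ± 0.08 (SD, n = 2) in liver, 3.17 ± 0.02 (SD, n = 2) in kidney, 3.00 ± 0.01 (SD, n = 2) in lung and 2.99 ± 0.05 (SD, n = 2) in spleen, and on the NTS 3.33 ± 0.03, 3.47 ± 0.11, 3.27 ± 0.02 and 3.23 ± 0.05 in the same order. The paper attributes the lower damage on the TS to a higher rate of removal by TCR than by GR.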

For the 414 genes that are lowly expressed in liver (Fig. 4b), we observed low repair in TS and NTS in liver and no significant difference in the remaining damage level across different organs (Fig. 4b). 

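The 1038 genes low in liver had a median fold change of 0.0511 in RNA-seq. Their XR-seq reads per GG in liver were 0.406 times those of the other organs on the TS (exact permutation test, two-sided p = 0.0357, adjusted p = 0.0714 over 8 comparisons) and 0.832 times on the NTS (exact p = 0.0714, adjusted p = 0.114). Damage-seq reads per GG were 1.00 times those of the other organs on the TS (exact p = 0.714) and 0.943 times on the NTS (exact p = 0.536). The median log2 value of XR-seq on the TS was 2.33 ± 0.11 (SD, n = 2) in liver, 4.28 ± 0.06 (SD, n = 2) in kidney, 4.08 ± 0.01 (SD, n = 2) in lung and 3.85 ± 0.0028 (SD, n = 2) in spleen. On the NTS it was 0.98 ± 0.13 (SD, n = 2) in liver, 1.68 ± 0.06 (SD, n = 2) in kidney, 1.22 ± 0.05 (SD, n = 2) in lung and 1.22 ± 0.04 (SD, n = 2) in spleen, so liver lay below lung and spleen by more than 1 SD of its replicates.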

H3K4me1, H3K4me3, H3K27ac, and H3K36me3 are markers of gene activation^17,41^ and are correlated with high excision repair (Fig. 4a). On the other hand, H3K27me3, a marker of inactive genes^41^, is higher for genes with lower expression and excision repair (Fig. 4b). DNase I hypersensitivity, which marks the regions of open chromatin^17^, is higher for both highly and weakly expressed genes (Fig. 4a, b).

So far, we have focused on gene-specific measurements of gene expression, DNA damage, excision repair, and chromatin states. We further carried out genome-wide analysis of DNA damage and repair, with association of different chromatin states. The chromatin states, shown in Fig. 4c, are derived from histone modifications and genomic sequence elements, with functional roles inferred of each state^42^. We found that, similar to previous results^18^, DNA repair is higher in active chromatin states such as active promoters and CpG islands, the latter of which are enriched at transcription start sites (Fig. 4c). The distribution of the damage, on the other hand, with some minor differences, is rather uniform (Fig. 4c). The differences in damage frequency that we observe can potentially be attributed to differences in DNA repair and number of GG dinucleotides.

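Per1 (ENSMUSG00000020893) lies on the plus strand of chromosome 11 of GRCm38 from 69095217 to 69109960 and spans 14744 bp. Its TS holds 1493 GG dinucleotides and its NTS 1331. Its RPKM was 2.18 and 5.37 in the kidney control replicates and 19.4 and 18.6 after cisplatin, 0.972 and 1.37 against 9.36 and 4.54 in liver, 8.63 and 7.62 against 24.5 and 20.9 in lung, and 5.39 and 5.14 against 9.12 and 11.8 in spleen. Every treated library lay above every control library of its organ.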

Finally, as an example, we focused on chromosome 11, which carries the *Per1* gene that is upregulated across all organs after cisplatin treatment (Fig. 5). As apparent from the high-resolution data that Pt-d(GpG) damage distribution on NTS was uniform among the different organs. In contrast, the repair efficiency on the TS is associated with TCR (shown as strong XR-seq signal on TS), and results in less Pt-d(GpG) damage on the TS. 

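On the NTS of Per1, Damage-seq counted between 16 reads (spleen replicate 1) and 250 reads (kidney replicate 2). In CPM over the reads on genes this was 38.9 ± 6.69 (SD, n = 2) in kidney, 16.4 ± 1.14 (SD, n = 2) in liver, 17.5 ± 2.41 (SD, n = 2) in lung and 13.0 ± 3.99 (SD, n = 2) in spleen. Kidney, the highest organ, was 2.99 times spleen, the lowest, a difference larger than the spread between replicates, whereas liver, lung and spleen lay within the spread of their replicates. Scaled by all sequenced reads, kidney was 6.91 times spleen. The 16 and 35 reads of the spleen replicates limit the precision of its value.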

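The share of Per1 Damage-seq reads on the TS was 32.5 ± 0.609% (SD, n = 2) in kidney, 21.8 ± 5.82% (SD, n = 2) in liver, 18.5 ± 7.27% (SD, n = 2) in lung and 50.6 ± 8.71% (SD, n = 2) in spleen. For single libraries it lay between 13.4% (lung replicate 1, 13 of the reads on the TS, 95% Wilson interval 8.00 to 21.6%) and 56.8% (spleen replicate 1, 95% Wilson interval 40.9 to 71.3%). The TS held less damage per GG than the NTS in 7 of 8 libraries, with a mean log2 ratio of -1.42 (exact sign-flip permutation test, two-sided p = 0.0156). In spleen a difference between strands was not detectable at this depth. In XR-seq the TS held between 88.3% and 97.2% of the reads, with a mean log2 ratio of 3.80 and a higher value on the TS in 8 of 8 libraries (two-sided p = 0.00781 in the same exact test, 0.0156 after Benjamini-Hochberg adjustment over both assays). The paper associates repair on the TS with TCR and describes less damage there as its result.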

For repair, the region with high levels of initial repair and low levels of damage on the TS exhibited H3K4me3 or DNase I sensitivity (Fig. 5). 

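Relative NTS damage over 20738 genes was 1.44 ± 0.115 (SD, n = 2) in kidney and between 0.576 and 1.17 in the other organs when each library was scaled by all its sequenced reads. For the 1384 genes high in liver, where the library size was the reads on genes, the median log2 value of Damage-seq on the NTS was 3.47 ± 0.11 (SD, n = 2) in kidney against 3.33 ± 0.03 in liver, 3.27 ± 0.02 in lung and 3.23 ± 0.05 in spleen. For the 1038 genes low in liver it was 3.49 ± 0.12 in kidney and between 3.27 and 3.31 in the other organs, so that kidney lay above them by more than 1 SD in both sets.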

Note that the damage level is affected by the cisplatin delivery efficiency (Supplementary Figure 7) and thus kidney has a slightly higher damage level, shown in Fig. 4. 

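The share TS/(TS+NTS) of Damage-seq in the 1384 genes high in liver was 0.296 ± 0.00063 (SD, n = 2) in liver and between 0.447 and 0.455 in the other organs, a difference of -0.155 (exact permutation test, two-sided p = 0.0357, adjusted p = 0.0476 over 4 comparisons). In the 1038 genes low in liver it was 0.482 ± 0.00107 (SD, n = 2) in liver and between 0.454 and 0.465 elsewhere, a difference of 0.0217 (exact p = 0.0357, adjusted p = 0.0476). The share of XR-seq in the genes high in liver was 0.833 ± 0.0107 (SD, n = 2) in liver against 0.869 in kidney, 0.899 in lung and 0.903 in spleen, a difference of -0.0577 (exact p = 0.0714, adjusted p = 0.0714). For the 544 genes past a log2 fold change of 2 this difference was 0.0675. In the genes low in liver the share of XR-seq was 0.769 ± 0.00185 (SD, n = 2) in liver and between 0.883 and 0.911 elsewhere, a difference of -0.132 (exact p = 0.0357, adjusted p = 0.0476).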

We further normalize the XR-seq and Damage-seq data by taking the ratio, TS/(TS+NTS), and obtain the same results (Supplementary Figure 19). Altogether, our data reveal that transcriptomic and epigenomic profiles are associated with excision repair and can thus recapitulate the genome-wide damage and repair profiles.

**Fig. 5:**
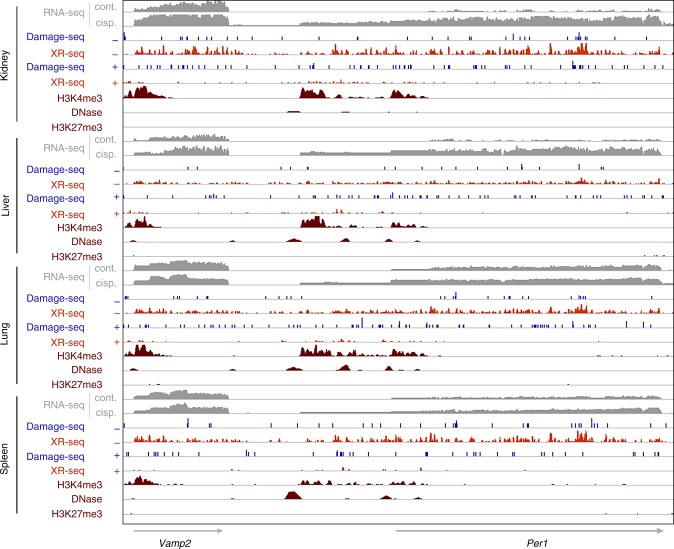
DNA damage, repair, gene expression, and epigenomic markers for *Per1*. *Per1* is significantly upregulated after cisplatin treatment across all four organs. Damage-seq and XR-seq data are shown for both strands. Pt-d(GpG) damage (Damage-seq) and repair (XR-seq) distribution on the TS and NTS are shown with − and +, respectively. Epigenetic data from ChIP-seq of H3K4me3 and H3K27me3, as well as DNase-seq, are plotted at the bottom of each organ section. We show that the transcriptional and epigenomic profiles of *Per1* and neighboring region across all four organs recapitulate the differences in DNA damage and repair between the TS and NTS

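For Per1, the log2 fold change was 2.35 in kidney (standard error 0.44, adjusted p = 0.0436 from edgeR) and 2.49 in liver (standard error 0.41, adjusted p = 0.0968 from edgeR). In lung and spleen, where the control pair was counted as 1 sample, it was 1.52 and 1.03 without a test. Counting each library as a replicate, edgeR gave adjusted p-values of 0.0036 in lung and 0.0894 in spleen. With a block by replicate number, a pairing taken from the labels (correlation of replicate differences 0.390 in liver), the adjusted p-value in liver was 2.27e-06 from edgeR.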

## Discussion

Understanding the details of how cisplatin and other platinum compounds activate cellular DNA damage responses and repair signaling transduction will help us develop new strategies to improve chemotherapeutic efficiency. Among the different DNA damage response pathways, nucleotide excision repair pathway constitutes the main mechanism to detect and repair cisplatin-induced DNA adducts^6^. Although the machineries and regulatory mechanisms of nucleotide excision repair are relatively well-known^7,43,44^, the effect of transcriptomic and epigenomic profiles on DNA damage and repair in a tissue-specific manner is at early stage of investigation.

We have recently developed high-throughput sequencing methods to assay genome-wide DNA damage formation and its repair with single-nucleotide resolution, namely, Damage-seq and XR-seq. Damage-seq has been successfully applied to measure cisplatin- and ultraviolet-induced DNA damage in cultured human cell lines^15,18^; XR-seq has been successfully adapted to assay genome-wide excision repair in bacteria, plant, yeast, mouse, and human^18,25–27^. To our best knowledge, this is the first study that quantifies cisplatin-induced DNA damage and repair across mouse organs between cases and controls on the genome-wide scale. We further combined Damage-seq and XR-seq with RNA-seq and created a comprehensive “omics” resource of DNA damage, repair, and gene expression across mouse organs. It is noteworthy that the inherent heterogeneity of tissue samples from mouse kidney, liver, lung, and spleen makes our measurements potentially biased as attenuated means across different cell types. Cell-type-specific DNA damage and repair within an organ are hard to assay. This is due to the technical and technological limitation in identifying constituent cell types in a heterogeneous tissue and gaining enough cell-type-specific excision oligos before they get degraded. As such, in this study we have resorted to “bulk” RNA-seq, XR-seq, and Damage-seq, while to develop high-throughput single-cell assay of DNA damage and repair is one of the future directions for this study and can be of great impact.

Our data show that cisplatin-induced DNA damage and repair patterns are associated with multiple factors, including transcription and chromatin states. Genome-wide Damage-seq and XR-seq data reveal that the damage formation is globally uniform and that the overall accumulated damage effect is driven by not damage formation but repair efficiency (Fig. 3). This finding is consistent with our previous high-resolution study that mapped cisplatin damage in cultured mammalian cells^18^. In addition, our data showed that the rate of excision repair on the TS and NTS of active genes is positively correlated with gene expression—the repair in the TS and NTS increases with gene expression and plateaus in the TS among the highly expressed genes (Fig. 3). Our data also suggest that cellular transcription process also stimulates repair of damage in the NTS due to the fact that transcription is associated with open chromatin conformation and hence increased accessibility to the repair machinery (Figs. 3 and 4). These findings are consistent with earlier results obtained using a primer extension technique in *S. cerevisiae*^45^, and results from high-resolution repair maps of UV-induced DNA damages (6-4-photoproducts and CPD) in cultured human cells^16^.

It is well documented that the acquisition of cisplatin resistance in cancer cells is a complicated process, where increased damage repair efficiency, reduced drug uptake, and increased drug efflux may potentially play a role. Our results show that spleen has the lowest amount of accumulated DNA damage induced by cisplatin (Supplementary Figure 7). GO enrichment analysis indicates that most of the downregulated genes in spleen belong to cell membrane organization, membrane invagination, cellular response to metal ion, and ferric iron transport by GO annotations. Previous studies have shown that deletion of *Ctr1* (copper transporter) in both yeast and mouse cells causes a decrease in intracellular cisplatin levels, suggesting a connection between cellular copper and cisplatin transport^46^. 

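Atp7b (ENSMUSG00000006567, chromosome 8 of GRCm38 from 21992785 to 22060305) had a log2 fold change of -2.14 in spleen and Steap3 (ENSMUSG00000026389, chromosome 1 from 120190757 to 120272705) of -1.43, both without a test because the spleen control pair was counted as 1 sample. With each library counted as a replicate, the adjusted p-value of Atp7b was 0.0864 from edgeR and 4.63e-05 from DESeq2, and that of Steap3 was 0.144 from edgeR and 0.00219 from DESeq2. A block by replicate number, a pairing taken from the labels (correlation of replicate differences 0.331 in spleen), gave 0.0454 for Atp7b and 0.0417 for Steap3 from edgeR. Steap3 fell from 17.5 and 17.6 CPM in the control replicates to 7.69 and 5.05 after cisplatin. In the other organs the log2 fold change of Atp7b was -0.90 in kidney, -1.24 in liver and 0.72 in lung, and that of Steap3 -0.78, -0.92 and -0.46 in the same order.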

We found that *Atp7b* and *Steap3*, two genes that play a role in iron and copper homeostasis, were downregulated in response to cisplatin treatment in spleen. ATP7B is a copper-transporting P-type ATPase, which is associated with cisplatin transport across the plasma membrane and across the cell^47^. Overexpression of ATP7B is associated with resistance of various cancer cells to platinum drugs by increasing drug efflux^1,48^. 

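In spleen, Atp7b had 3.96 and 4.58 CPM in the control replicates and 1.18 and 0.806 after cisplatin, a decrease of 4.42-fold with the control pair counted as 1 sample. Both treated libraries lay below both control libraries. With replicate 1 or replicate 2 left out, the log2 fold change was -2.49 and -1.74.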

We found that *Atp7b* expression is decreased (four fold) in spleen after being treated with cisplatin, although the exact mechanism, by which *Atp7b* is downregulated in spleen, is not clear.

In addition to nuclear DNA damage, the cellular mitochondrial DNA is also a target of cisplatin, suggesting that mitochondrial DNA damage may contribute towards cisplatin-induced cell death. Furthermore, it has been reported that the cisplatin analogue oxaliplatin relies on a different mechanism—ribosome biogenesis stress—to kill cancer cells, suggesting that a different mechanism exists in addition to DNA-damage response to induce cell death between platinum-like chemotherapeutic drugs^49^. Given this aspect, studying the mechanisms behind the coordination of nuclear and mitochondrial DNA damage and repair may be of future interest by means of improving drug efficacy while reducing side effects to normal tissues.

Here, we present a comprehensive genome-wide study of DNA damage and excision repair across four mouse organs and investigate their associations with transcription and chromatin states, which serves as resource for researchers interested in DNA damage and repair in mouse models. This framework can be readily applied to other studies with a focus on chemical perturbations, drug resistance, and optimization of cancer chemotherapy regimens.

## Methods

### Animal experiments

Six or seven-month-old wild-type (C57BL/6J) female mice weighing 25–28 g were purchased from the Jackson Laboratory (Bar Harbor, ME). Without further indications, mice were maintained under a 12-h light/12-h dark regimen. All animal care and handling were performed according to the NIH and the University of North Carolina School of Medicine (Institutional Animal Care and Use Committee) rules for animal protection. Unless otherwise noted, all mice were treated with drug at ZT1 (8 am) and killed at ZT5 (12 pm). A single non-lethal dose of clinical cisplatin (1 mg/ml or 3.3 mM/L, by Fresenius Kabi) was administered by intraperitoneal injection at 10 mg cis-DDP/Kg body weight. We chose 10 mg/Kg dose to ensure sufficient Pt-DNA adducts formation for detecting genome-wide damage and repair by Damage-seq and XR-seq methods. This dose has been routinely used in studies with the mouse strain C57BL/6J and is shown to be well tolerated by the strain^50^. We followed this common practice and in agreement with previous studies, we observed no morbidity or mortality for the duration of our experiment and for at least 10 days following the administration of the cisplatin. An identical volume of saline solution (154 mM) was administered by intraperitoneal injection to control group mice.

### Assay of gene expression by RNA-seq

Total RNA was extracted from mouse kidney, liver, lung, and spleen using TRIzol RNA extraction (Thermo Fisher Scientific). After phase separation, RNA was purified using the PureLink RNA Mini Kit (Thermo Fisher Scientific). Purified total RNA sample was treated with DNase I (TURBO DNA-*free*^TM^ kit, Ambion Inc.) to remove traces of DNA. RNA libraries were prepared using the NEBNext Ultra RNA library prep kit (Illumina) according to the manufacturer’s instructions. In brief, total RNA starting with 1 μg was poly-A selected, fragmented by random priming and then converted to cDNA using ProtoScript II reverse transcriptase. The cDNA was then end-repaired, adenylated and ligated with Illumina sequencing adaptors. Libraries from all samples were pooled and sequenced using an Illumina HiSeq 4000 with 50-bp pair-end read.

### Assay of DNA damage by Damage-seq and immuno-slot blot

In Damage-seq assay^15^, genomic DNA was extracted using PurLink Genomic DNA kit (Thermo). Ultrasonic fragmented genomic DNAs were purified using an equal volume of HighPrep PCR beads (MagBio). Purified DNA (~1 µg) was used for End-repair and dA-tailing and adaptor ligation (NEBNext Ultra II DNA Library Prep Kit) following manufacturer’s instructions. Following IP (immunoprecipitation) with 0.4 µg anti-cisplatin antibody (ab 103261, Abcam), the DNA was primer extended in the presence of 30 pmol Bio3U (biotin elongation primer, 5′-bio-AGAGTG/dU/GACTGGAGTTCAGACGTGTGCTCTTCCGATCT-3′) using NEBNext Q5 Hot Start HiFi PCR Master Mix. After undamaged DNA strands were captured by 20 pmol (2 µL) of SH oligo (SH, Subtractive hybridization, 5′-bio-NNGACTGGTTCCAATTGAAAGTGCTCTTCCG-SpC-3′), DNAs were purified using phenol-chloroform extraction and ethanol precipitation. The DNA was then ligated to a second adaptor ligation using T4 DNA ligase HC (Thermo) at 16 °C overnight. After quality check, the DNA samples were purified with HighPrep PCR beads, and ligated DNAs were PCR amplified by NEBNext Ultra II PCR Master Mix with NEBNext Multiplex Oligos for Illumina (New England Biolabs). The PCR libraries were purified with HighPrep PCR beads. Libraries from all samples were pooled and sequenced using an Illumina HiSeq 4000 with 50-bp single-end read.

For the immuno-slot blot assay, a total of 200 ng genomic DNA was spotted onto a PVDF membrane (Immun-Blot LF, Bio-Rad Laboratories Inc.) using a transfer device (Bio-Dot SF, 160BR 08600, Bio-Rad Laboratories Inc.). After blocking in 5% skim milk, the membrane was incubated with cisplatin antibody (1:2000 dilution in 5% milk) overnight at 4 °C. The membrane was washed three times with 1X TBST (0.2% Tween 20), then incubated with secondary (1:5000, anti-rat HRP, GE Health Care, NA 935V) antibody for 1 h at room temperature. After washing the membrane, signals were detected with Clarity Western ECL chemiluminescent reagent (Bio-Rad Laboratories Inc.). In order to visualize the total DNA signal from each individual spot as an internal control, the membrane was washed three times with 1X TBST, and incubated with anti-DNA antibody (1:10,000, anti-DNA antibody, MAB 3034, Millipore Sigma) overnight at 4 °C. The membrane was washed three times, then incubated with secondary antibody (1:5000, anti-mouse HRP, GE Health Care, NA 931V) for 1 h at room temperature, then the same washing and signal detection steps were repeated.

### Assay of DNA excision repair by XR-seq

In XR-seq assay^18^, 4 h after treatment of mice with cisplatin, the mice were killed by carbon dioxide exposure, the kidneys, liver, lung, and spleen were removed and washed extensively with cold phosphate buffered saline (PBS), and then homogenized in 5 ml ice-cold PBS until the plunger moved freely (around 15–20 strokes based on the source of tissue) using Telfon homogenizer. The homogenized tissues were transferred into 50 ml tubes and washed three times with ice-cold PBS at 2500 rpm for 4 min. After last wash, the cell pellets were resuspended in 5 ml ice-cold buffer A (25 mM HEPES, pH 7.9, 100 mM KCI, 12 mM MgCl_2_, 0.5 mM EDTA, 2 mM DTT, 12.5% glycerol and 0.5% NP-40) and incubate on ice for 10 min. Then, cells were lysed by an ice-cold Dounce homogenizer with 70 strokes using tight plunger. The chromatin fraction was then pelleted by centrifugation for 30 min at 14,000 rpm at 4 °C in a 1.7 ml microcentrifuge tubes. The pelleted chromatin fragment was kept at −20 °C for further DNA extraction and damage-seq library preparation. The supernatants containing low molecular DNA-protein fragments (excision products) were immunoprecipitated with anti-TFIIH (p89 antibody (G-10, sc-271500, and p62 antibody (H-10, sc-25329), Santa-Cruz Biotechnology), and ligated to adaptors on the both ends. After a second immunoprecipitation with 2.5 μg cisplatin-specific antibody, the Pt-DNA adducts were reversed by incubating in NaCN (200 mM) overnight at 65 °C. Then the damage-free DNAs were amplified by PCR to get XR-seq libraries and sequenced using an Illumina HiSeq 4000 with 50-bp single-end read.

### ENCODE data

Epigenomic data across four mouse organs were downloaded from the ENCODE portal as bed files and visualized using the UCSC browser (Supplementary Table 1). All of the ENCODE data were generated from mice without cisplatin treatment, which enabled us to study DNA damage and repair within the context of pre-existing epigenomic profiles. While the effect of cisplatin treatment on epigenomic profiles would be of interest, here we focused on the genes that do not show significant up- or down-regulation after cisplatin treatment across all organs tested. In addition, most of the ENCODE data were generated using 8-week-old young adult mice (Supplementary Table 1).

### Bioinformatic processing for Damage-seq, XR-seq, and RNA-seq

For Damage-seq, cutadapt^51^ was used to remove reads adaptor sequence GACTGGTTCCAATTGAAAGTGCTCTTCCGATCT at the 5′-end, which are from the undamaged strands^15^. For XR-seq, cutadapt^51^ was used to trim reads with adaptor sequence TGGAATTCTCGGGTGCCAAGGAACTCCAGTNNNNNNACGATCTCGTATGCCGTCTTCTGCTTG at the 3′-end and discard untrimmed reads^16^. For both Damage-seq and XR-seq, BWA^52^ was used for read alignment, and Picard tools (http://broadinstitute.github.io/picard/) was used for filtering, sorting, deduplication, and indexing. Post-alignment filtering steps were adopted using Rsamtools (http://bioconductor.org/packages/Rsamtools/) for XR-seq and Damage-seq, respectively. For XR-seq, we only keep reads that (i) have mapping quality >20, (ii) are of length 21–31 bp, and (iii) have Pt-d(GpG) dinucleotide sequence 5–8 bp upstream from the 3′-end of the reads. For Damage-seq, we only kept reads that (i) had mapping quality >20, (ii) had Pt-d(GpG) dinucleotide sequence 1–2 bp upstream from the 5′-end of the reads. Reads from the TS and NTS strands were separated using known gene annotations for mm10 by ENSEMBL.

For RNA-seq, reads were aligned using STAR^53^, followed by a filtering step to remove: (i) reads with mapping quality less than 20, (ii) read pairs with unexpected orientations and >500 Kb mapping distance between the read pair, and (iii) reads that were mapped to >10 positions in the genome. Read counts for each gene were obtained using FeatureCounts^54^, followed by DESeq2^31^ for differential expression analysis, with a threshold of 0.4 on log fold change and a false discovery rate cutoff of 0.05. Gene ontology analysis was performed using http://geneontology.org, with a false discovery rate cutoff of 0.05. GO enrichment results were further processed with REViGO^55^ and visualized by Cytoscape^56^, as shown in Supplementary Figure 14.

### Quality control and data normalization

We use RPKM for within-sample normalization for the RNA-seq data and adjust for sample-specific sequencing depth and gene-specific number of GG dinucleotides for XR-seq and Damage-seq. For DESeq2 differential expression analysis, we use all genes as input to the software. To investigate the relationship between gene expression, chromatin states and DNA damage and repair, we adopted a stringent quality control (QC) procedure and only retained genes that: (i) had at least one sample with expression; (ii) had matched gene ID across all sequencing platforms; (iii) had at least ten GG dinucleotides in the TS or the NTS; (iv) were less than 100 Kb; and (v) have at least 20 reads in total across samples for RNA-seq, Damage-seq, and XR-seq, respectively. Batch effect was adjusted using ComBat^30^ with batch as a known covariate.

For data normalization, we also took the ratio of the reads from the TS and the NTS, TS/(TS+NTS), to remove biases and artifacts that are shared between the two DNA stands (i.e., library size, number of di-guanines/gene length, cisplatin delivery efficiency (Supplementary Figure 7)), as well as other gene-specific biases, such as sequencing bias and antibody pull-down efficiency, etc. The ratio is bound between 0 and 1 and sheds light upon how TCR and GR interplay.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this Article.

## Supplementary Information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession number GSE117167). All code used in this paper is available at https://github.com/yuchaojiang/damage_repair. All other relevant data are available from the corresponding authors on request.

# Supplementary material for: Differential damage and repair of DNA-adducts induced by anti-cancer drug cisplatin across mouse organs
**Source:** Nat Commun. 2019 Jan 18;10:309. doi: 10.1038/s41467-019-08290-2
**Supplement:** Supplementary file 1 — Supplementary Information

# **Differential damage and repair of DNA adducts introduced by anti-cancer drug cisplatin across mouse organs**

Yimit *et al.*

## Table of Contents

|                              |    |
|------------------------------|----|
| Supplementary Figure 1.....  | 3  |
| Supplementary Figure 2.....  | 4  |
| Supplementary Figure 3.....  | 5  |
| Supplementary Figure 4.....  | 6  |
| Supplementary Figure 5.....  | 7  |
| Supplementary Figure 6.....  | 8  |
| Supplementary Figure 7.....  | 9  |
| Supplementary Figure 8.....  | 10 |
| Supplementary Figure 9.....  | 11 |
| Supplementary Figure 10..... | 12 |
| Supplementary Figure 11..... | 13 |
| Supplementary Figure 12..... | 14 |
| Supplementary Figure 13..... | 15 |
| Supplementary Figure 14..... | 17 |
| Supplementary Figure 15..... | 18 |
| Supplementary Figure 16..... | 22 |
| Supplementary Figure 17..... | 26 |
| Supplementary Figure 18..... | 27 |
| Supplementary Figure 19..... | 28 |
| Supplementary Table 1.....   | 29 |

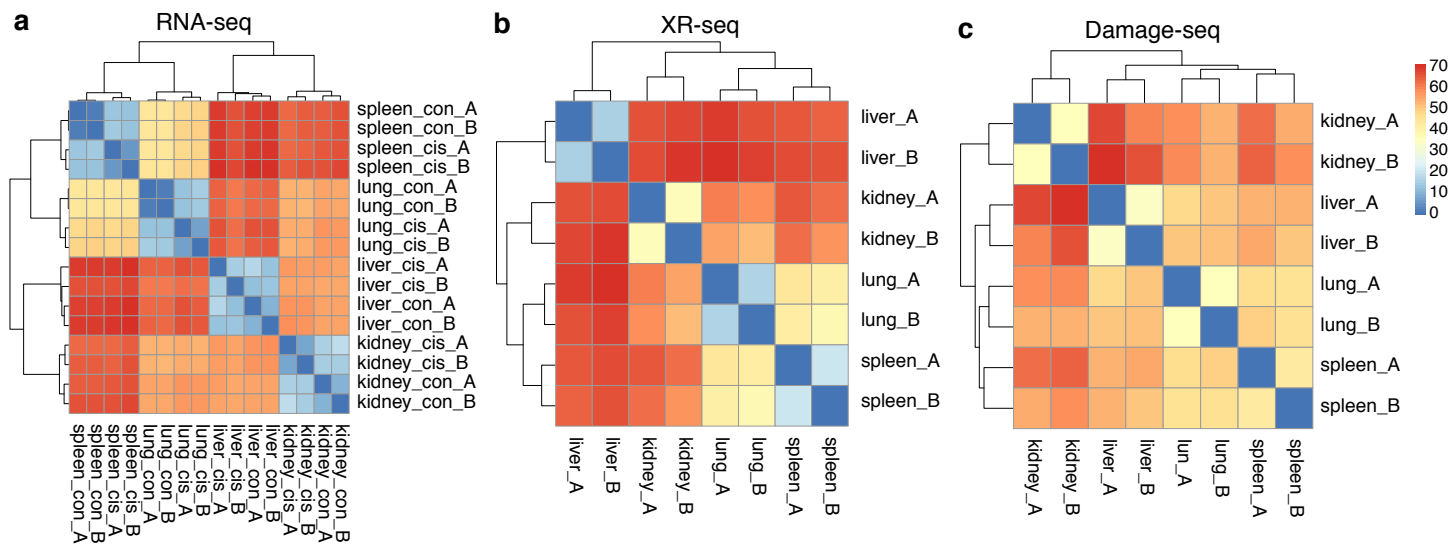

**Supplementary Figure 1. Hierarchical clustering of gene expression, excision repair, and damage.** Pairwise Euclidean distance is calculated between each sample-pair using the normalized read counts, followed by hierarchical clustering. Samples from the same organ clustered together. **a** Indicating tissue-specific transcription. **b** Indicating tissue-specific excision repair. **c** Indicating tissue-specific damage. For RNA-seq, controls and cases form sub-clusters within each organ.

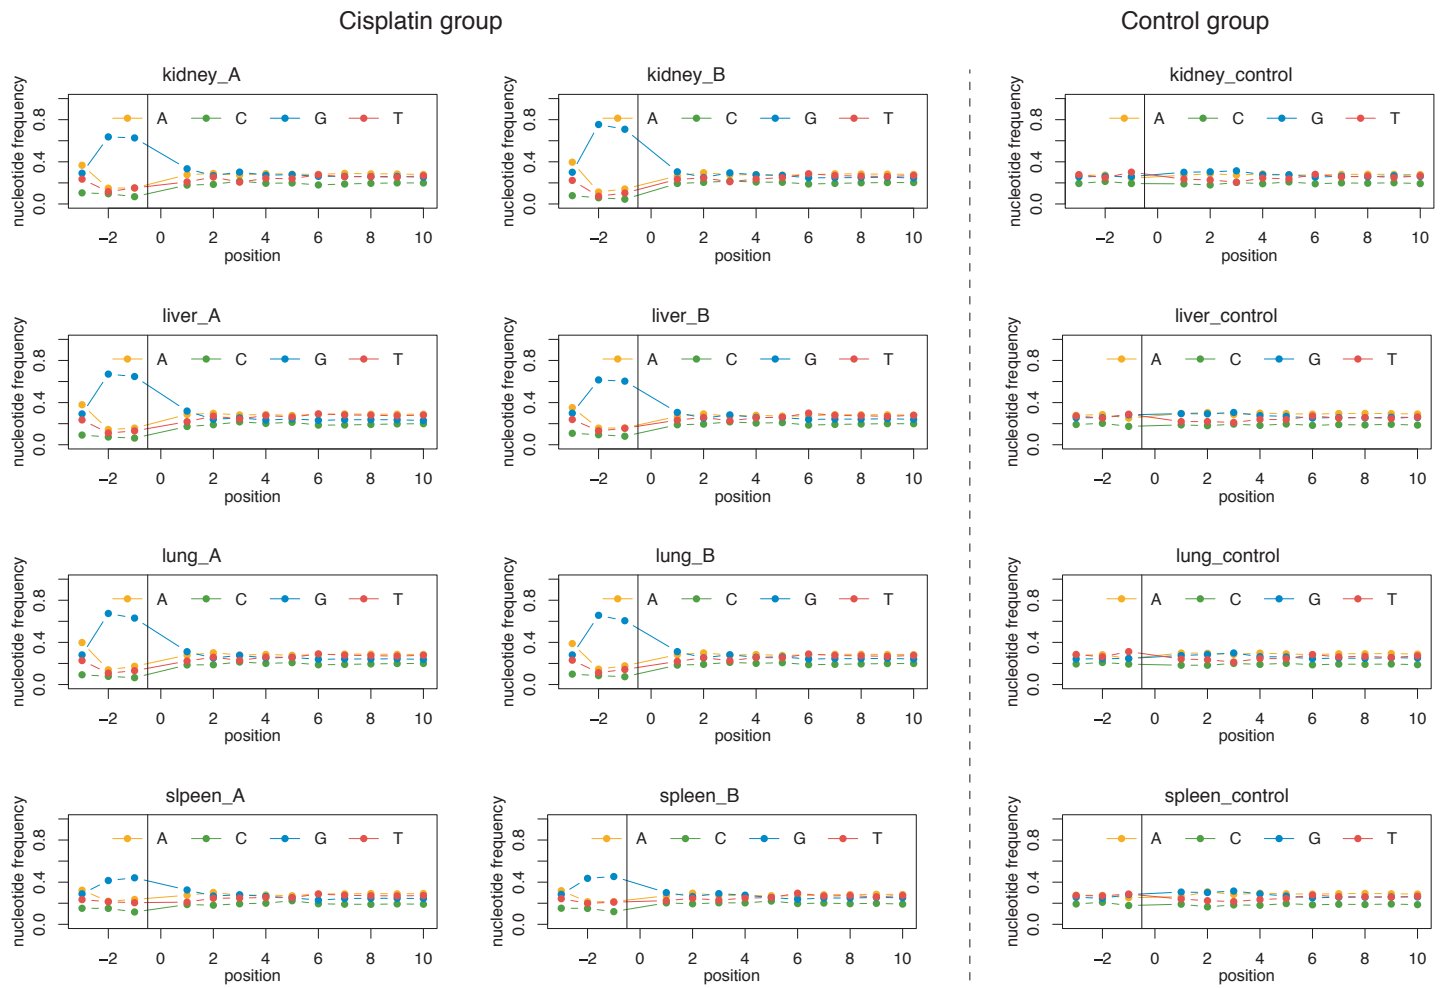

**Supplementary Figure 2. Nucleotide frequency from Damage-seq.** GG dinucleotide is enriched 1-2 bp upstream of the 5' end of the reads from the cisplatin group. No enrichment is observed in the control group.

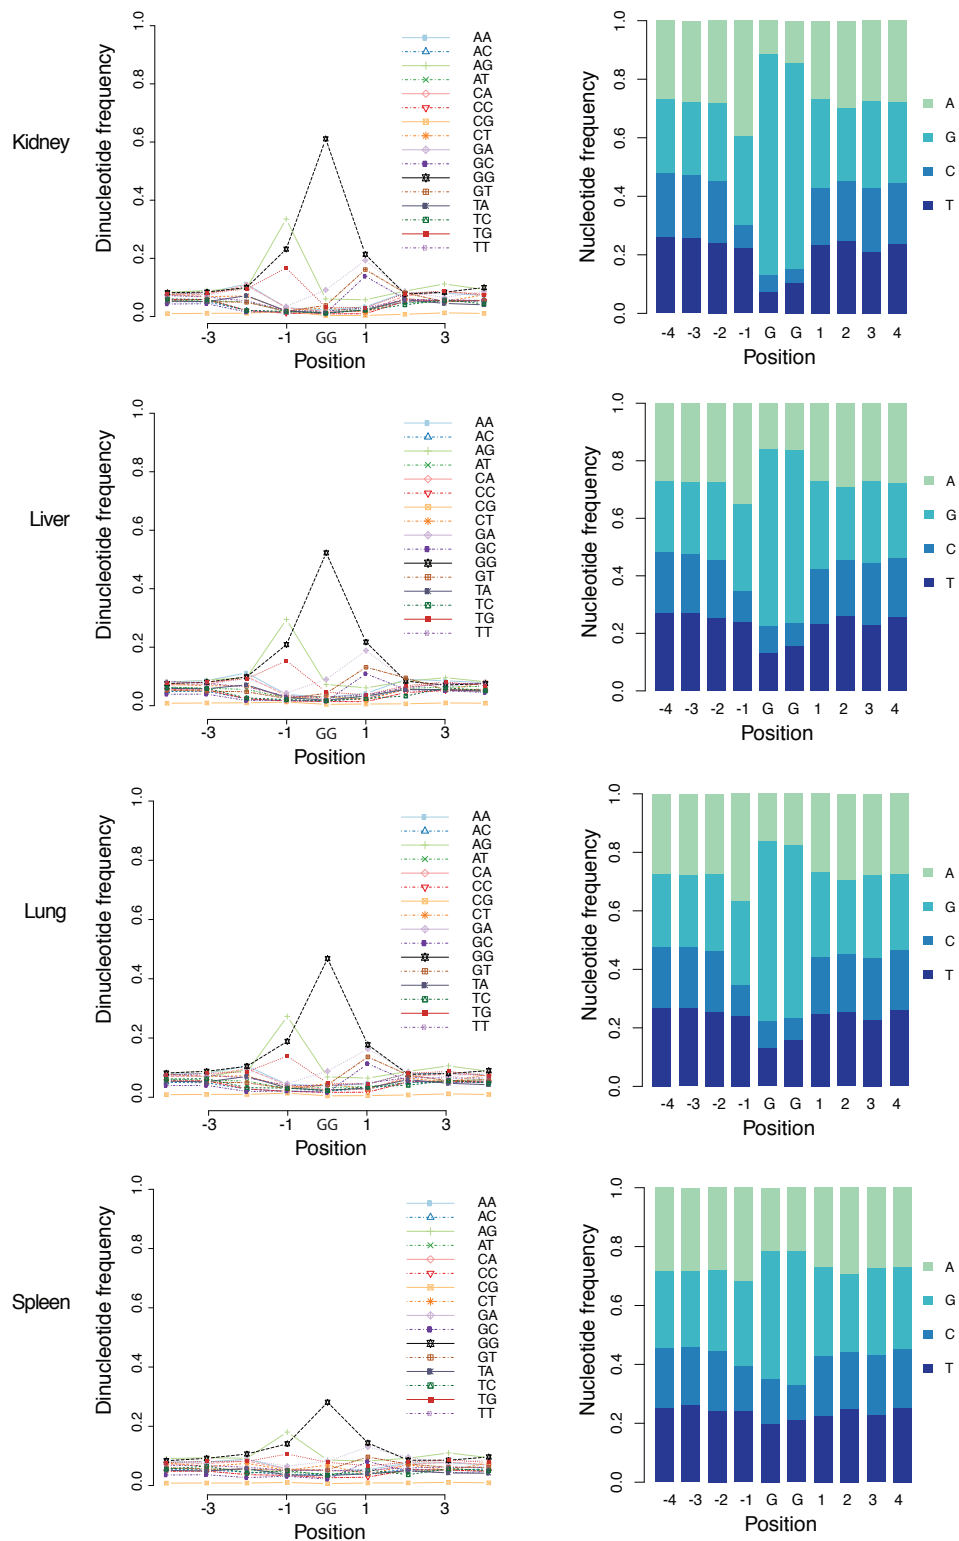

**Supplementary Figure 3. Genome-wide dinucleotide frequency of cisplatin-induced DNA damage by Damage-seq.** We observe a preference for adenine (A) 5' to the GG dinucleotides at the damage site by Damage-seq (i.e., an enrichment of AGG, potentially due to antibody bias).

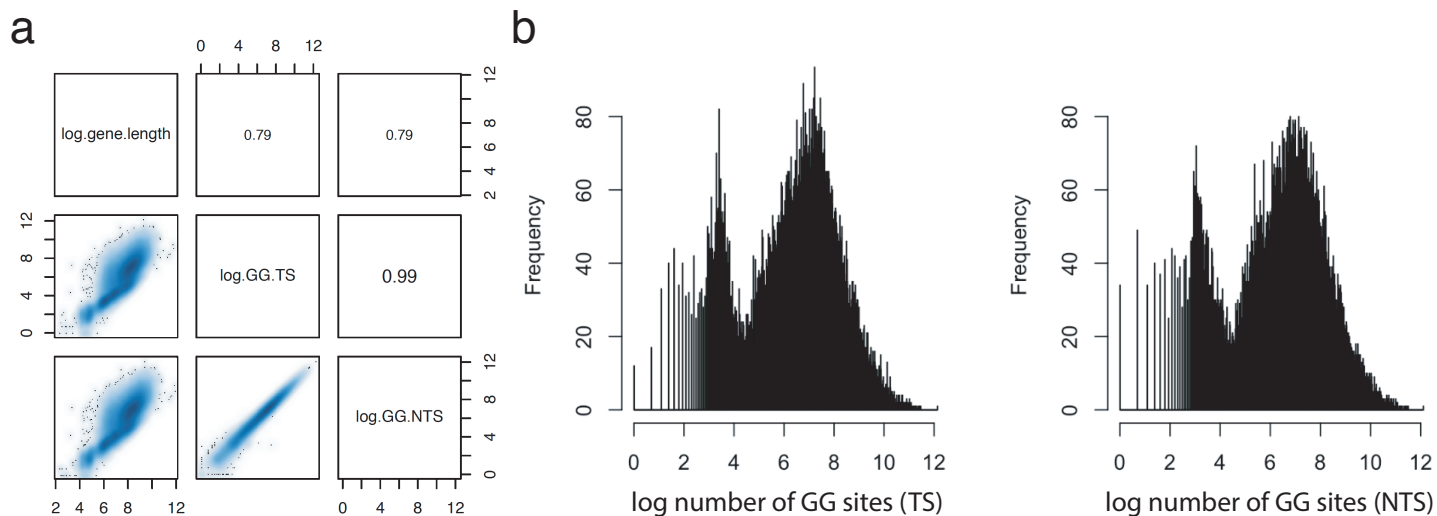

**Supplementary Figure 4. GG dinucleotides in the transcribed and non-transcribed strands.** **a** The number of GG dinucleotides in the transcribed strand is highly correlated with that in the non-transcribed strand. Gene length is not a good proxy for the number of GG dinucleotides. **b** Distribution of GG dinucleotides across all genes.

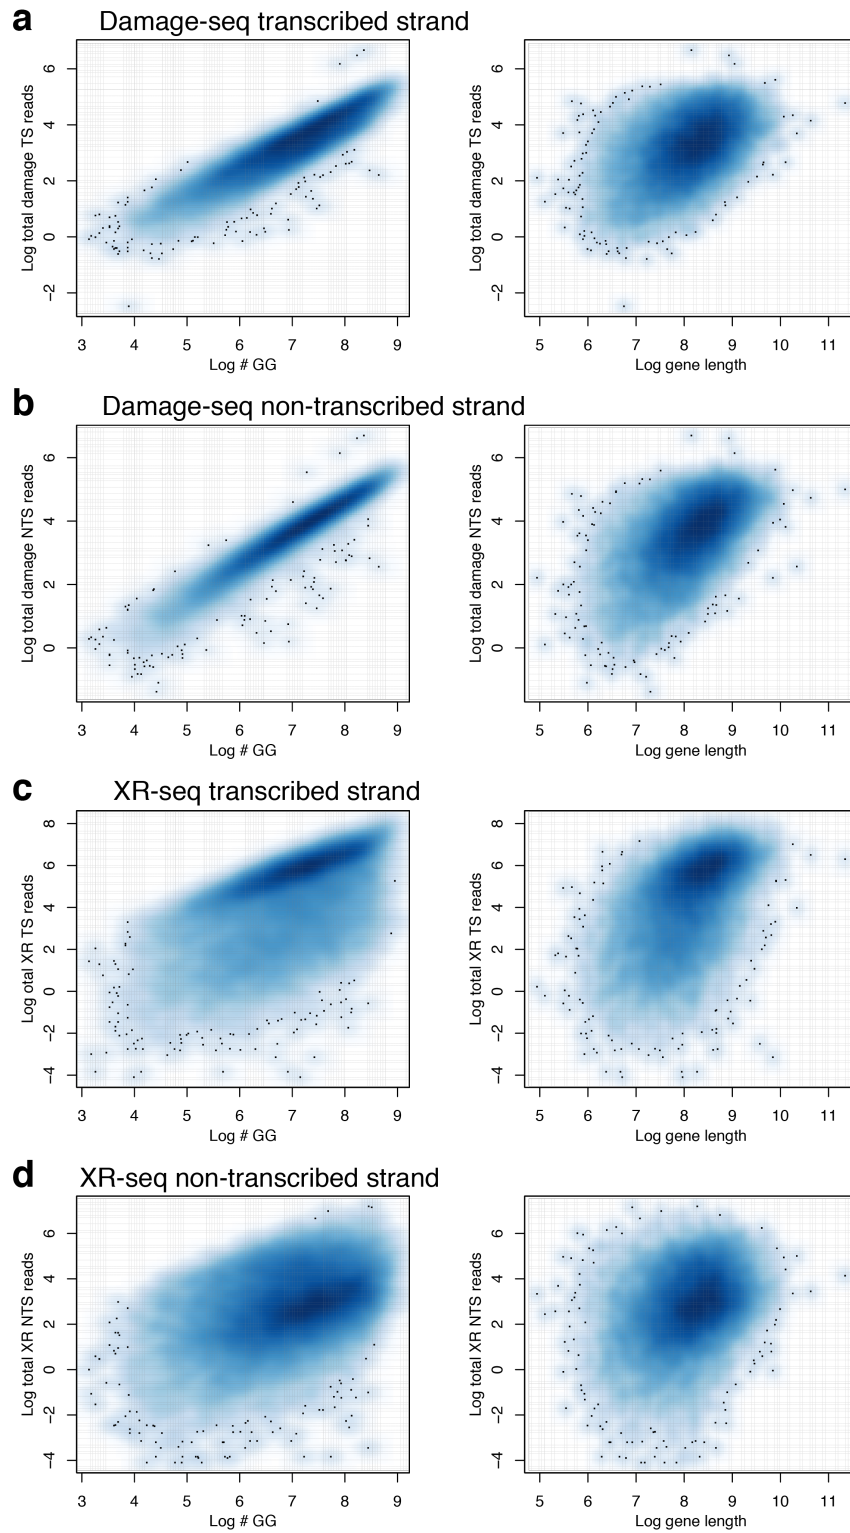

**Supplementary Figure 5. Correlation of GG dinucleotides and gene length with DNA damage and excision repair.** Scatter plot of the total number of reads versus the number of GG dinucleotides (left panel) and the gene lengths (right panel) in **a** Damage-seq in transcribed strand; **b** Damage-seq in non-transcribed strand; **c** XR-seq in transcribed strand, and **d** XR-seq in non-transcribed strand. Number of GG dinucleotides is used in normalization instead of gene length. Each dot corresponds to a gene.

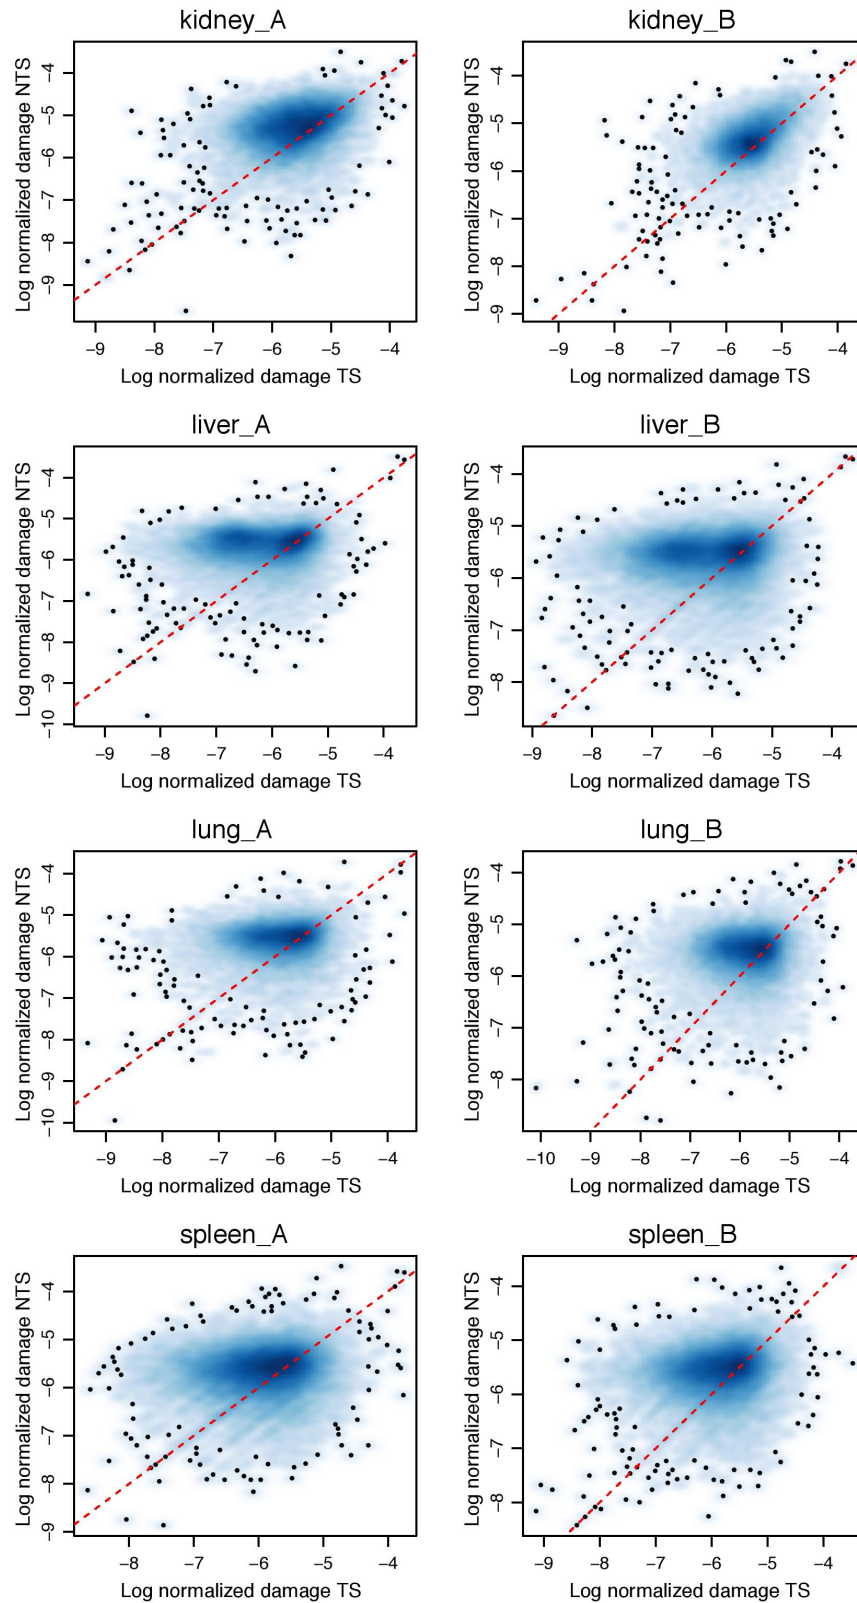

**Supplementary Figure 6. Comparison of damage level between transcribed and non-transcribed strands.** On the genome-wide scale, the damage level in the NTS strand is higher than that in TS, due to transcription-coupled repair in the TS. Each dot corresponds to a gene.

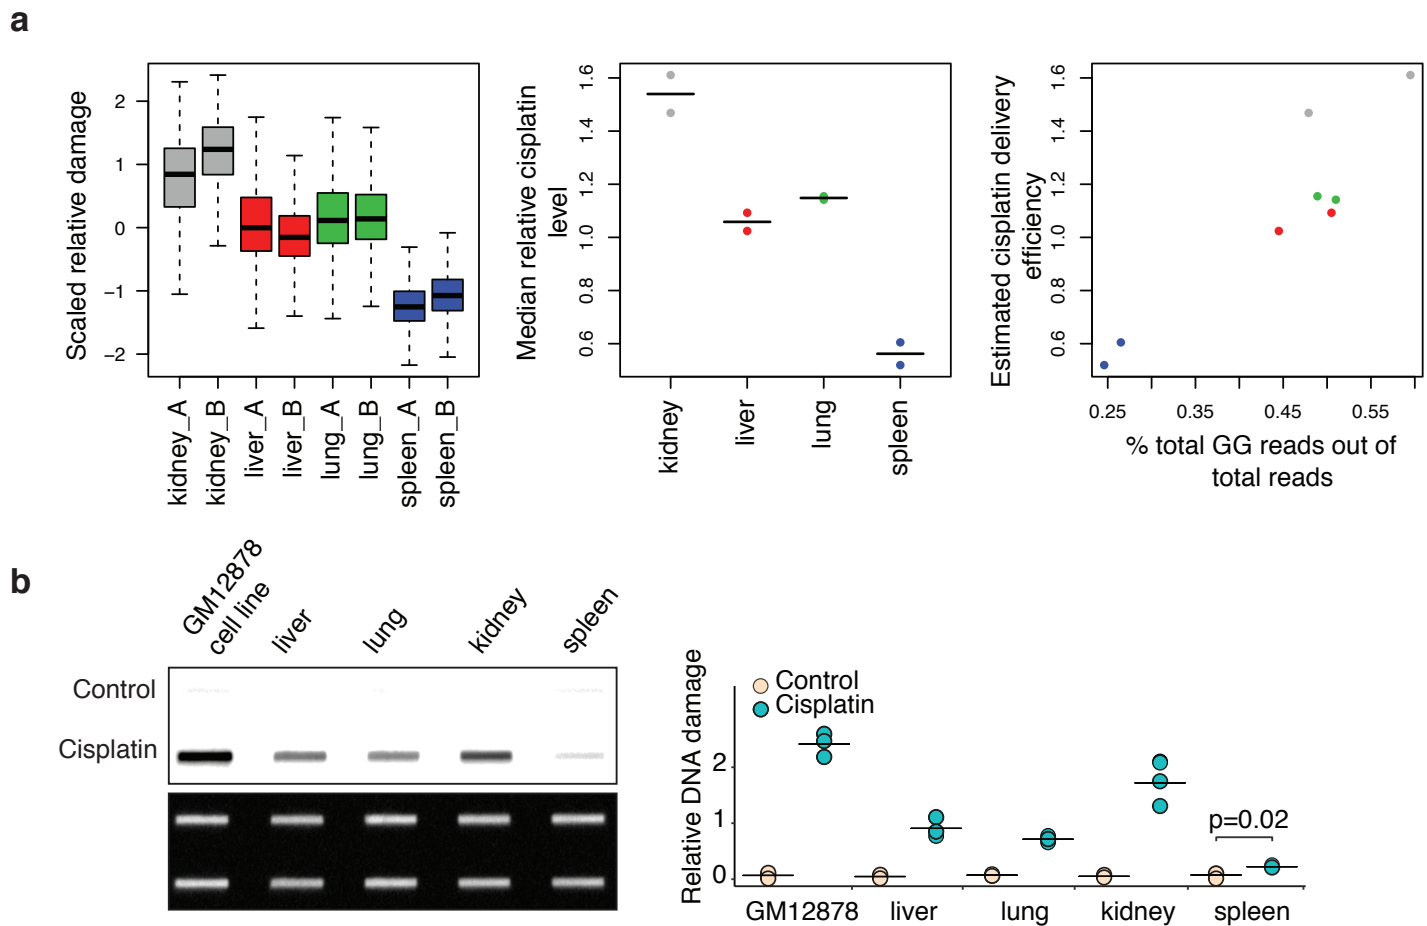

**Supplementary Figure 7. Cisplatin delivery efficiency across organs. a** *In silico* inference based on Damage-seq. Each sample is compared to a pseudo-reference sample to calculate a gene-specific relative damage (left panel). The median across all genes is taken and is used as an estimate for the overall damage level (middle panel). The relative damage level is highly correlated with the percentage of reads with GG dinucleotide 1-2 bp upstream of the 5' end out of the total number of reads (right panel), which is a proxy for the damage formation efficiency. **b** Immuno-slot blot analysis cisplatin-induced DNA-adducts. C57BL/6 wild-type mice were treated with cisplatin (10mg/Kg body weight) for four hours and the sacrificed. Kidney, liver, lung and spleen tissues were collected for analysis. Genomic DNA was isolated and probed for levels of cisplatin-DNA adducts with an  $\alpha$ -Pt-(GpG) antibody (**b**, left top panel) in a slot-blot experiment. Anti-DNA antibody (**b**, bottom panel) was used as an internal control. (**b**, right panel), Cisplatin-DNA adduct repair was quantified from experiments performed as in (**b**, left panel). Cisplatin damaged DNA from GM12878 cell line was loaded as positive control. Experiments were performed with three biological replicates.

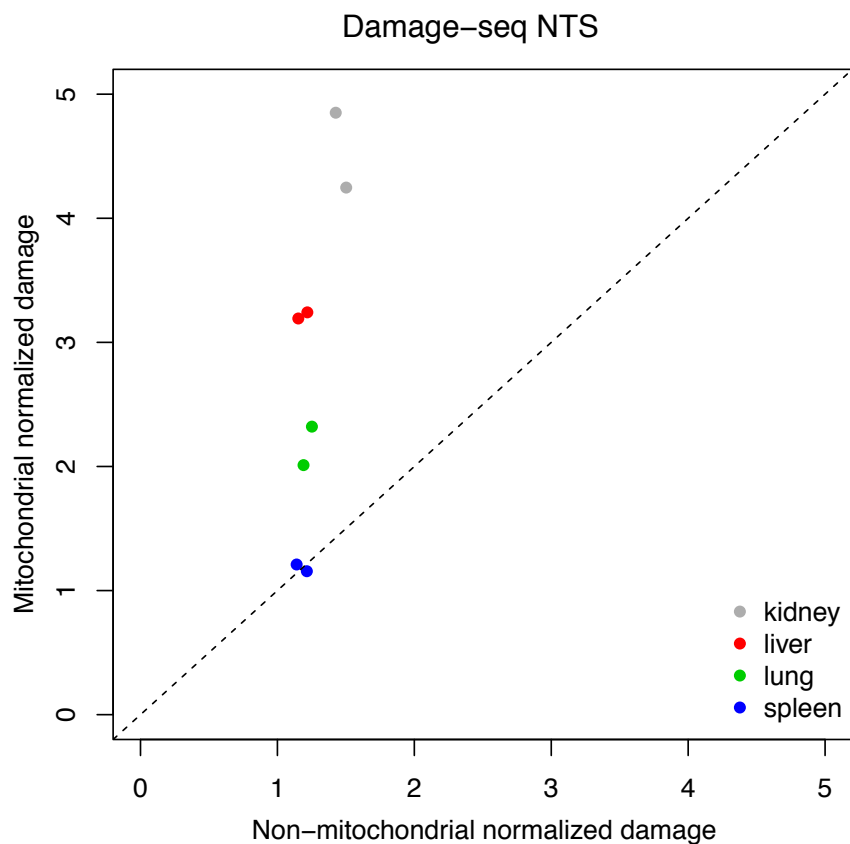

**Supplementary Figure 8. Mitochondrial DNA damage.** Normalized damage from Damage-seq is plotted for the nuclear DNA (x-axis) and the mitochondrial DNA (y-axis). Mitochondrial DNA is a major target of cisplatin damage, potentially due to the many copies of mitochondria and mitochondrial DNA.

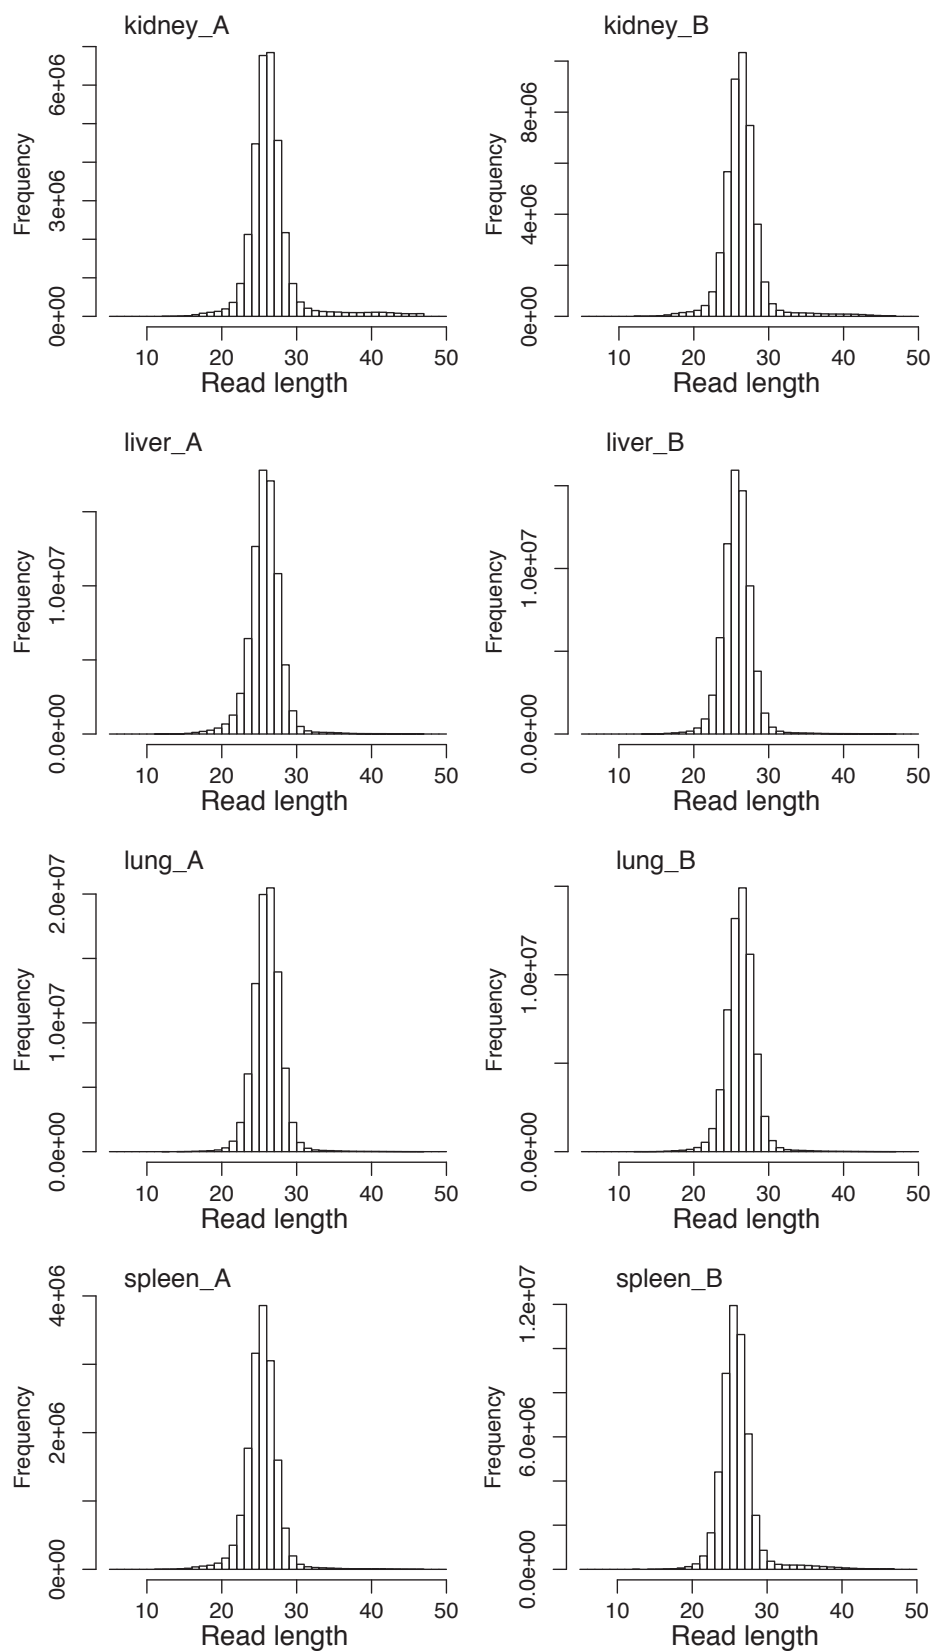

**Supplementary Figure 9. Read length distribution for XR-seq after adaptor trimming.** Lengths of the excised oligomers fall within the range of 21 to 31 bp across all samples with peak at 26-27nt.

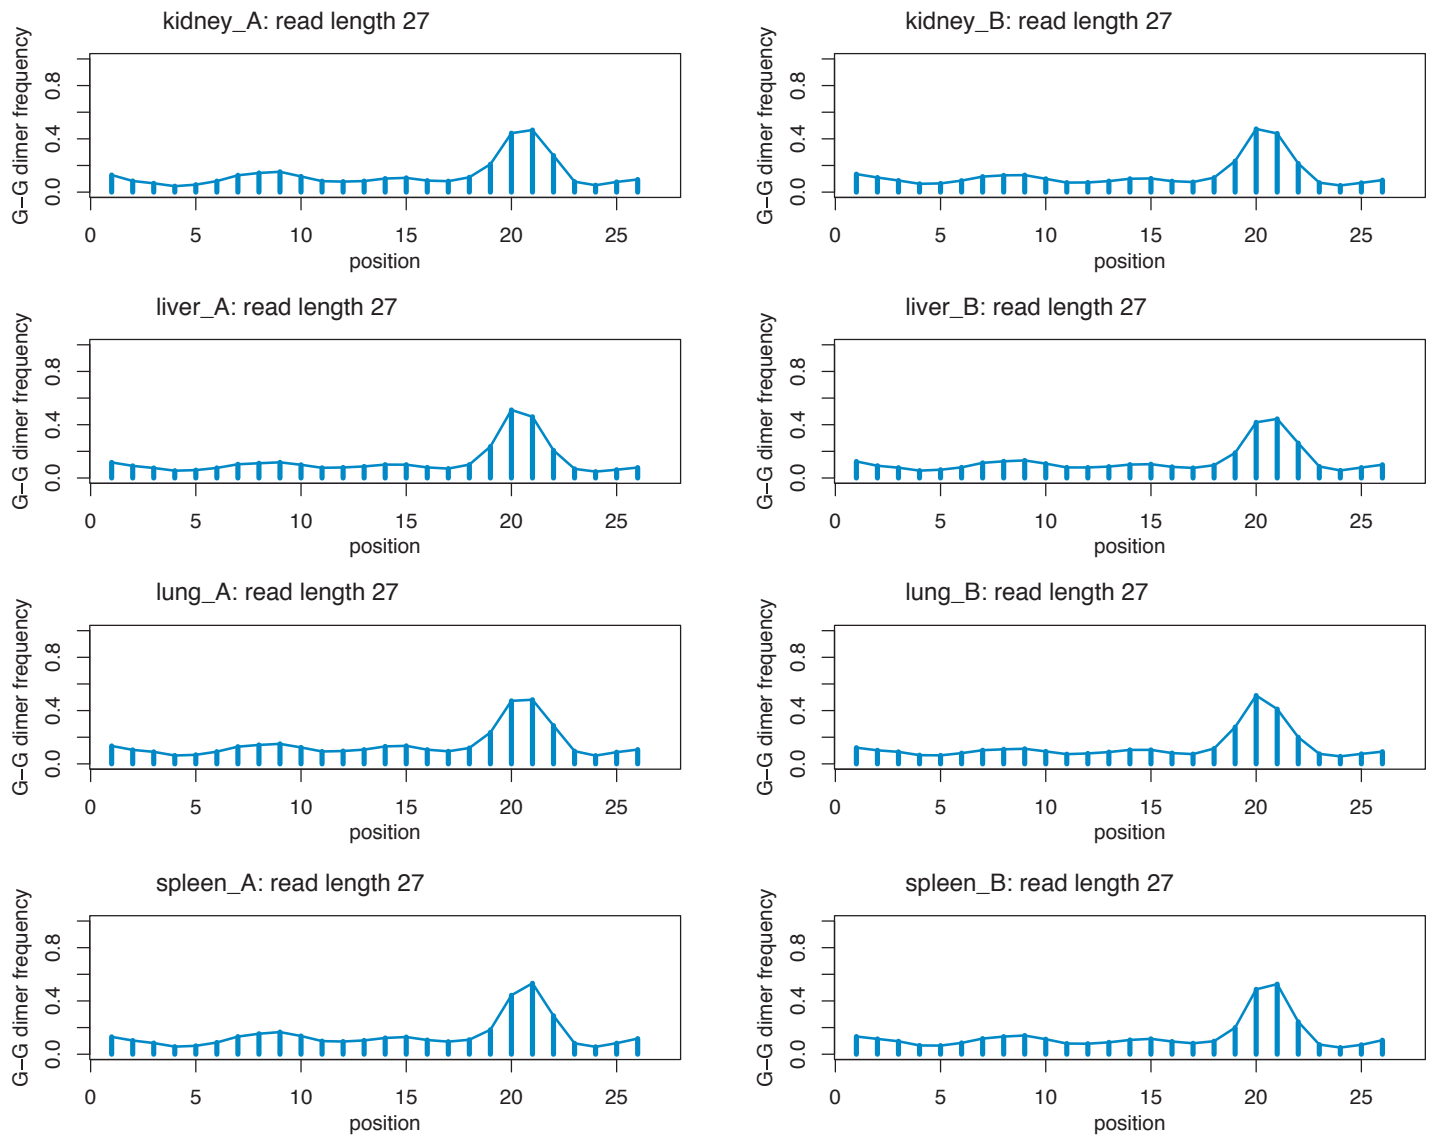

**Supplementary Figure 10. GG dinucleotide enrichment in XR-seq.** GG dinucleotide is enriched 5-8 bp upstream of the 3' end of the reads across all samples. Only reads with length 27 bp are shown. Same results are observed across all read lengths.

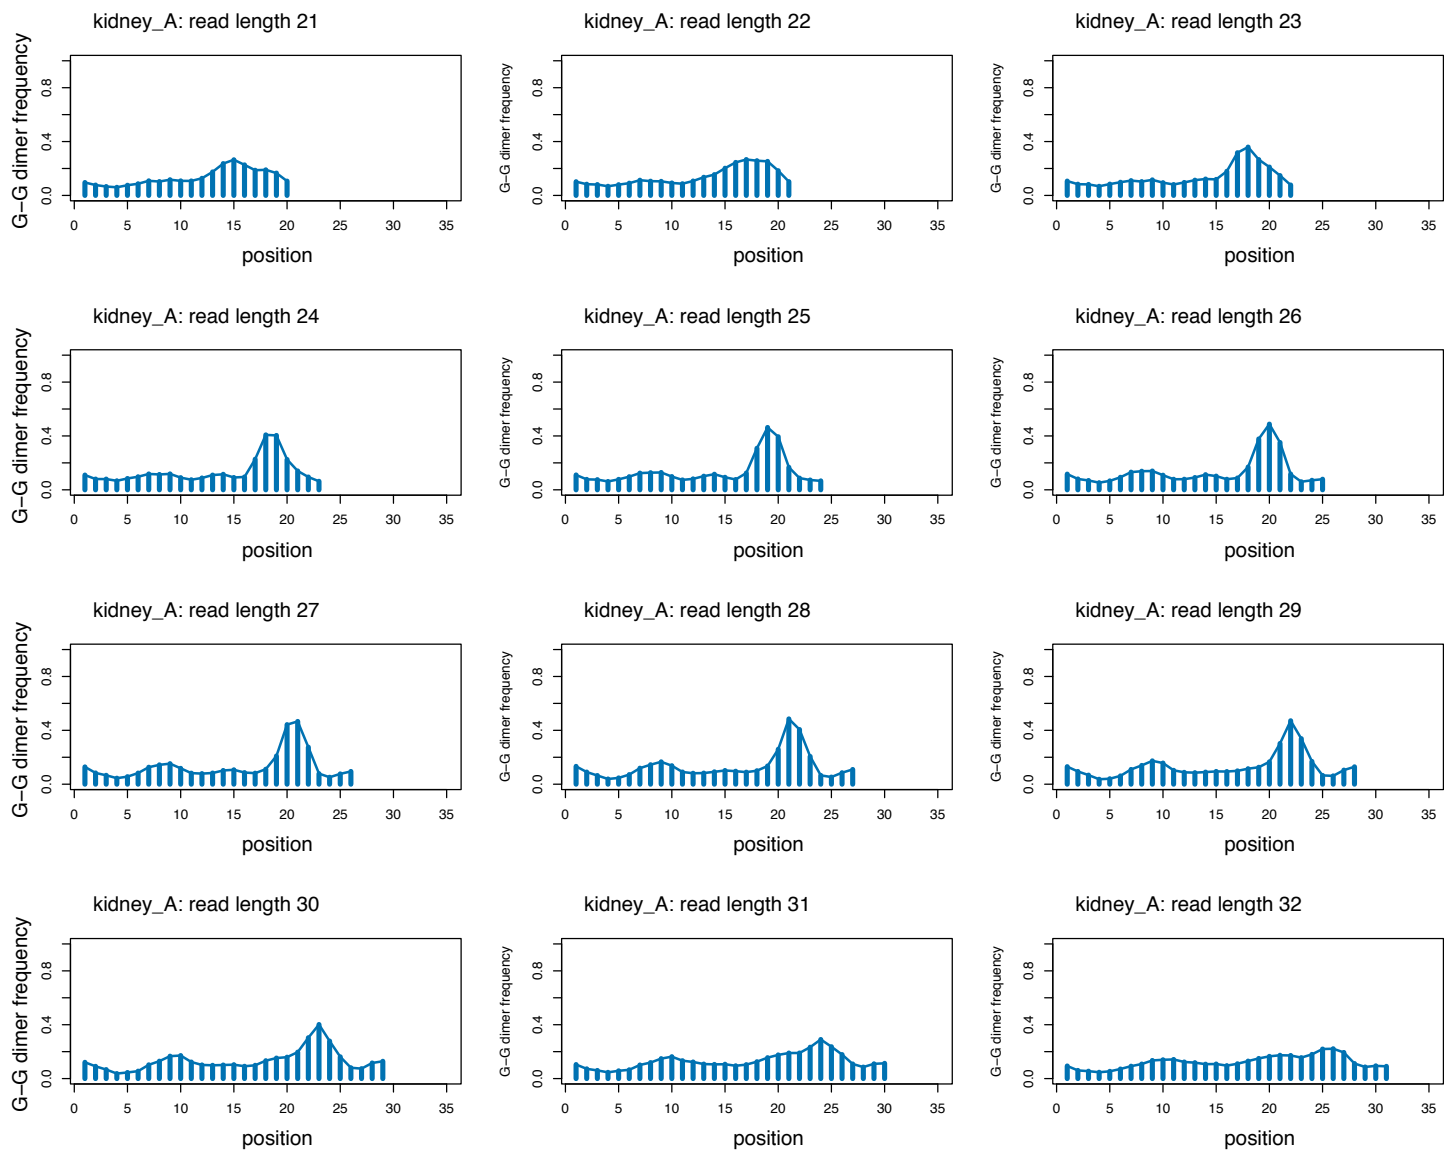

**Supplementary Figure 11. GG dinucleotide enrichment in XR-seq across different read lengths.** GG dinucleotide is enriched 5-8 bp upstream of the 3' end of the reads. Only the first kidney sample is shown. Same results are observed in all samples and organs.

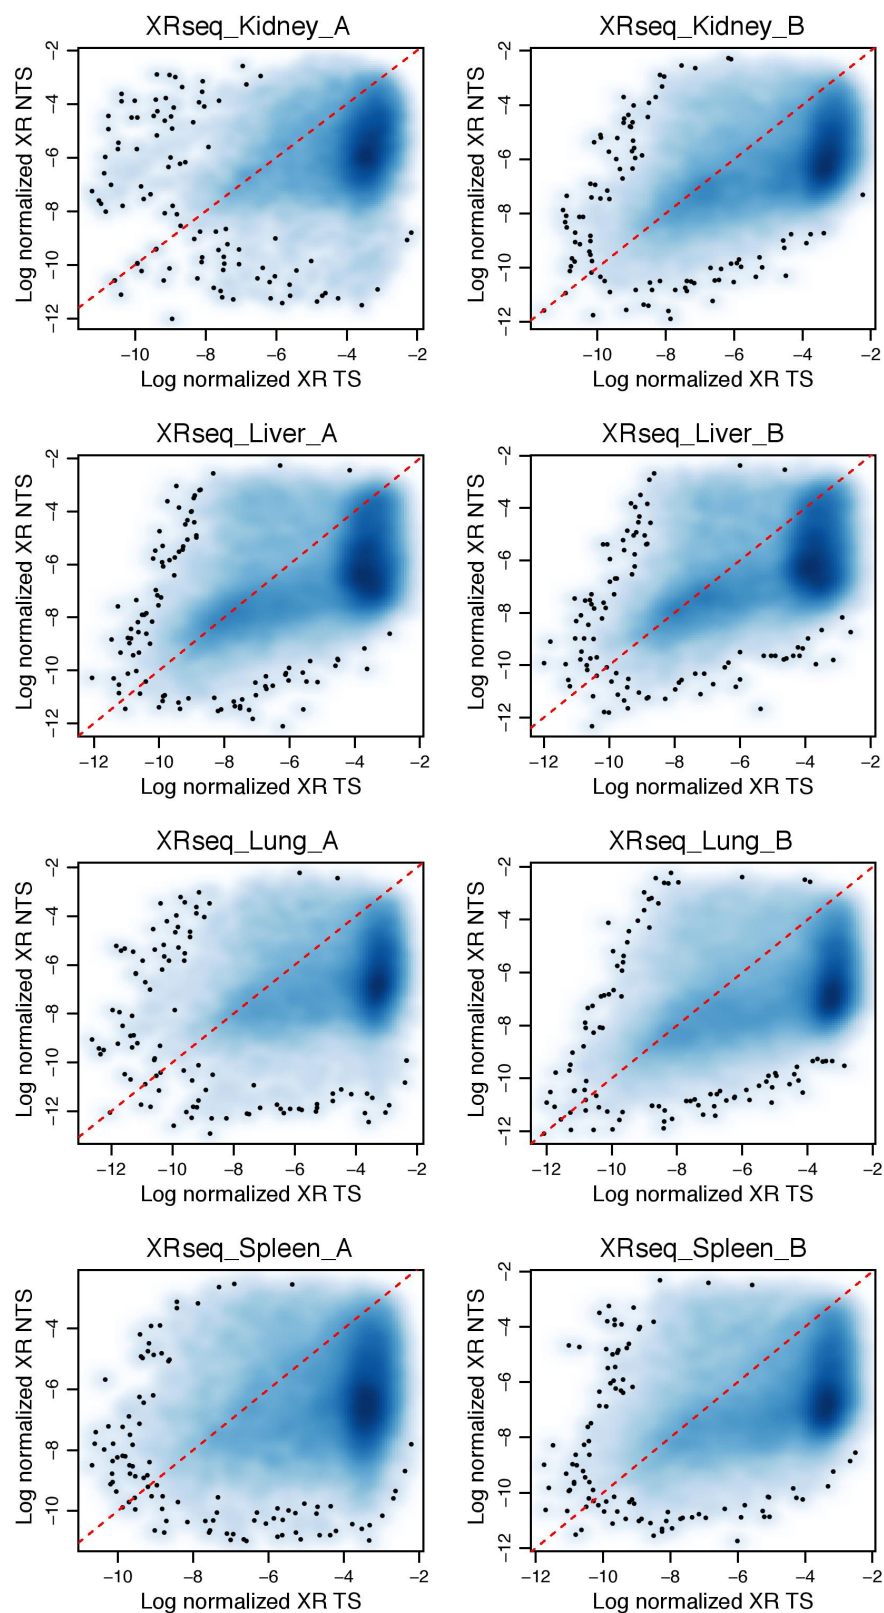

**Supplementary Figure 12. Excision repair in transcribed versus non-transcribed strand.** On the genome-wide scale, excision repair in TS is higher than that in NTS, due to transcription-coupled repair in the TS. Each dot corresponds to a gene.

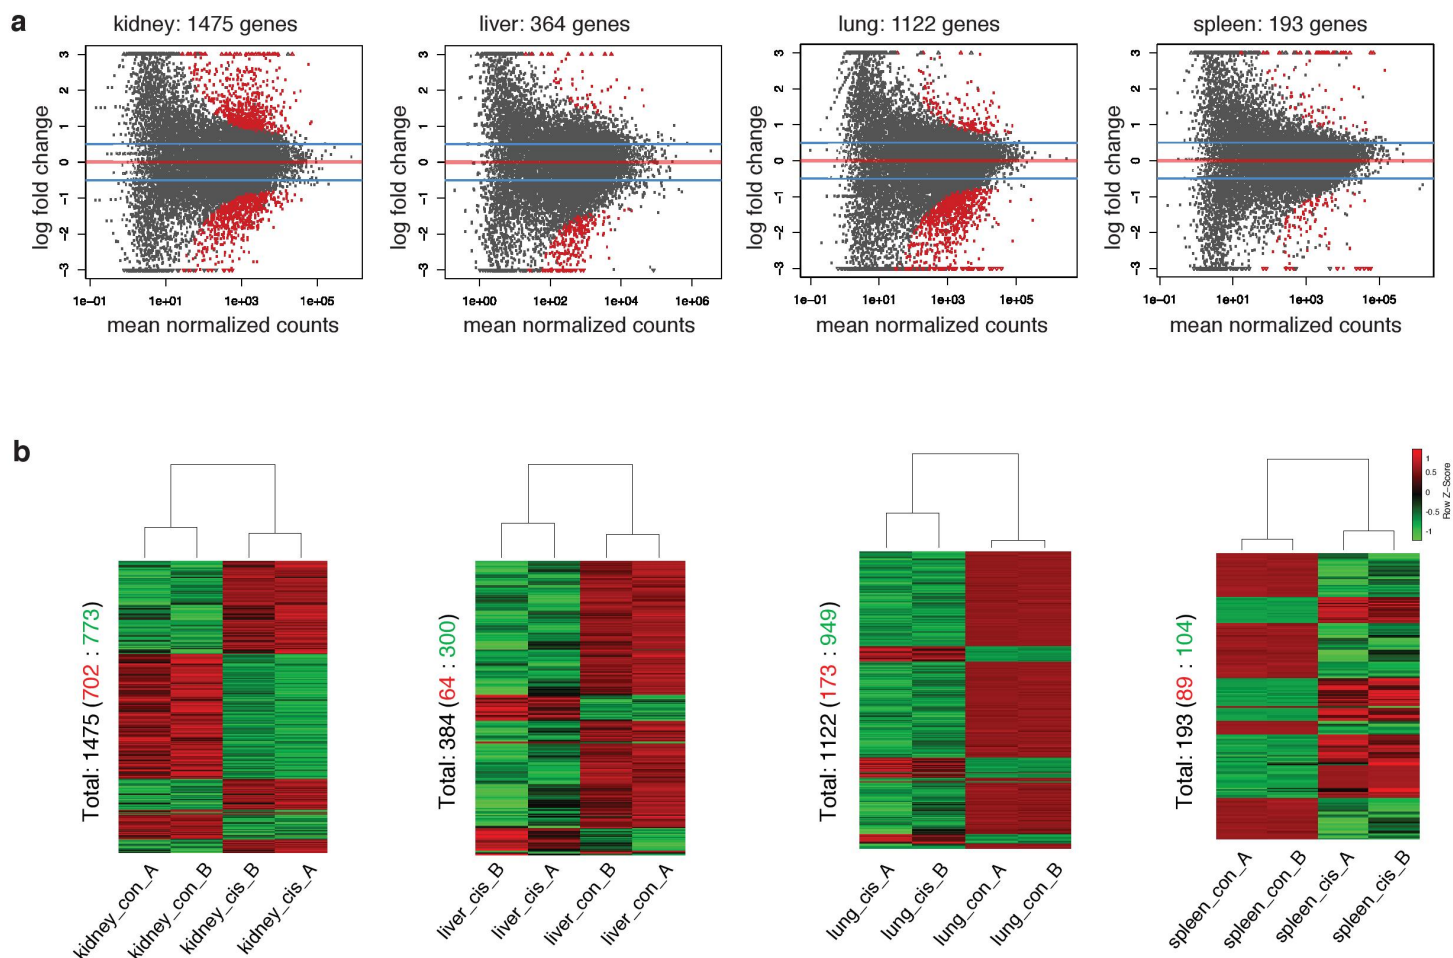

**Supplementary Figure 13. Differential gene expression between cisplatin treated group and control group. a** Results from the DESeq2 analysis with genes being up- and down-regulated. **b** Heatmaps of significantly up- and down-regulated genes. Red color indicates up-regulated genes in cisplatin treated group compared to control group, whereas green color indicates down-regulated genes.

## Up-regulated genes

## Down-regulated genes

**a**

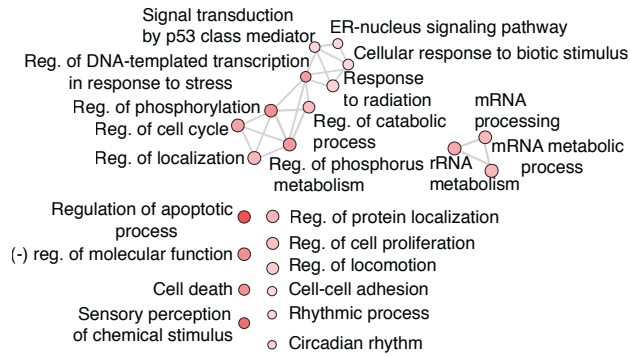

**b**

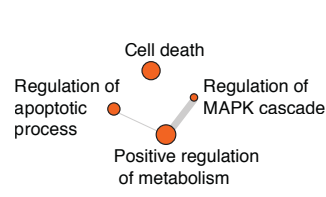

**c**

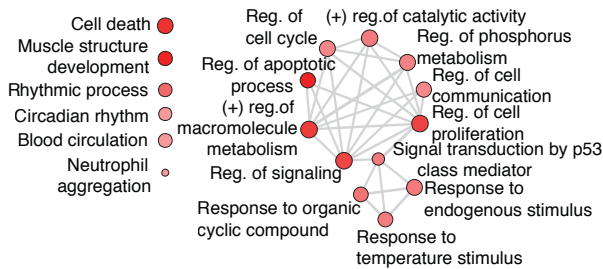

**d**

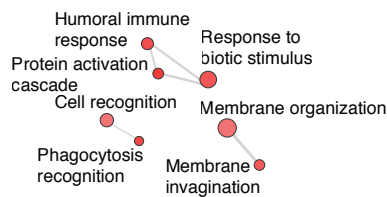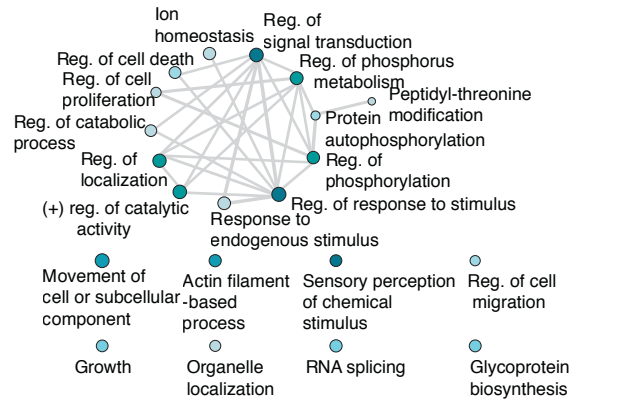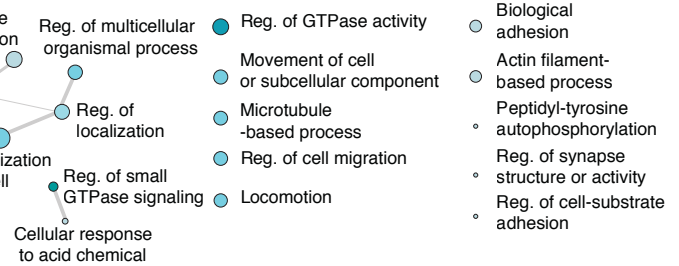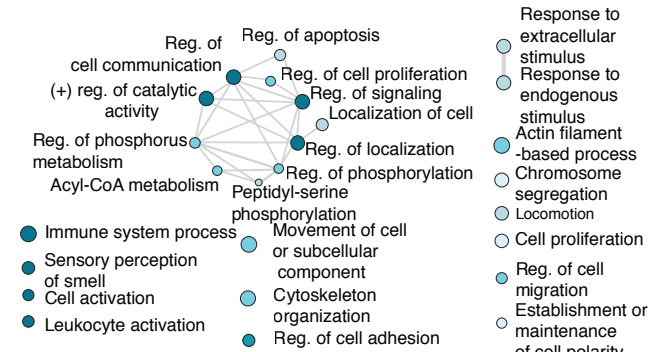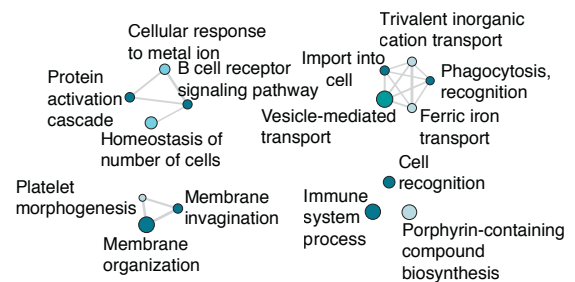

**Supplementary Figure 14. Gene Ontology (GO) term enrichment networks.** GO term enrichment networks for mRNAs with increased abundance (left, node color from dark red to light red) and mRNAs with decreased abundance (right, node color from dark blue to light blue). GO analysis was performed using the GO term enrichment analysis (<http://geneontology.org/>) using a false discovery rate (FDR) cut-off of 0.05, and applying Fisher's Exact with FDR multiple test correction, querying biological process enrichment for each gene set. GO term enrichment results were further processed with REViGO using the “Tiny (0.4)” term similarity filter and SimRel score as the semantic similarity measure. Resulted GO term network on REViGO was loaded into Cytoscape v3.4.0 for visualization. Nodes representing terms with a frequency greater than 1 % in the REViGO output were eliminated for being too general, and only edge interactions with a score > 0.25 were represented in the networks. Nodes are shaded according to *p*-values (darkest red indicating the smallest *p*-value). Node size indicates the frequency at which a given GO term is found in the *Mus. musculus* genome. Edges connect highly similar GO terms and edge thickness represents degree of similarity. GO term enrichment networks for mRNAs that were differentially expressed in mouse **a** kidney. **b** liver. **c** lung. **d** spleen.

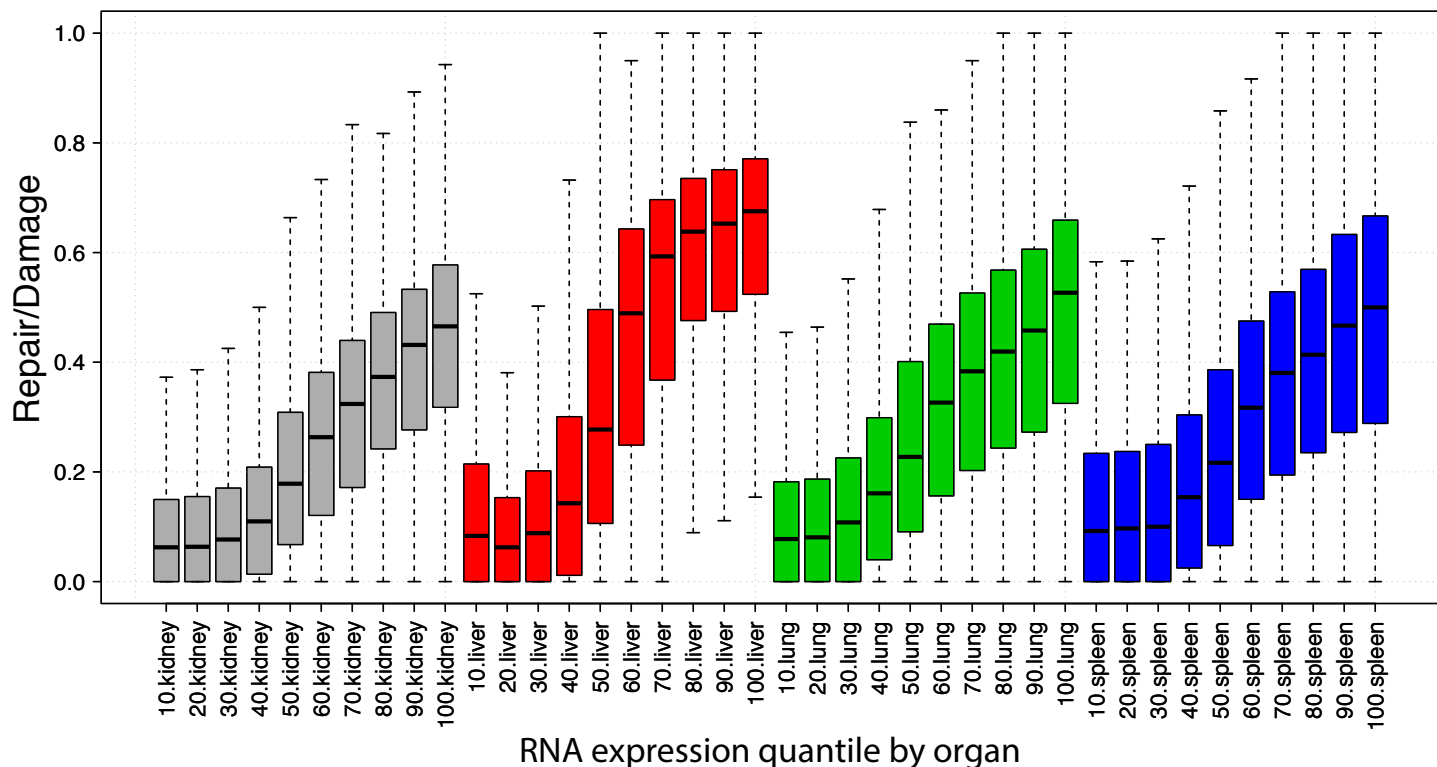

**Supplementary Figure 15. Relationship between gene expression and repair efficiency.** Genes are grouped according to their gene expression quantiles in each organ. The vertical axis, repair/damage, quantifies the proportion of overall accumulated transcription-coupled repair (measured using the TS) over the total damage induced (measured using the NTS). Liver has the highest ratio, i.e., repair efficiency.

**a**

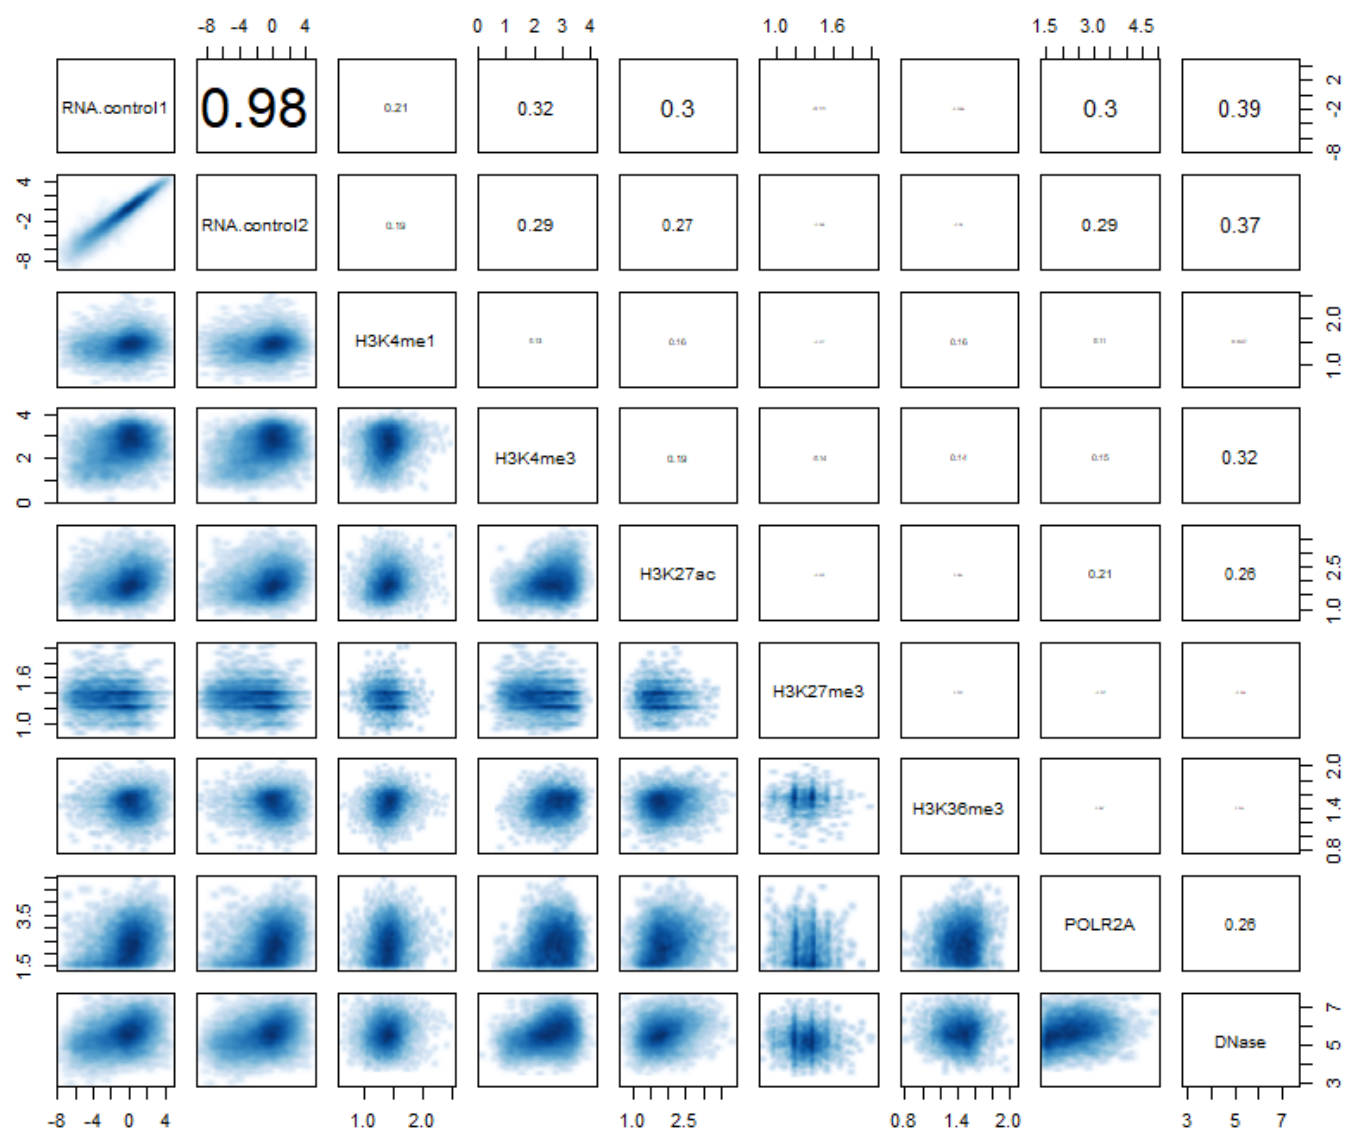

b

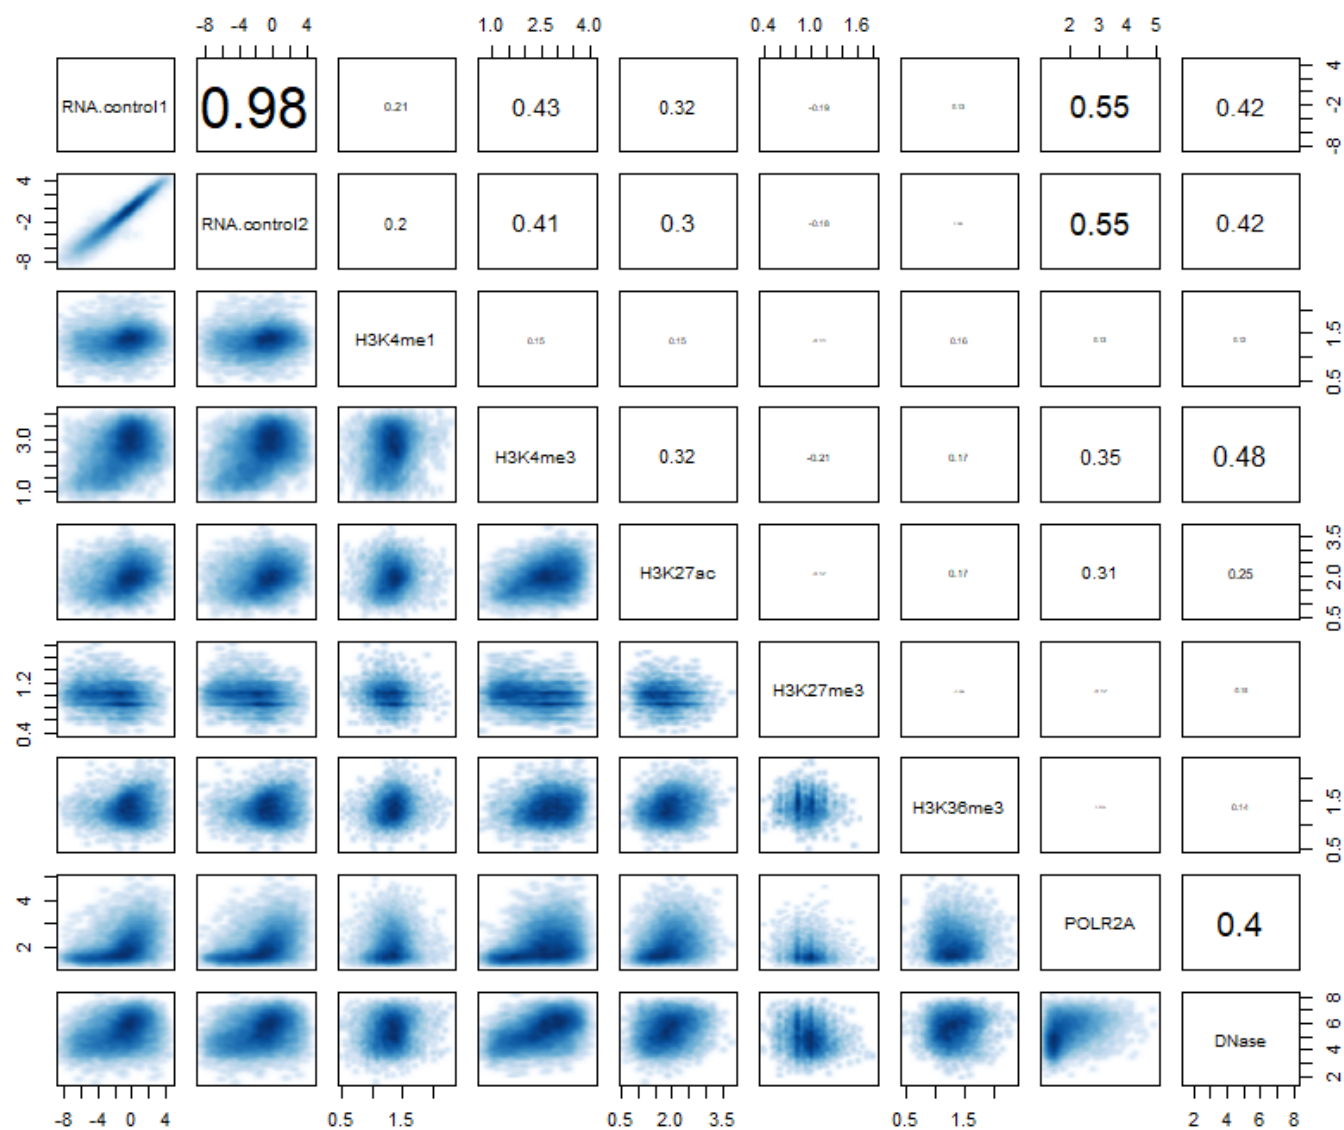

c

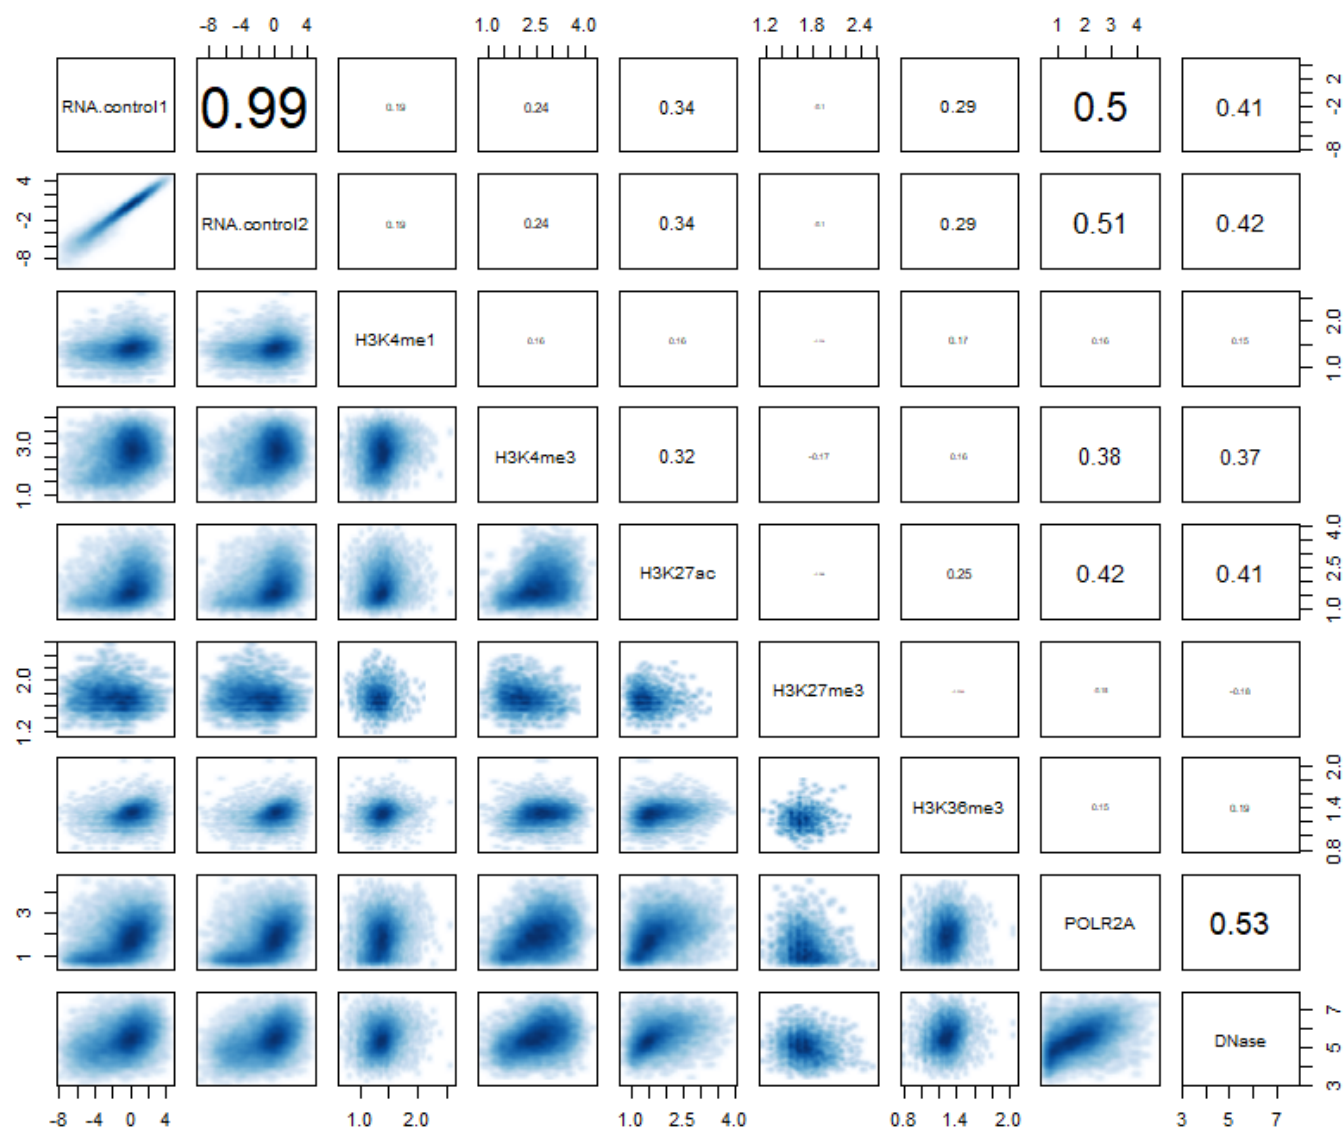

**d**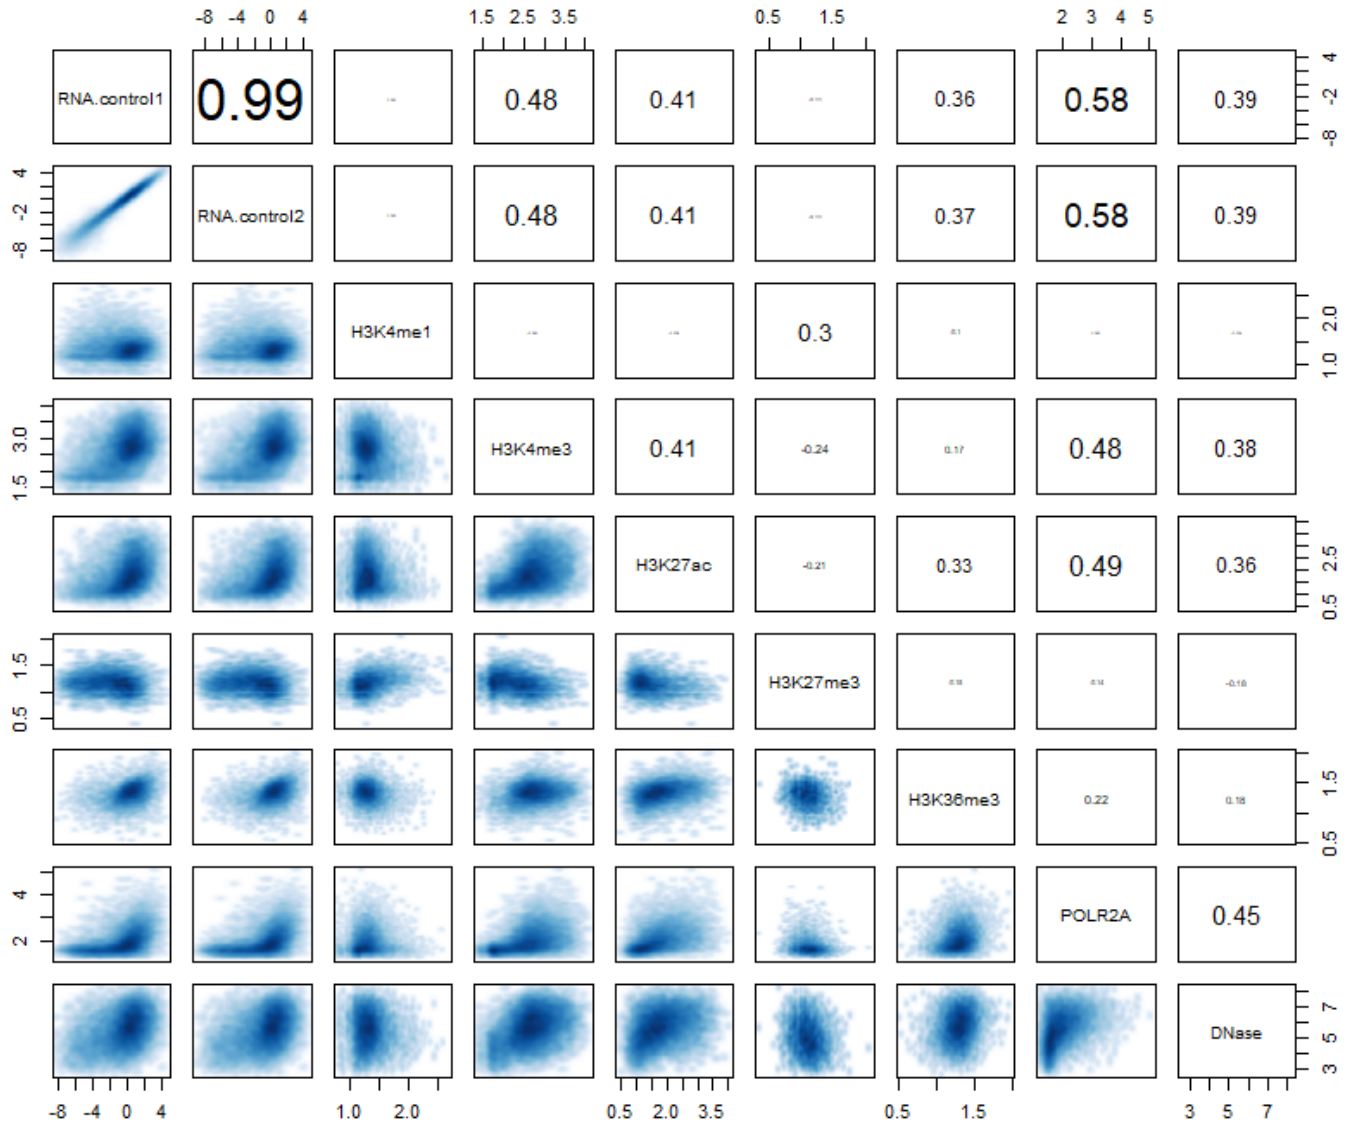

**Supplementary Figure 16. Relationship between gene expression and epigenomic profiles in control samples.** Pairwise scatterplots are shown, with the lower panel being the smooth scatterplots and the upper panel being the Spearman correlation coefficient for each pair of gene-specific measurements. The two control samples from each organ has the highest correlation. H3K27me3 is slightly negatively correlated with gene expression, while all other epigenomic markers have positive correlation coefficients. **a** kidney. **b** liver. **c** lung. **d** spleen.

**a**

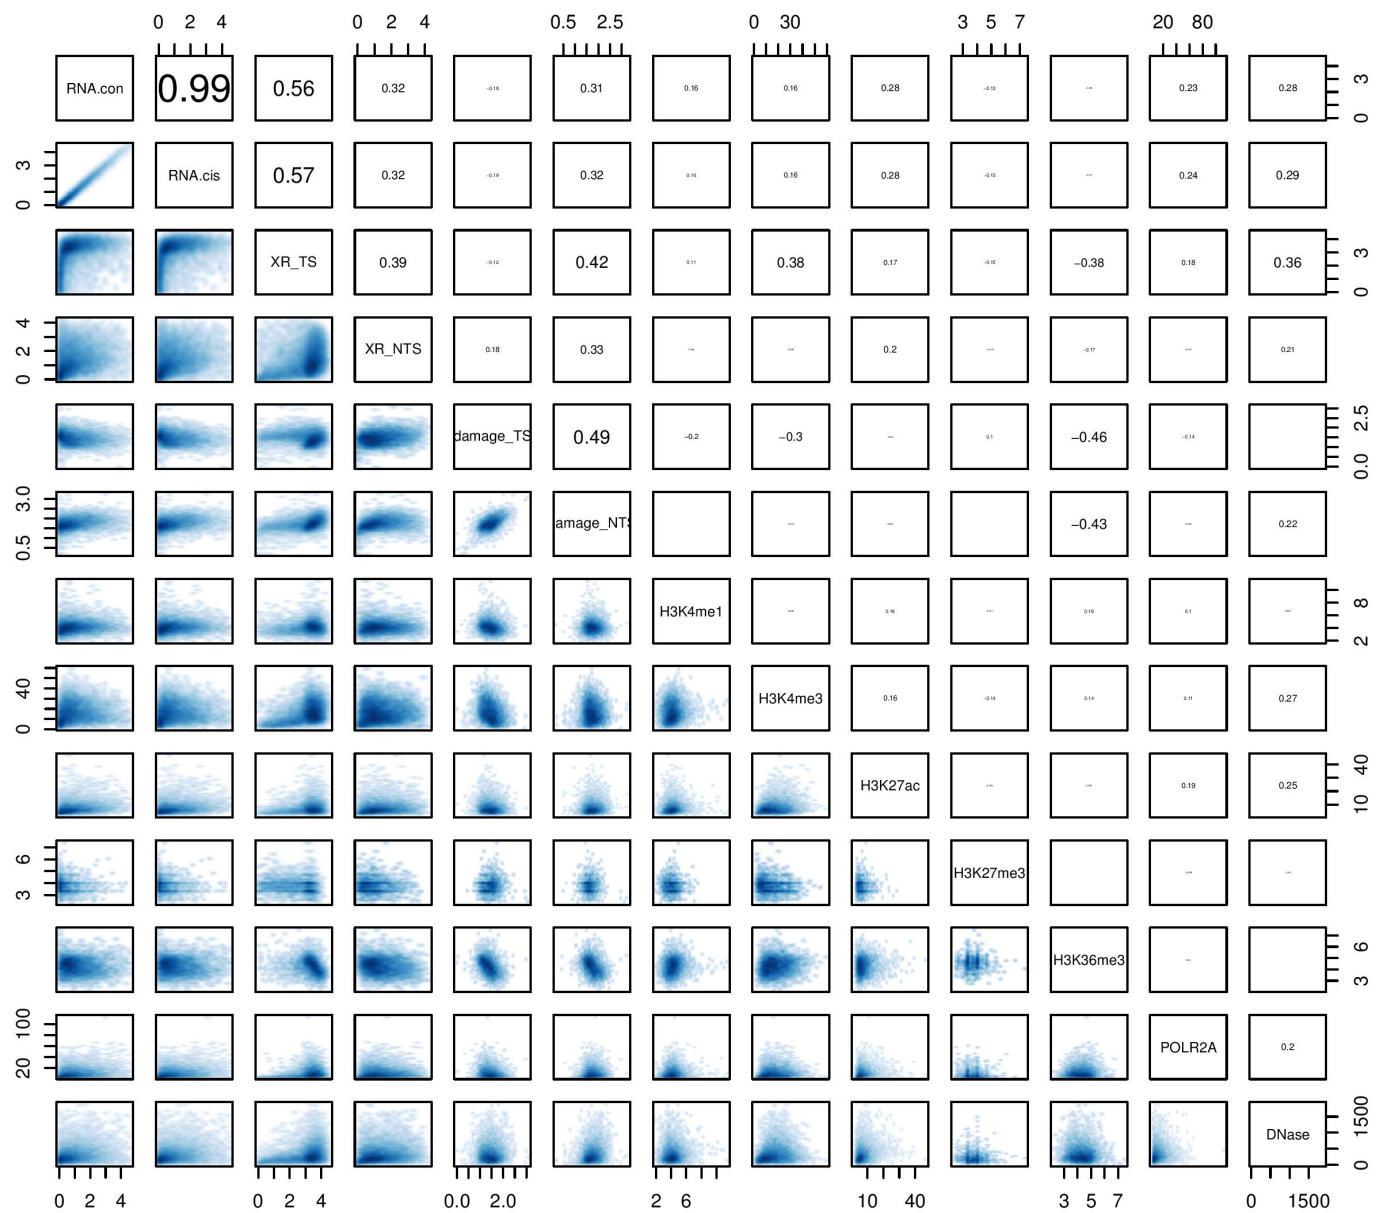

b

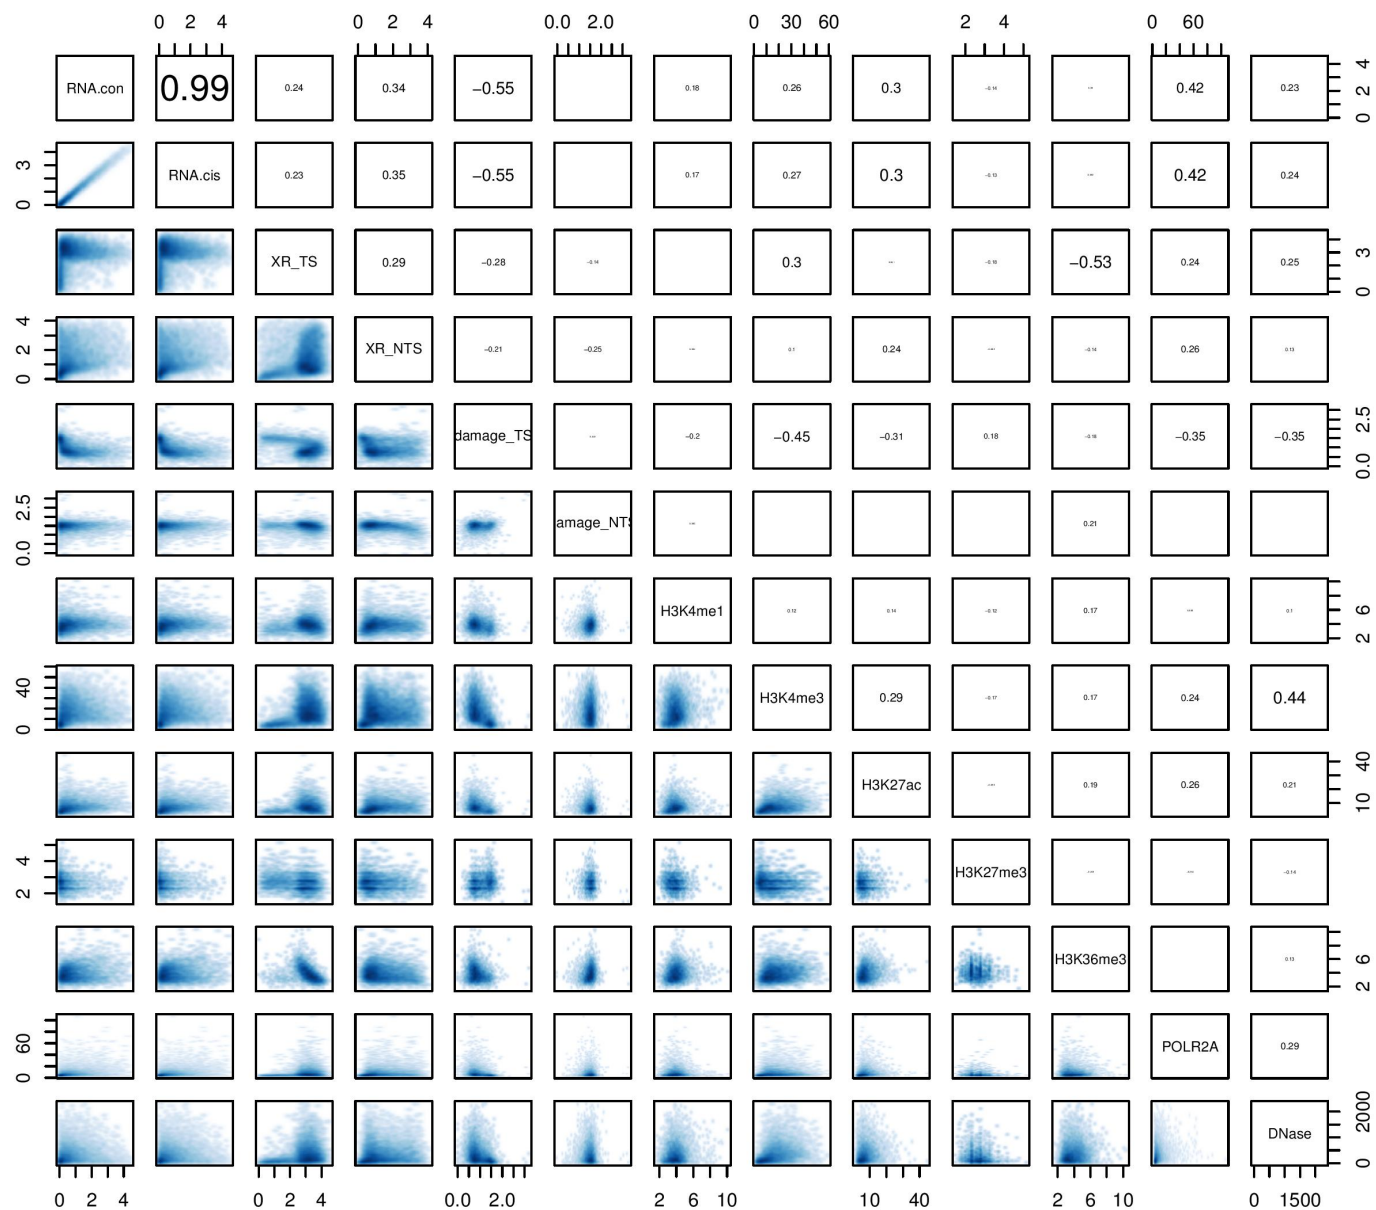

c

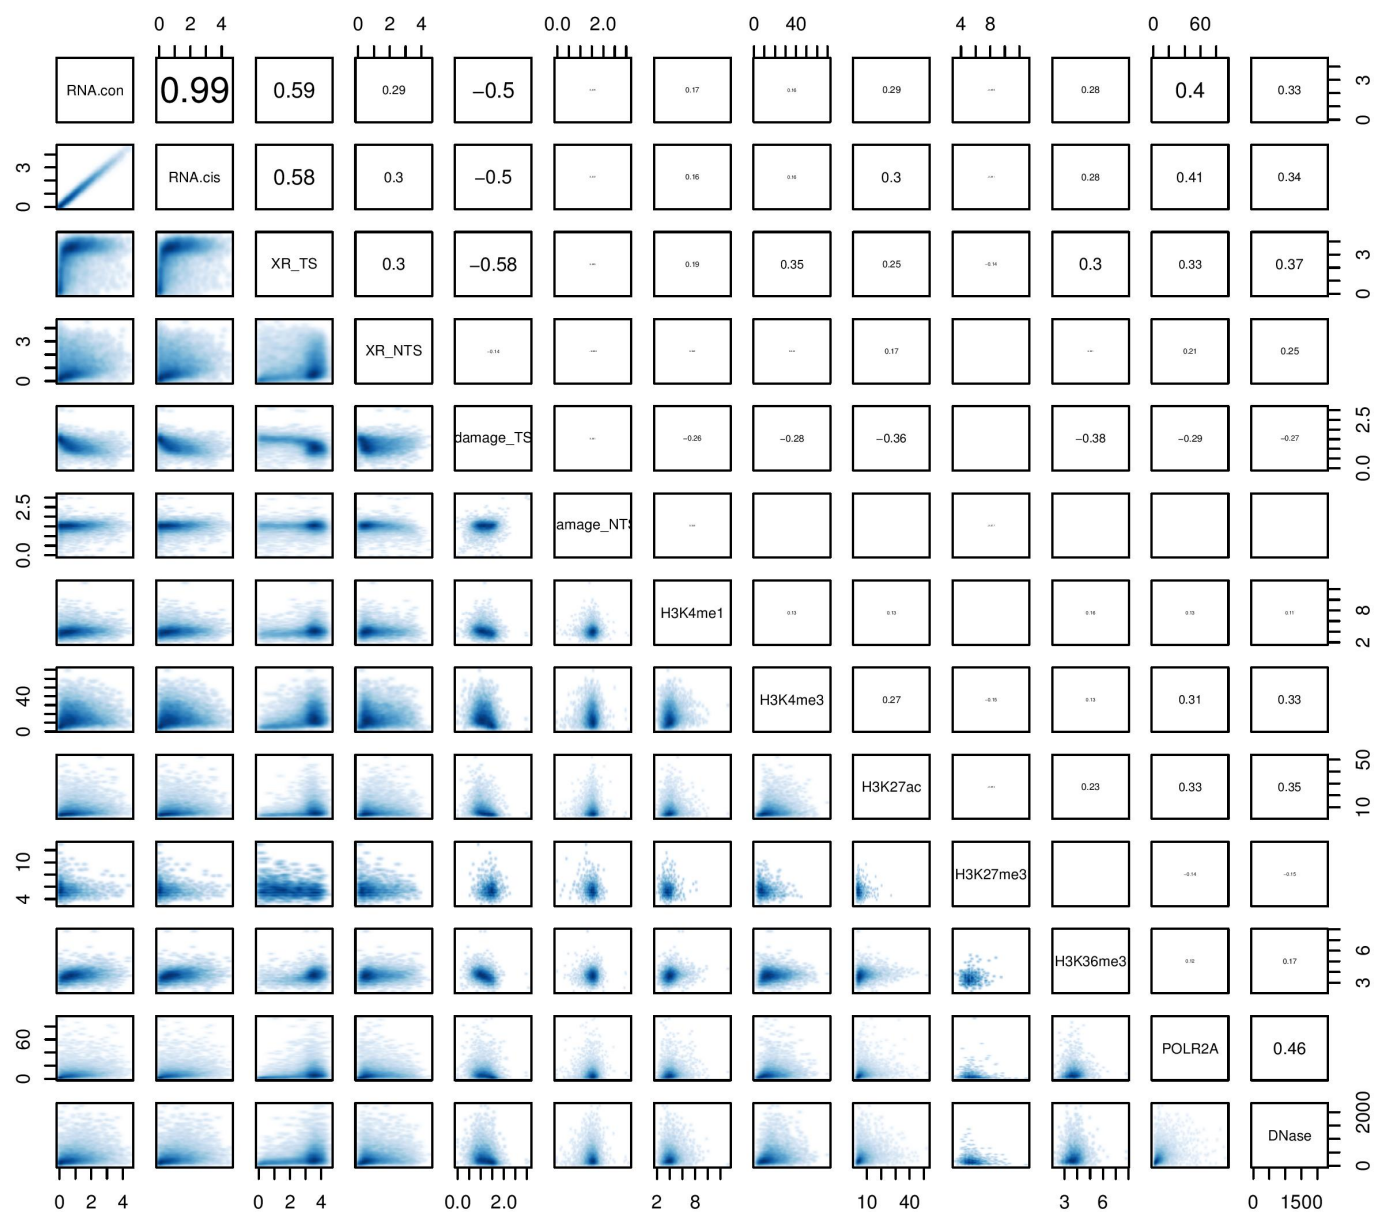

**d**

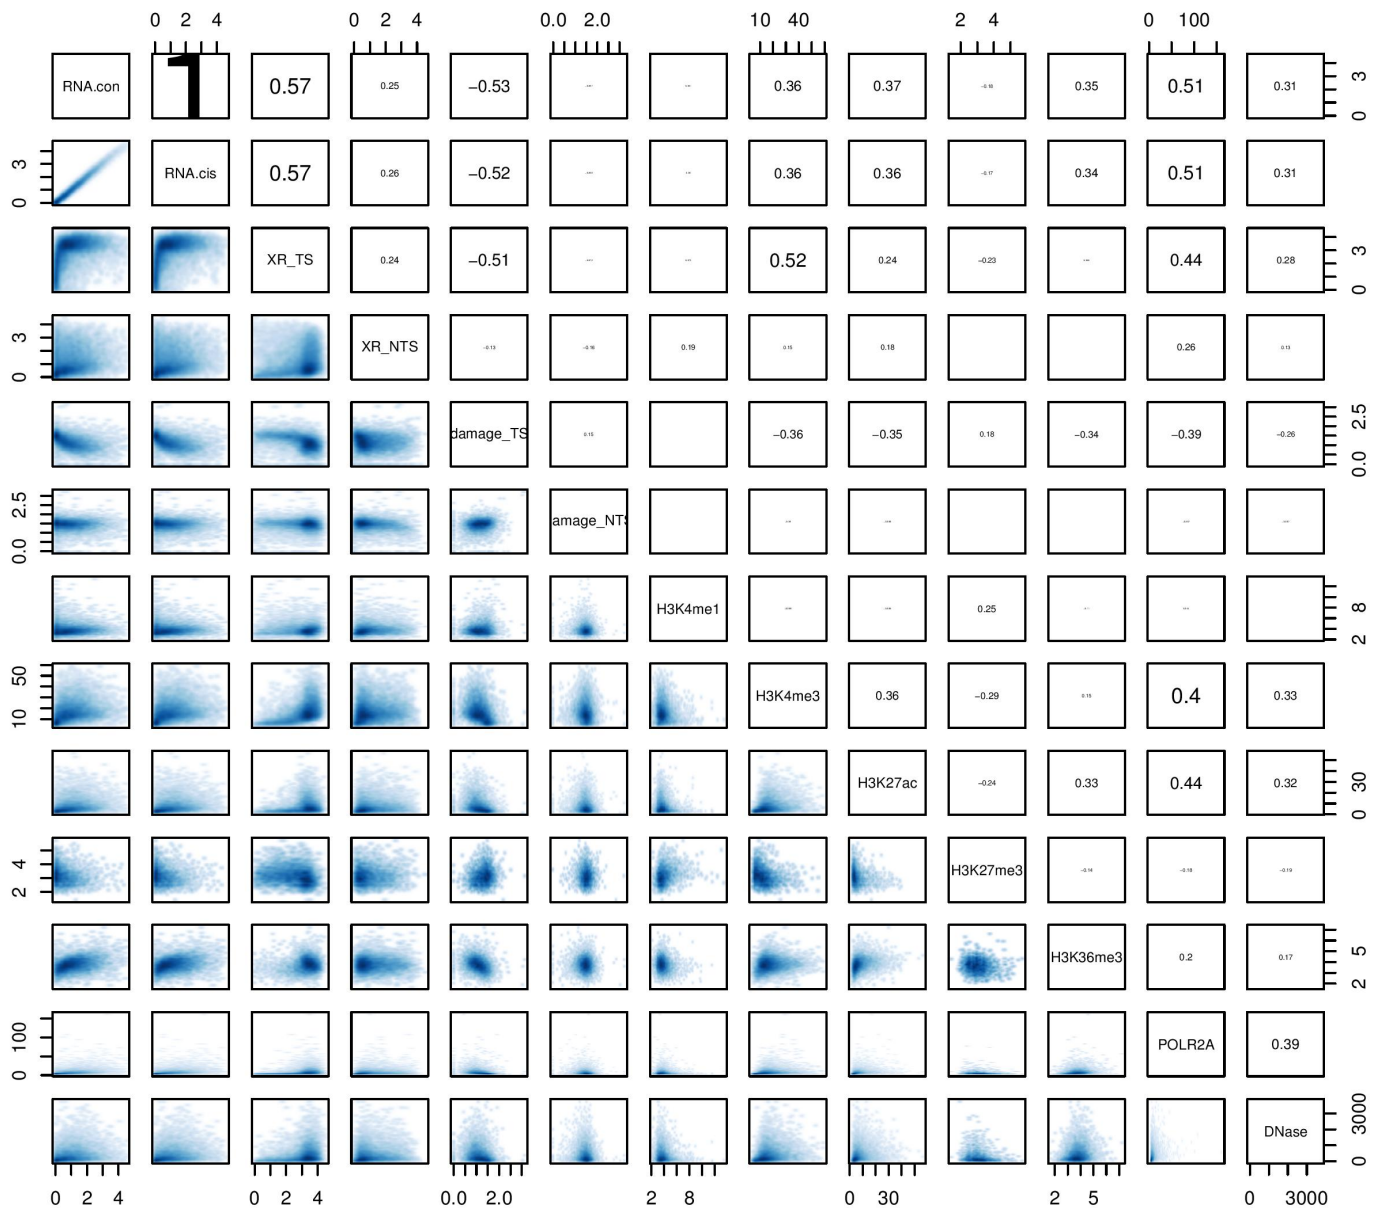

**Supplementary Figure 17. Relationship between gene expression and epigenomic profiles in cisplatin samples.**

Pairwise scatterplots are shown, with the lower panel being the smooth scatterplots and the upper panel being the Spearman correlation coefficient for each pair of gene-specific measurements. Only genes that have insignificant differential expression after cisplatin treatment across all organs are plotted and included in the correlation analysis. Excision repair in the TS is positively correlated with gene expression, H3K4me3, and DNase I markers across all organs, while the damage in the TS is negatively correlated with the aforementioned epigenetic markers. **a** kidney. **b** liver. **c** lung. **d** spleen.

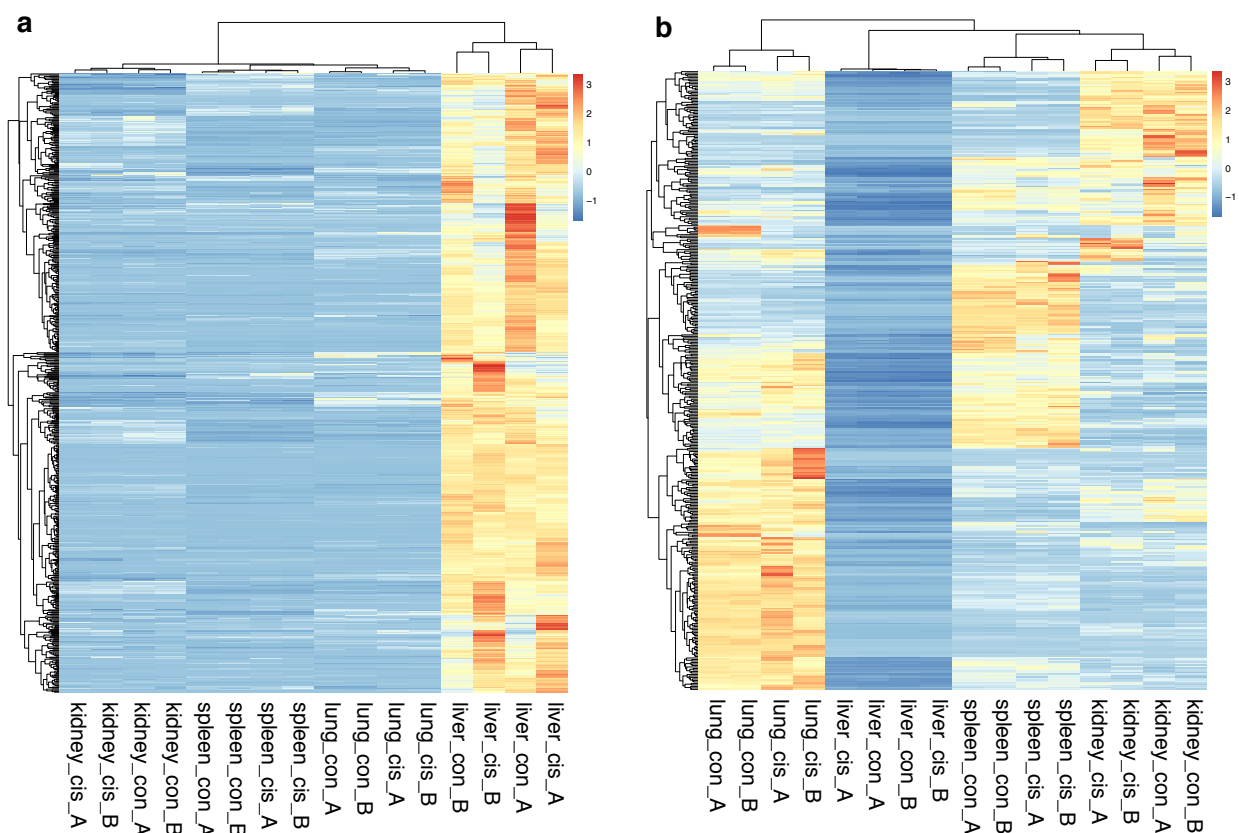

**Supplementary Figure 18. Genes with significant high/low expression in liver compared to other organs.** Pairwise differential expression analysis that compares liver with each other organ is carried out using DESeq2. The intersection of significant genes from the pairwise comparisons return the genes that are **a** highly and **b** lowly expressed in liver.

**a**

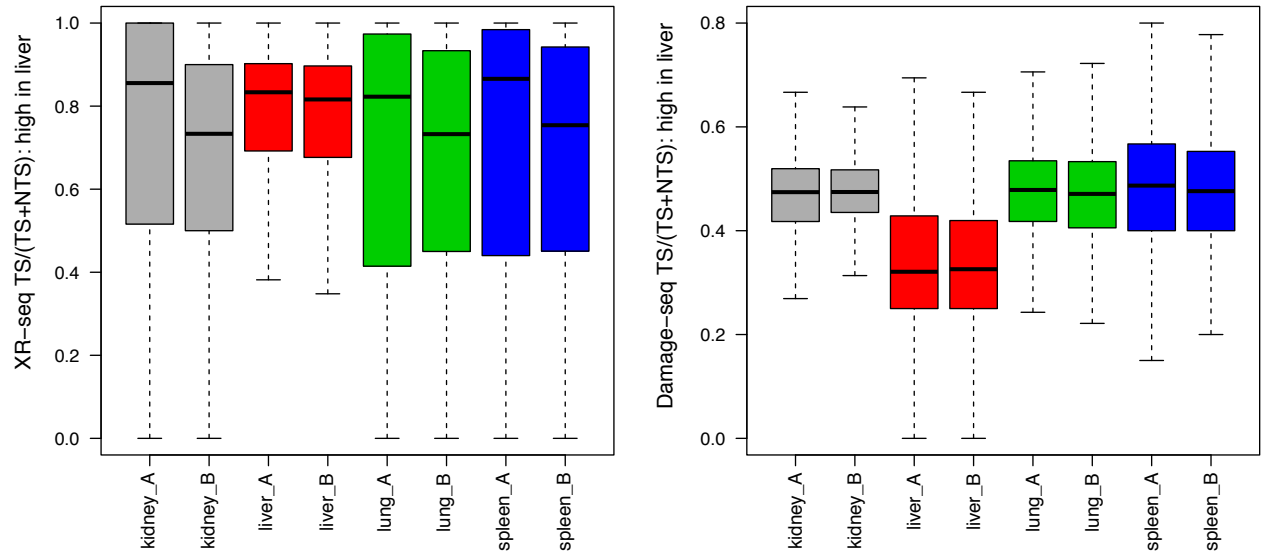

**b**

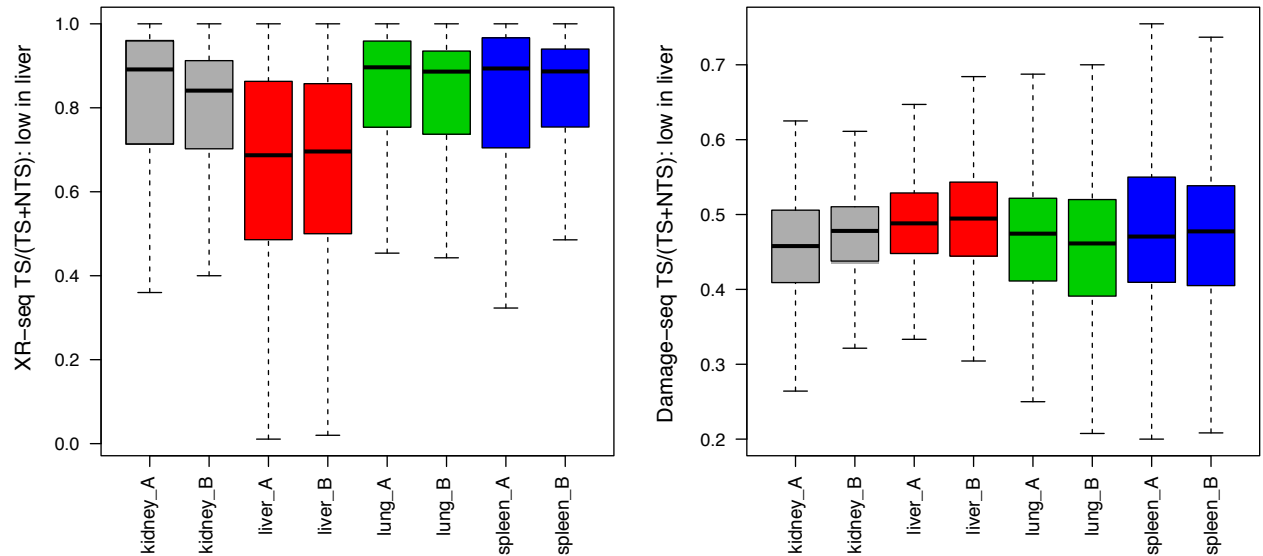

**Supplementary Figure 19. TS/(TS+NTS) ratio for highly and weakly expressed genes in liver.** The ratio is taken to remove biases and artifacts. **a** For genes that are highly expressed in liver, transcription-coupled repair is higher, resulting in less damage in the TS. **b** For genes that are weakly expressed in liver, transcription-coupled repair is lower, leaving damage level unchanged.

**Supplementary Table 1. Publicly available epigenomic data from ENCODE.** Epigenomic data for mouse organs were downloaded from the ENCODE portal (<https://www.encodeproject.org>) as bed files and viewed using the UCSC browser and the Integrative Genomics Viewer. Data accession number as well as age of mice are included for each marker across all organs.

| Organ  | H3K4me1                  | H3K4me3                  | H3K27ac                    | H3K27me3                   | H3K36me3                   | POLR2A                   | DNase I                    |
|--------|--------------------------|--------------------------|----------------------------|----------------------------|----------------------------|--------------------------|----------------------------|
| Kidney | ENCFF764QKN<br>(8 weeks) | ENCFF039JTO<br>(8 weeks) | ENCFF660CQT<br>(8 weeks)   | ENCFF710FSC<br>(8 weeks)   | ENCFF996FJV<br>(8 weeks)   | ENCFF160ZYB<br>(8 weeks) | ENCFF260THC<br>(postnatal) |
| Liver  | ENCFF189WSW<br>(8 weeks) | ENCFF625DES<br>(8 weeks) | ENCFF776JLM<br>(8 weeks)   | ENCFF429PBK<br>(8 weeks)   | ENCFF632JAR<br>(8 weeks)   | ENCFF125NGA<br>(8 weeks) | ENCFF235KRN<br>(postnatal) |
| Lung   | ENCFF582IWI<br>(8 weeks) | ENCFF543QNI<br>(8 weeks) | ENCFF388BOS<br>(postnatal) | ENCFF873ZSM<br>(postnatal) | ENCFF176JQW<br>(postnatal) | ENCFF460DBD<br>(8 weeks) | ENCFF251HWU<br>(postnatal) |
| Spleen | ENCFF817MPF<br>(8 weeks) | ENCFF574OJR<br>(8 weeks) | ENCFF092BMP<br>(8 weeks)   | ENCFF970VMF<br>(8 weeks)   | ENCFF362AJY<br>(8 weeks)   | ENCFF518LVB<br>(8 weeks) | ENCFF553EPA<br>(8 weeks)   |

# Supplementary material for: Differential damage and repair of DNA-adducts induced by anti-cancer drug cisplatin across mouse organs
**Source:** Nat Commun. 2019 Jan 18;10:309. doi: 10.1038/s41467-019-08290-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Supplementary Data 1.** Sample information for Damage-seq, XR-seq, and RNA-seq. For Damage-seq and XR-seq, number of reads and proportion of reads out of the total are reported across all samples after each filtering step: total is for the total number of reads; mapq is for the reads with mapping quality greater than 20; chr is for the reads that are mapped to the autosomes and the sex chromosomes; GG is for the reads with GG dinucleotide sequence at the expected positions from 5’ end of the reads. For RNA-seq, assigned and unassigned reads are reported, respectively, along with the percentage of genes with non-zero read counts. Table is separately attached as an Excel file.

**Supplementary Data 2.** Differential expression analysis between cisplatin-treated group and control group. Results from DESeq2 are included for kidney, liver, lung, and spleen. Table is separately attached as an Excel file.

**Supplementary Data 3.** Canonical pathway analysis of differentially transcription data across organs. Ingenuity Pathway Analysis (IPA) on differentially expressed genes (adjusted p-value less than 0.05 and log_2_ fold change greater than 1 or less than -1). The most significant pathways across the mouse organs (kidney, liver, lung and spleen) are separately attached as an Excel file.

# Supplementary material for: Differential damage and repair of DNA-adducts induced by anti-cancer drug cisplatin across mouse organs
**Source:** Nat Commun. 2019 Jan 18;10:309. doi: 10.1038/s41467-019-08290-2
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

*Our web collection on [statistics for biologists](#) may be useful.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Microsoft Excel for Mac (v16.16.18111001), Linux system and R 3.4.0 GUI 1.70 El Capitan build.

Data analysis

Microsoft Excel, Adobe Illustrator CC 2018, Adobe Photoshop CC 2018, Cytoscape\_v3.6.1, Ingenuity IPA-45868156, R 3.4.0 GUI 1.70 El Capitan build, REVIGO, BWA, STAR, SAMtools, PicardTools, Cutadapt.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, accession number 'GSE117167'. All code used in this paper is available at [https://github.com/yuchaojiang/damage\\_repair](https://github.com/yuchaojiang/damage_repair).

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------|
| Sample size     | In animal studies, average sample sizes of 2-5 animals per group were deemed representative. |
| Data exclusions | No data points or animals were excluded in the analysis.                                     |
| Replication     | All experiments were repeated at least two biological replicates.                            |
| Randomization   | No randomization was performed in this study.                                                |
| Blinding        | No blinding was performed in this study.                                                     |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies used in the study have been listed in Methods. Manufacturer, catalog number, species, dilution and application used are also included.                                                                                                                                                                                                                                                                                                                                                                                                       |
| Validation      | All antibodies used in the study are commercially available.<br>Anti-cisplatin antibody (ab 103261, Abcam), validation see: PMID: 29890208<br>Anti-DNA antibody (MAB 3034, Millipore Sigma), validation see: PMID: 25879486<br>Anti-TFIID antibody p89 (G-10, Santa-Cruz), validation see: <a href="https://datasheets.scbt.com/sc-271500.pdf">https://datasheets.scbt.com/sc-271500.pdf</a><br>Anti-TFIID antibody p62 (H-10, Santa-Cruz), validation see: <a href="https://datasheets.scbt.com/sc-25329.pdf">https://datasheets.scbt.com/sc-25329.pdf</a> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice, C57BL/6J, Six or seven-month-old, were purchased from Jackson Laboratory (Bar Harbor, ME). |
| Wild animals            | The study did not involve wild animals.                                                          |
| Field-collected samples | The study did not involve samples collected from field.                                          |

How the deposited data were processed for this re-analysis (not part of the article)

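Damage-seq, XR-seq and RNA-seq of mouse kidney, liver, lung and spleen were re-analysed from processed files. Damage-seq and XR-seq cover 2 cisplatin-treated libraries per organ, and RNA-seq covers 2 control and 2 cisplatin-treated libraries per organ. The dose was 10 mg per kg. The time after injection is 4 h in the paper and 2 h in the sample labels, and the paper's value was used to match samples to its statements. The present labels of lung and spleen RNA-seq were used, which a note with the data describes as corrected.

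For Damage-seq and XR-seq, the authors trimmed reads, aligned them to mm10 with BWA, removed duplicates with Picard, kept reads with GG at the position that marks an adduct, and deposited raw counts of reads per gene on the TS and on the NTS. For RNA-seq, the authors aligned reads with STAR, filtered them by mapping quality and orientation, counted them with FeatureCounts and deposited raw counts per gene. The values were checked to be whole numbers with totals that differ between libraries, so no normalization is in these files. One line of each Damage-seq and XR-seq file has neither identifier nor value and was dropped, the files hold 0 mitochondrial genes, and 25058 genes are in the files of all assays, and 25041 of the genes in the RNA-seq files were found in GENCODE M21 on GRCm38. The steps before counting were not repeated here.

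Reads on genes per library numbered between 1571167 and 6441367 in Damage-seq, between 10658675 and 59779770 in XR-seq, and between 15619474 and 162270280 in RNA-seq. At the depth of Damage-seq the median gene of a library could be compared well, but single genes had few reads, and a 95% Wilson interval is given for the strand share of Per1. The spread of replicates was compared with the sampling of reads by the chi-square of their counts over its degrees of freedom. RNA-seq pairs with an index of 3 or below were summed and counted as 1 sample, which applied to the lung and spleen controls. This limit was set before the data were examined. Damage-seq pairs were kept apart although most had an index under 3, a choice made after their indices had been seen.

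GG dinucleotides were counted in GRCm38 on each strand between the start and end of each gene. Genes with at least 10 GG on either strand, a length under 100000 bp and at least 20 reads in total in each assay were kept, 16502 in all. Damage-seq and XR-seq counts were scaled to CPM over the library's reads on genes and divided by the GG count in units of 1000, and log2 values were taken with a pseudocount of 1. For relative damage the library size was all sequenced reads as listed in Supplementary Data 1, and the reference was the geometric mean of the 8 libraries over 20738 genes with NTS reads in each library. Expression was RPKM over the exon length of each gene. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

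Changes in RNA-seq were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, the default filter on low counts, quasi-likelihood fit, and a test against a log2 fold change of 0.4) and called at a Benjamini-Hochberg adjusted p-value under 0.05. DESeq2 1.42.0 with the same threshold and all genes was an alternative. In lung and spleen, with 1 control sample, genes with a log2 fold change of at least 1 in size were counted without a test, using a fixed dispersion of 0.05. The fits were tested on simulated data in which 200 genes were changed: edgeR called 93.5% of them with the spread of kidney and 67.0% with the spread of liver, with 3 false calls each, and with the block on replicate number it gave 23 false calls in kidney and 8 in liver. DESeq2 gave 4 and 6 false calls without the block and 5 and 4 with it. No variation shared by libraries with the same replicate number was simulated, so these numbers cannot judge the block on the real data. Counting genes by fold change without a test, as in lung and spleen, gave 659 false calls at the spread of kidney and 968 at that of liver. Genes high or low in liver passed the same test against each of the 3 other organs in the same direction. The difference of the response to cisplatin between kidney and liver was tested as an interaction term in edgeR against a difference of 0, a comparison added after the data had been examined.

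Comparisons of libraries used exact tests: the 28 ways to choose 2 of 8 libraries (smallest p 0.0357), sign flips over 8 libraries (smallest p 0.00781), all pairings of 8 libraries (smallest p 0.00952), and 100000 permutations of the organ labels for RNA-seq. All were two-sided except the grouping by organ. Benjamini-Hochberg adjusted values are given for each family of exact tests. Correlations across genes are given without p-values, since genes are not independent replicates.

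Genes were named by a rule fixed in advance: every gene that the paper names for RNA-seq, and in each organ the 2 genes with the largest rise and the 2 with the largest fall among those past the threshold and changed the same way in both pairs of libraries with the same replicate number. Alternatives covered the normalization, filters, pseudocount, library size, distance measure, thresholds, the replicate block, DESeq2 in place of edgeR, one fit for all organs, each library as a replicate, and each replicate left out.

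Left out were the slot blot, mitochondrial DNA, features of single reads such as oligomer lengths and base composition, the ENCODE profiles and chromatin states, gene ontology enrichment and pathway scores, which need inputs that were not used here. Batch correction was not applied, because the batch of each library is not named.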

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

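The comparison in this part, and its alternatives, were chosen after the data had been examined, and what each test of a technical explanation should give was written before its result was seen, so no test of an explanation was chosen only after the result was seen.

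The response to cisplatin was compared between kidney and liver by an interaction term in edgeR over 16075 genes. For 1 gene, Plk3 (ENSMUSG00000028680), the responses differed past an adjusted p-value of 0.05, and 912 genes had an unadjusted p-value under 0.05. The log2 fold change of Plk3 was lower in liver than in kidney by a log2 difference of -4.76 (adjusted p = 0.00414 from edgeR). Normalized CPM in kidney were 3.48 and 2.95 in the control replicates and 299 and 322 after cisplatin, and in liver 19.1 and 16.2 in the controls and 63.0 and 64.0 after cisplatin. Both replicates of each organ thus rose, in liver by less and from a higher level.

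Of the technical explanations, too few reads on the gene in liver is set against its lowest value there, 16.2 CPM, which is above the lowest in kidney. The normalization of library size was tested with size factors of the DESeq2 type: the adjusted p-value of Plk3 was then 0.00403 from edgeR, and 2 genes passed. With the replicate number as a block, a pairing taken from the labels (the differences between replicates 1 and 2 in control and after cisplatin correlated at 0.476 in kidney and 0.390 in liver), 47 genes passed. Reads shared with paralogs, a mislabelled sample and a difference between library batches were not tested for this gene. A biological explanation, that Plk3 is induced more strongly by cisplatin in kidney than in liver, therefore remains a hypothesis that may hold, found on the same data as it was tested (adjusted p = 0.00403 under the other size factors). Lung and spleen were not tested in this way, because their control pairs count as 1 sample.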

How the results depend on the processing

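The alternatives in this part were chosen before the data were examined, except those named below as added, and only these additions were chosen after results had been seen. For 165 results, 738 values under alternatives were computed. Of these, 544 did not change by the measure used: direction and side of the threshold for a result with a test, size within 1 SD of the replicates for a value without one, and within 1.5 times for a count of genes. The size of a tested result could still shift, as for repair efficiency in liver, 0.190 against 0.121 over all genes, and for the plateau of XR-seq on the TS, 4.6 against 6.47 with a pseudocount of 0.1. Another 133 moved, 48 became stronger, 4 became weaker and 9 reversed. Except where a value below shows more, the cause was not tested.

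The number of genes changed by cisplatin depended most on the processing. In kidney, 782 genes became 1711 without a fold-change threshold, 1896 without a filter on low counts, 3182 with the replicate number as a block, and 1475 with DESeq2 and a block. In liver, 0 genes (1287 at an unadjusted p-value under 0.05) became 188 with DESeq2, 155 without a filter on low counts, 1015 with a block, 364 with DESeq2 and a block, and 518 with all organs in one fit, while it stayed at 0 without a fold-change threshold (1622 unadjusted) and with the other size factors (1279 unadjusted). In lung, 2805 genes became 6015 without a filter on low counts and 1606 with each library counted as a replicate, and in the latter setting 4264 without a fold-change threshold, 1377 with DESeq2, and 1122 with DESeq2 and a block. In spleen, 1773 genes became 4812 without a filter and 62 with each library counted, and then 825 without a fold-change threshold, 302 with DESeq2, 172 with a block, and 193 with DESeq2 and a block. The settings with DESeq2 and a block, and those that combine another choice with each library counted, were added after seeing the data. The block rests on replicate numbers from the labels, and the differences between replicates 1 and 2 in control and after cisplatin correlated at 0.476 in kidney, 0.390 in liver, 0.0591 in lung and 0.331 in spleen. On simulated data edgeR gave 23 false calls with the block and 3 without it at the spread of kidney, and 8 and 3 at that of liver, where it called 75% and 67% of the changed genes. DESeq2 gave 5 false calls with the block and 4 without it at the spread of kidney, and 4 and 6 at that of liver. The simulated libraries shared no variation by replicate number, so these numbers cannot judge the block on the real data. Counting by fold change without a test, as in lung and spleen, gave 659 false calls at the spread of kidney and 968 at that of liver, with 2 simulated control libraries in place of 1 summed sample.

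Genes shared by all organs, 0 up and 0 down (1287 unadjusted in liver alone), became 1 up and 31 down with all organs in one fit. Among the added settings with each library counted, there were 2 up and 22 down with DESeq2, and 3 up and 12 down with DESeq2 and a block. The number of genes whose response differs between kidney and liver, 1, became 2 with the other size factors and 47 with a block, both added. Genes high in liver numbered 1384, and 878 and 544 at log2 thresholds of 1 and 2, and genes low in liver 1038, and 625 and 245.

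Relative NTS damage of kidney against the other organs, 1.59 with an exact permutation p of 0.0714, was 1.17 with p = 0.0357 from the same exact test when reads with GG served as library size. That of spleen, 0.47 with an exact p of 0.0357, was 0.925 with an exact p of 0.286. Leaving out replicate 1 or replicate 2, also added after results had been seen, gave 1.68 and 1.51 for kidney. For spleen these added values were 0.497 and 0.445.

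The mean over organs of the Spearman coefficient with expression was, for Damage-seq on the TS, -0.432 with gene length in place of GG and -0.150 without adjustment, and from -0.453 to -0.422 with each replicate left out. For XR-seq on the TS it was 0.683 with gene length, 0.637 without adjustment and 0.723 without a length limit. For XR-seq on the NTS it was 0.287 with CPM, 0.367 without a length limit, and from 0.285 to 0.322 with each replicate left out. For Damage-seq on the NTS of liver, -0.0125 turned positive with CPM (0.0128), the control samples' RPKM (0.00266), gene length (0.00209) and no adjustment (0.0507), and lay from -0.0230 to 0.0199 with each replicate left out. In spleen it turned to 0.0520 without adjustment. Of the other values by organ, 31 moved under these alternatives and 44 did not, and with a replicate left out 14 moved and 17 did not.

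In genes high in liver, Damage-seq on the TS was 0.571 times that of the other organs, 0.718 (exact permutation p = 0.214) scaled by all sequenced reads, and from 0.577 to 0.578 with each replicate left out. On the NTS, 0.983 turned to 1.02 at a threshold of 2 and to 1.03 with median-of-ratios size factors, and lay from 0.944 to 0.996 with each replicate left out. XR-seq on the NTS lay from 1.72 to 1.80 with each replicate left out. The difference in the XR-seq strand share, -0.0577, turned to 0.0675 at a threshold of 2 (exact permutation p = 0.25). For Per1, kidney over spleen on the NTS was 6.91 scaled by all sequenced reads, against 2.99.

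The Spearman coefficient of log2 fold change with gene length was -0.512 in kidney and -0.429 in spleen for the upper part of genes by expression, and -0.552 in kidney, -0.426 in lung and -0.485 in spleen for genes with at least 10 CPM in every sample.

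For named genes, 154 of the values under other settings did not change their call or their size beyond the spread, 47 became stronger, 2 weaker and 9 moved. With a replicate left out, 186 did not move and 28 did. No test can be made with 1 sample per arm, so gene counts were not computed with a replicate left out, and in lung and spleen tests were run only with each library counted. The depth of Damage-seq limits single genes: 16 NTS reads lay on Per1 in spleen replicate 1.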

Differences from the paper's values

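The paper gives 1475 genes changed in kidney, 364 in liver, 1122 in lung and 193 in spleen, and the values here were 782, 0 (1287 at an unadjusted p-value under 0.05), 2805 and 1773. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were, in kidney, no fold-change threshold (1711) and no filter on low counts (1896), in liver, all organs in one fit (518), and in lung, each library counted as a replicate (1606), while in spleen none closed the gap. DESeq2 with a block on replicate number gave 1475, 364, 1122 and 193, with each library counted in lung and spleen, and was chosen after seeing the values. Its log2 fold changes had a Pearson coefficient across genes of 1 with those of Supplementary Data 2 in kidney, liver and lung, against 0.999, 0.994 and 0.999 for DESeq2 without a block. The median absolute difference was 2.89e-06, 2.29e-06 and 3.23e-06 in these organs, against 0.00837, 0.0413 and 0.00722 without the block. The choice of fit thus accounts for the gap to the paper's counts in these organs, although the paper's methods name no block. For spleen only the count was compared. In lung, DESeq2 with each library counted (1377), and in spleen, edgeR with a block and each library counted (172), also came within 1.5 times, and were likewise chosen after seeing the data. The block rests on replicate numbers taken from the labels, for which the differences between replicates 1 and 2 in control and after cisplatin correlated at 0.476 in kidney, 0.390 in liver, 0.0591 in lung and 0.331 in spleen.

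For genes changed in all organs, the paper gives 3 up and 12 down, against 0 up and 0 down here (1287 genes at an unadjusted p-value under 0.05 in liver). None of the alternatives set before the data were examined closed the gap. DESeq2 with a block and each library counted gave 3 and 12, and DESeq2 with each library counted gave 2 up, and both settings were chosen after seeing the values.

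The paper gives 602 genes high and 414 low in liver, against 1384 and 1038 here. Log2 thresholds of 1 and 2 gave 878 and 544 genes high in liver, within 1.5 times the paper's value. No alternative set before the data were examined did so for genes low in liver.

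The Spearman coefficients with expression in Fig. 3 of the paper were read by eye. For Damage-seq on the TS they are about -0.71 in liver, about -0.56 in lung and about -0.56 in spleen, against -0.670, -0.504 and -0.499 here. Of the alternatives set before the data were examined, CPM (-0.679) and no length limit (-0.680) closed the gap in liver, no length limit (-0.517) in spleen, and none in lung. On the NTS of kidney the paper's value in Fig. 3 is about 0.36, against 0.294, and none closed the gap. For XR-seq on the TS, Fig. 3 gives about 0.78 in kidney, about 0.66 in liver, about 0.74 in lung and about 0.77 in spleen, against 0.737, 0.640, 0.703 and 0.735. No length limit closed the gap in kidney (0.753), liver (0.669) and spleen (0.755), as did the control samples' RPKM (0.745) and leaving out replicate 1 (0.750) in spleen, and none did in lung. For XR-seq on the NTS, Fig. 3 gives about 0.40 in kidney, about 0.44 in liver, about 0.34 in lung and about 0.34 in spleen, against 0.338, 0.386, 0.270 and 0.281. No length limit closed the gap in kidney (0.381) and spleen (0.335), as did leaving out replicate 1 in kidney (0.348), while in liver it gave 0.436, which differs from the paper's value by more than the spread of replicates but by less than a reading by eye can resolve, and in lung none did, the nearest being 0.316 without a length limit.

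In Fig. 4a, read by eye, the paper's median fold change of genes high in liver is about 26 in RNA-seq, about 7.6 in XR-seq on the TS and about 4.4 on the NTS, against 4.08, 1.59 and 1.74 here. Of the alternatives set before the data were examined, a threshold of 2 closed the gap for RNA-seq (35.2) and for XR-seq on the TS (5.32), and none did for the NTS, where it gave 2.30. In Fig. 4b, read by eye, the values for genes low in liver are about 0.03 in RNA-seq and about 0.23 in XR-seq on the TS, against 0.0511 and 0.406. A threshold of 1 closed the gap for RNA-seq (0.0352) and for XR-seq (0.335), as did a threshold of 2 for XR-seq (0.283).

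Some statements of the paper on rankings and directions differ from the values here. The paper states that downregulated genes outnumber upregulated ones, whereas in spleen 1114 genes rose and 659 fell, and 38 rose and 24 fell in the edgeR test with each library counted. Of the settings with each library counted that were chosen after seeing the data, 3 had more genes falling than rising there: 166 against 136 with DESeq2, 104 against 89 with DESeq2 and a block by the replicate numbers of the labels (correlation of replicate differences 0.331), and 474 against 351 in edgeR without a fold-change threshold. In edgeR with the same block, 89 rose and 83 fell. In kidney 410 fell and 372 rose, but 269 fell and 327 rose with all organs in one fit. The paper states that samples of the same organ cluster together in NTS damage, whereas 3 of the 8 Damage-seq libraries had their own replicate as nearest neighbour, although the pairing by organ had the smallest mean distance of all pairings (exact one-sided permutation p = 0.00952). The 2 are not like for like. The paper clustered on highly variable genes and names an adjustment for batch. Here 16502 genes entered, without batch correction and without thinning the libraries to equal depth. Repair on the TS is described as reaching a plateau in highly expressed genes, whereas in liver the median log2 value fell by 0.44 from the sixth to the highest decile of expression. Damage on the NTS is stated to be independent of expression, whereas the Spearman coefficient across genes was 0.294 in kidney. The paper describes, by the ratio TS/(TS+NTS), more transcription-coupled repair in liver for genes high in liver and unchanged damage for genes low in liver, whereas the share of XR-seq reads on the TS in genes high in liver was lower in liver, by a difference of -0.0577 (exact permutation p = 0.0714). At log2 thresholds of 1 and 2 this difference was -0.0291 and 0.0675 (exact permutation p = 0.5 and 0.25). The share of Damage-seq reads on the TS in genes low in liver was higher in liver by 0.0217 (exact permutation p = 0.0357). Per1 damage on the NTS is stated to be uniform among organs, whereas kidney held 2.99 times the CPM of spleen.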

Other observations

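The tests of whether the lung and spleen control libraries are each 1 library, of reads with GG as library size taken as an explanation, of reads carrying GG by chance, and of other splits of the samples were chosen only after the result was seen.

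Longer genes fell more after cisplatin. Across genes, the Spearman coefficient of the log2 fold change with genomic length was -0.444 in kidney, -0.557 in liver, -0.325 in lung and -0.320 in spleen, and the median log2 fold change in the longest 25% of genes was -0.51, -0.57, -0.30 and -0.19 in the same order. Given exon length and expression, the weakest coefficient of the 4 organs was -0.154 (spleen), and given expression alone it was -0.322, so expression level does not account for it, and longer transcripts account for part of it: given exon length as well, the coefficient went from -0.320 to -0.154 in spleen and from -0.557 to -0.435 in liver. A length bias between libraries was tested by the correlation of the difference between replicates with length, which over the 8 pairs was largest in size at -0.376, in cisplatin-treated liver. That is smaller in size than the coefficient of the response in liver, -0.557. In spleen the treated replicates differed with length at 0.258, not far in size from the response there, -0.320. In liver both pairs of libraries with the same number showed the fall, at -0.386 and -0.590. Damage left on the TS of each gene, given length and expression, was related to the response with coefficients of -0.143 in kidney, -0.161 in liver, -0.1 in lung and 0.0355 in spleen, so that its sign differed between organs. The number of adducts that a polymerase meets in a long gene may explain the relation with length, but this was not measured directly, and a length bias that varies between libraries (-0.376) cannot be excluded as part of it, least of all in spleen.

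The largest rises in spleen were in genes of the pancreas. A list of 24 pancreatic marker genes, drawn up without the genes that had drawn attention, was then tested. Of the 21 with values, 21 rose and 0 fell in spleen, with a median log2 fold change of 10.91, above all of the 10000 random lists matched on expression (percentile 100, median of the random lists -0.0087). Summed CPM over the list were 28.4 and 26.0 in the control libraries and 3054 and 2334 in the cisplatin-treated ones, so both treated libraries show it. Pancreatic tissue in the cisplatin-treated spleen samples is a candidate explanation, with the list at percentile 100 of the random lists. Induction of these genes in spleen by cisplatin was not tested separately and cannot be told apart from it here. In lung the sums were 29.3 and 26.4 against 40.3 and 30.9, and in kidney 1484 and 2124 against 1316 and 2339, where the control libraries carry them too.

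The largest falls in lung included Glycam1, a gene of lymph node vessels. A list of 24 lymphoid marker genes without Glycam1 had 23 with values in lung, of which 22 fell and 1 rose, with a median log2 fold change of -1.57, below all of the 10000 random lists (percentile 0). Summed CPM were 773 and 794 in the control libraries and 266 and 199 after cisplatin. In spleen they were 6717 and 6753 against 6264 and 6710. In kidney, at a lower level, they were 30.75 and 46.1 against 22.0 and 22.7, so both treated libraries lay below both controls. In liver they were 35.3 and 35.4 against 60.4 and 30.5. Lymphoid tissue in the lung control samples is a candidate explanation (percentile 0), and a loss of lymphocytes from lung after cisplatin cannot be told apart from it. In lung and spleen the control arm counts as 1 sample, so the lymphoid pattern in lung and the pancreatic pattern in spleen rest on 1 control sample each.

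The lung control libraries had a dispersion index of 2 for genes with 20 to 100 reads, and the spleen control libraries one of 2.51, while the other 6 RNA-seq pairs lay between 4.70 and 9.07. An index of 2 is consistent with 1 library sequenced in 2 runs when each read of a pair is counted, for lung. The lung index rose to 2.48 for genes with 1000 to 10000 reads and to 5.43 above that, more than the sampling of reads gives, while the other 6 pairs had at least 209 above 10000 reads, so 2 runs of 1 library are not shown. For spleen, the index was 2.51 at 20 to 100 reads and 5.12 above 10000 reads. There too, 2 runs of 1 library are not shown, and separate libraries from very similar animals cannot be told apart from that. No biological explanation was tested.

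A note with the data describes the treatment labels of lung and spleen RNA-seq as corrected. Were the present labels exchanged, their log2 fold changes across genes would be expected to run against those of kidney. The Spearman coefficient with kidney was 0.428 for lung and 0.260 for spleen, both positive, which goes against an exchange.

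Repair efficiency was highest in liver, by 0.190 over the other organs. Over 402 genes of similar RPKM in all organs the difference was 0.231. With all libraries thinned to the lowest depth it was 0.188. With reads that carry GG by chance subtracted, taken as 5.4% of the non-specific reads, it was 0.179. The paper gives 5.4% for mitochondrial reads in XR-seq, and the rate in Damage-seq was not measured. The choice of genes and depth thus do not account for it, nor do such reads at this assumed rate. Expression of 37 genes of nucleotide excision repair did not stand out in liver. Their median log2 ratio to the other organs was -1.22, at percentile 61.3 of random lists matched on expression, whose median was -1.295. Of the 37 genes, 3 were higher in liver. Since such lists lay below 0, genes of similar RPKM in all organs are high in liver relative to them. The match on RPKM therefore cannot exclude expression as a cause. A higher rate of repair in liver may remain as a hypothesis (difference 0.231 over the same 402 genes). Contamination and batches were not tested for it.

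Spleen was lowest and kidney highest in relative NTS damage when scaled by all sequenced reads. With the reads that carry GG as library size, spleen stood at 0.925 times and kidney at 1.17 times the other organs. Reads without GG could come from background or from another kind of adduct, and fewer adducts in spleen would also lower the share of reads with GG. The 0.925 thus does not separate less damage from more background. Nor does the 1.17 of kidney measure the level of damage, since only reads with GG enter it.

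Damage on the NTS rose with expression in kidney, with a Spearman coefficient of 0.294 across genes. Given the mean expression of the same genes in the other organs it was 0.193, so properties of genes that all organs share do not account for all of it. The single replicates gave 0.280 and 0.249. Given the density of GG it was 0.296. The cause was not tested further.

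Genes differing between liver and each other organ were counted under other splits of the 8 or fewer RNA-seq samples. Against kidney, 1 of the 8 splits that part as many pairs with the same replicate number gave as many genes as the real one (5972), namely the real one. Against lung (9067 genes) and spleen (9527 genes) it was 1 of 12 splits each. With this number of comparable splits the share cannot fall under 0.05. Over all 35 splits of the samples, which part other numbers of such pairs, the real one alone gave as many genes, and the largest count of any other split was 1 gene against kidney, 0 against lung and 1 against spleen.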
